# Integrated analysis of Xist upregulation and X-chromosome inactivation with single-cell and single-allele resolution

**DOI:** 10.1038/s41467-021-23643-6

**Published:** 2021-06-15

**Authors:** Guido Pacini, Ilona Dunkel, Norbert Mages, Verena Mutzel, Bernd Timmermann, Annalisa Marsico, Edda G. Schulz

**Keywords:** Genome-wide analysis of gene expression, Computational biology and bioinformatics, Pluripotency, Dosage compensation, Genomics

## Abstract

To ensure dosage compensation between the sexes, one randomly chosen X chromosome is silenced in each female cell in the process of X-chromosome inactivation (XCI). XCI is initiated during early development through upregulation of the long non-coding RNA Xist, which mediates chromosome-wide gene silencing. Cell differentiation, Xist upregulation and gene silencing are thought to be coupled at multiple levels to ensure inactivation of exactly one out of two X chromosomes. Here we perform an integrated analysis of all three processes through allele-specific single-cell RNA-sequencing. Specifically, we assess the onset of random XCI in differentiating mouse embryonic stem cells, and develop dedicated analysis approaches. By exploiting the inter-cellular heterogeneity of XCI onset, we identify putative Xist regulators. Moreover, we show that transient Xist upregulation from both X chromosomes results in biallelic gene silencing right before transitioning to the monoallelic state, confirming a prediction of the stochastic model of XCI. Finally, we show that genetic variation modulates the XCI process at multiple levels, providing a potential explanation for the long-known X-controlling element (Xce) effect, which leads to preferential inactivation of a specific X chromosome in inter-strain crosses. We thus draw a detailed picture of the different levels of regulation that govern the initiation of XCI. The experimental and computational strategies we have developed here will allow us to profile random XCI in more physiological contexts, including primary human cells in vivo.

## Abstract (web summary)

X-chromosome inactivation (XCI) ensures dosage compensation between the sexes. Here the authors perform allele-specific single-cell RNA sequencing in differentiating mouse embryonic stem cells to provide a detailed profile of the onset of XCI.

## Introduction

Female therian mammals carry two X chromosomes, while males have an X and a Y. Gene dosage differences between the sexes for X-linked genes are mostly compensated through X-chromosome inactivation (XCI). In this process, each female cell will silence one randomly chosen X chromosome in a cell-autonomous fashion^1^. Since XCI induces differential gene activity at two genetically identical chromosomes in the same nucleus, it is an important model for epigenetic gene regulation. The regulatory principles that allow the two X chromosomes to assume opposing activity states are only starting to be elucidated^2^.

A subset of X-linked genes are incompletely silenced on the inactive X chromosome and can thus escape XCI^3^. These escape genes are thought to contribute to phenotypic differences between the sexes, including susceptibility to various pathologies, such as autoimmune diseases^4^. Moreover, inter-individual variability, for example with respect to the severity of X-linked diseases, is observed in cases where the choice of the inactive X chromosome is skewed through genetic polymorphisms^5^. Whether and to what extent differences in silencing efficiency and escape propensity driven by genetic variation might also contribute to phenotypic variability in humans remains unknown.

XCI is established during early embryonic development in a complex multi-step process. It is initiated by upregulation of the long non-coding RNA Xist, the master regulator of XCI^1^. Xist will coat the X chromosome, from which it is expressed, and will initiate chromosome-wide gene silencing by recruiting a series of silencing complexes, ultimately leading to heterochromatinization of the entire chromosome^6^. To ensure inactivation of a single X chromosome, Xist expression must be restricted to exactly one out of two alleles, in a monoallelic (MA) and female-specific fashion. While the majority of cells directly upregulate Xist monoallelically, we and others have recently shown that a subset of cells transiently express Xist from both chromosomes in a BA (BA) manner, which is subsequently converted to a MA state^7,8^. The current model is thus that Xist is initially upregulated independently on each chromosome in a random fashion and that establishment of a MA state is then ensured through negative feedback regulation^2^. This feedback is thought to be mediated by silencing of an essential X-linked Xist activator^9,10^. It remains unknown, however, to what extent transient BA Xist upregulation indeed induces gene silencing, which is a prerequisite for the proposed negative feedback to work. A prediction from this “stochastic model of XCI” is that accelerated upregulation of Xist from one allele for instance caused by genetic variation will lead to preferential inactivation of that chromosome.

Random XCI is initiated during early embryonic development around the time of implantation into the uterus, when cells exit the pluripotent state. A series of factors have been implicated in triggering developmental Xist upregulation, such as the Xist activator Rnf12/Rlim, Xist’s repressive antisense transcript Tsix and a series of pluripotency factors, such as Nanog, Oct4/Pou5f1, Sox2, Klf4, and Rex1/Zfp42^11–16^. Pluripotency factors are indeed downregulated concomitantly with Xist upregulation and loss-of-function perturbations have been shown to increase Xist expression for several of them^12,13,17^. It remains unknown, however, which factors trigger Xist upregulation in the endogenous context and whether this is mediated through modulating the activity of other Xist regulators such as Rnf12 or Tsix.

The different processes governing XCI have been studied extensively and we slowly see a picture emerging of how inactivation of one randomly chosen X chromosome might be achieved. However, many studies have been performed in engineered systems to be able to investigate a specific step in isolation^18–20^. As a consequence a series of questions remain unanswered, which must be investigated in the endogenous context of random XCI with sufficient cellular, allelic and temporal resolution. Those questions include (1) to what extent gene silencing occurs upon BA Xist upregulation, (2) how differences in speed of Xist upregulation will affect the choice of the inactive X, and (3) which factors actually trigger Xist expression.

In this work, we therefore perform an integrated analysis of Xist upregulation and gene silencing with single-cell resolution, in a context where cells make a random choice between their two X chromosomes. To this end we profile the onset of XCI using allele-resolved single-cell RNA-sequencing (scRNA-seq). We use differentiating mouse embryonic stem cells (mESC), the classic tissue culture model of XCI. Since the cell line used has been derived from a hybrid cross between distantly related mouse strains, we can distinguish the two X chromosomes through single nucleotide polymorphisms (SNPs) and in addition investigate how genetic variation affects the different steps that govern XCI. Building on this high-quality dataset, we develop a computational framework to study the heterogeneity of Xist expression, XCI dynamics and differentiation over time at the single-cell level. Specifically, we analyze the full transcriptome heterogeneity throughout the estimated pseudotime and use RNA velocity to annotate lineage trajectories corresponding to the choice of the inactive X chromosome. By exploiting the variability in gene expression across cells we recover known regulators of Xist, but also identify potential novel Xist repressors and activators. We find that XCI is initiated on both chromosomes in a subset of cells through BA Xist upregulation, but is rapidly reversed to a MA state, when silencing is initiated. By computing Xist expression and gene-silencing dynamics in an allele-specific (AS) manner, we discover that genetic variation modulates XCI at multiple levels, including expression frequency of Xist as well as chromosome-wide silencing efficiency and escape propensity of individual genes. Finally, we validate these findings through an orthogonal experimental approach. Our study thus provides a detailed view on how random X inactivation is first established. The approaches we develop will also be useful to profile endogenous XCI in other contexts, such as primary human tissues.

## Results

### X inactivation and X upregulation in differentiating mESCs

At the onset of XCI, the inactive X chromosome is chosen in a random cell-autonomous process, resulting in a mixture of cells that have silenced the paternal or the maternal X chromosome, respectively. To investigate the onset of random XCI with single-cell resolution, we profiled female mESCs at multiple time points during differentiation by 2i/Lif withdrawal using scRNA-seq (Fig. 1a). To allow AS transcript quantification, we used a F1 hybrid mESC line (TX1072), which has been derived by crossing two distantly related mouse strains, *Mus musculus domesticus* (C57BL6/J) and *Mus musculus castaneus* (Cast/EiJ), herein referred to as B6 and Cast, respectively^21^. At multiple time points during differentiation (0–4 days) we captured in total 1945 individual cells on a C1 microfluidics system (Fluidigm). Single-cell transcriptomes were profiled using the C1-HT protocol, which performs 3′-end counting using unique molecular identifiers (UMI). In contrast to previous studies, which had used the unstranded full-length Smart-seq2 protocol^22,23^, 3′-end counting allows us to distinguish Xist from its antisense transcript Tsix through strand-specificity. 

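TX1072 carries 1 X chromosome of each parental strain, so that SNPs between the strains assign a read to its allele. By the paper's methods, Xist on its B6 chromosome has a doxycycline-responsive promoter. A difference of Xist between the alleles therefore need not stem from strain variation alone. Cells were collected before and 1, 2, 3 and 4 days after 2i/Lif withdrawal, from a single culture per day and with 400 capture sites per day. The authors deposited the number of UMIs counted on each gene in each capture site, without normalization, together with the UMI counts assigned to the B6 or the Cast allele and the counts of spliced and unspliced transcripts. To make these counts, they aligned the reads to the mouse genome (mm10) with the SNPs masked and counted the distinct UMIs per gene. The retained cells were taken as listed in Supplementary Data 2, and in 1472 of 1472 of them the UMI total after the gene filter and the UMI count of Xist equalled the values listed there. The gene filter keeps genes detected in more than 20% of the retained cells and removes genes with more than 90% of their allele-specific counts on 1 allele. It left 9276 genes, of which 8876 are autosomal and 374 are X-linked. Cells of 1 culture are not replicates of a day, so values are given as medians over cells, shares of cells or sums of counts, with no p-value. The interval beside a median is its 95% interval from order statistics, and the interval beside a share is the exact Clopper-Pearson interval at the same confidence. These intervals cover counting error and the spread between cells, not the spread between cultures. The Mann–Whitney tests of the paper on these data took cells as replicates.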

Around 0.4 Mio reads were sequenced per cell, resulting in a median number of 0.12 Mio unique UMI counts, which represent the detected mRNA molecules and covered a median number of 6090 genes (248 X-linked) per cell (Supplementary Fig. 1a, b). 

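Across the 2000 capture sites, the median was 121597 UMI counts, 6082.5 genes and 248 X-linked genes. In the cells that were retained after filtering, the medians were 132847 UMI counts (quartiles 112362 and 155032), 6324 genes and 259 X-linked genes. The median UMI count of the retained cells was 138565 at day 0, 124651 at day 1, 125591 at day 2, 130377 at day 3 and 171158 at day 4, so that cells of day 4 were counted more deeply than those of the other days.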

After removing low-quality cells and cells that had lost one X chromosome, between 257 and 341 cells were retained per time point for further analysis (Supplementary Fig. 1b, c, Supplementary Data 1).

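Retained were 277 cells at day 0, 325 at day 1, 341 at day 2, 257 at day 3 and 272 at day 4. The other capture sites, between 59 at day 2 and 143 at day 3, were left out. By the paper's own list in Supplementary Data 1, the sites left out include between 4 and 20 empty sites, between 2 and 18 sites with multiple cells and between 6 and 16 cells with a single X chromosome per day.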

**Fig. 1:**
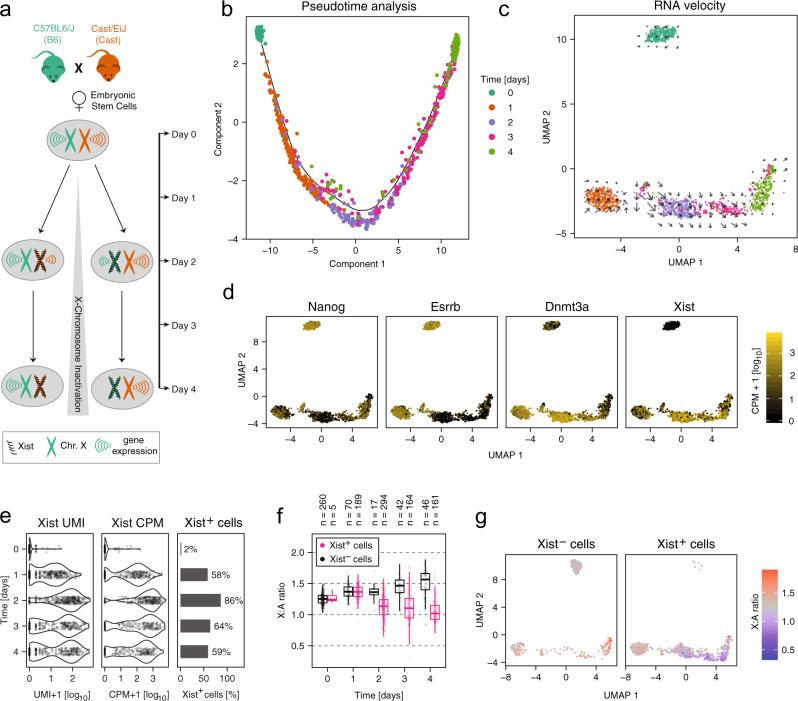
Profiling the onset of random XCI by scRNA-seq. **a** Schematic representation of the experimental setup. A female mESC line derived from the cross between a B6 (green) and a Cast (orange) mouse was differentiated for 4 days by 2i/Lif withdrawal and up to 400 single-cell transcriptomes were collected per time point. During the time course, cells initiate random XCI by monoallelic upregulation of Xist (black) from one randomly chosen allele, which will induce chromosome-wide gene silencing. **b**, **c** Pseudotime analysis (**b**) and UMAP embedding (**c**) based on the 500 most variable genes, with individual cells colored by measurement time. The black line in **b** represents the principal graph describing the pseudotime trajectory of the projected cells as computed by the Monocole2 DDRTree method. Arrows in **c** indicate the predicted transcriptome change estimated through RNA velocity analysis. **d** UMAP embedding as in **c** with cells colored according to marker gene expression. **e** Distribution of Xist expression across cells, either shown as the number of UMI counts (=number of molecules, left), the normalized CPM value (middle) or the percentage of Xist-positive (>5 Xist UMI counts) cells (right). **f** Box plot of the X-to-autosome expression ratio in Xist-positive (pink) and Xist-negative cells (black). The central mark indicates the median, and the bottom and top edges of the box indicate the first and third quartiles, respectively. The top and bottom whiskers extend the boxes to a maximum of 1.5 times the interquartile range. Dots represent individual cells, the number of cells in each group is given on top. **g** UMAP embedding as in (**c**) with Xist-positive and Xist-negative cells colored according to X-to-autosome expression ratio. Color scale was centered (gray) on the median X-to-autosome expression ratio observed at day 0. Source data are provided as a Source Data file.

In a first step, we analyzed how the cells’ transcriptomes changed over the time course measured. Pseudotime analysis with Monocle^24^ and dimensionality reduction using UMAP^25^ revealed that undifferentiated mESCs clustered distantly from their differentiating derivatives, suggesting that the change of culture condition induced a major change in their transcriptomes (Fig. 1b, c). Pseudotime analysis resolved the sampling time of most cells during differentiation (Fig. 1b). To assess the lineage trajectory of each cell we performed an RNA velocity analysis, which estimates transcriptional activity from reads aligning to introns (unspliced) and uses that information to predict how mature mRNA expression will change in the future (Fig. 1c, arrows, Supplementary Fig. 1a)^26^. The results suggested that cells moved along a single differentiation trajectory. This was confirmed by an analysis of marker genes revealing that naive pluripotency factors such as Nanog and Esrrb were downregulated, while Dnmt3a, a marker of primed pluripotency was upregulated (Fig. 1d).

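Expression was summed over the retained cells of a day and scaled to CPM (UMI counts per 1e6, normalized) with the size factors of Supplementary Data 2. Nanog (ENSMUSG00000012396, chromosome 6 of GRCm38 from 122707489 to 122714633) fell from 334 CPM at day 0 to 66.3 at day 1 and 28.0 at day 2, and stood at 64.6 at day 3 and 68.7 at day 4, which is 20.6% of its level at day 0. Esrrb (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) fell from 338 CPM to 252, 47.1, 40.3 and 25.3 CPM at days 1 to 4, ending at 7.50% of its level at day 0. Dnmt3a (ENSMUSG00000020661, chromosome 12 from 3806007 to 3914443) rose from 35.0 CPM at day 0 to 333 at day 1 and 715 at day 2, and decreased to 285 at day 3 and 65.2 at day 4. At day 4 Dnmt3a was thus at 186% of its level at day 0, after 2042% at day 2.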

Analysis of Xist expression in the UMAP projection showed the expected upregulation during differentiation, but also revealed marked heterogeneity with a subset of cells expressing no or low levels of Xist (Fig. 1d, right). 

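Xist (ENSMUSG00000086503) lies on the X chromosome of GRCm38 from 103460366 to 103483254, on the minus strand. More than 5 UMI counts of Xist were found in 5 of 277 cells at day 0 (1.81%, 95% interval 0.589 to 4.16), in 189 of 325 at day 1 (58.2%, 52.6 to 63.6), in 294 of 341 at day 2 (86.2%, 82.1 to 89.7), in 164 of 257 at day 3 (63.8%, 57.6 to 69.7) and in 161 of 272 at day 4 (59.2%, 53.1 to 65.1). No UMI of Xist was found in 93.9%, 21.5%, 4.99%, 16.3% and 16.9% of cells at days 0 to 4. A single UMI or more was found in 6.14% of undifferentiated cells, against 78.5% to 95.01% of cells at days 1 to 4. At days 1 and 2 the share above 5 UMIs moved most when each cell was thinned to 40000 UMIs, to 31.7% at day 1 and 74.5% at day 2. In the cells with more than 5 UMI counts, the median Xist count was 14 at day 0 (95% interval 6 to 29), 19 at day 1 (17 to 24), 68 at day 2 (58 to 84), 62.5 at day 3 (52 to 79) and 82 at day 4 (64 to 92). The quartiles were 10 and 37 at day 1 and 38 and 147 at day 4, and the highest count in a single cell was 648, at day 2. More than 100 UMI counts were found in 3.08% of cells at day 1, 34.0% at day 2, 20.6% at day 3 and 22.8% at day 4.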

Xist was detected with >5 UMI counts (Xist-positive cells) in only 2% of undifferentiated mESCs, but in 58–86% of cells during differentiation, with the expression level varying strongly between cells and between time points from around 10 molecules at day 1 to >100 molecules (=UMI counts) at later stages (Fig. 1e). Xist expression appeared to be maximal at day 2 and decreased at later time points. 

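Normalized to CPM with the size factors of the paper, the median of the Xist-positive cells was 165 at day 1, 688 at day 2, 633 at day 3 and 384 at day 4. Relative to day 2, this median was 92.0% at day 3 and 55.8% at day 4. As UMI counts, without normalization, the median at day 4 was 121% of that at day 2. Summed over all retained cells, 30536 Xist UMIs were counted in 341 cells at day 2. At day 3 it was 16314 in 257 cells, and at day 4 it was 16459 in 272 cells. These sums also depend on the number of cells.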

We estimated the detection rate in our data set to lie around 30%, given that the number of mRNAs present in an ES cell has been estimated to be around ~400,000 molecules^27^, ~120,000 of which we detected per cell (Supplementary Fig. 1b). The actual mean copy number of the Xist RNA in Xist-expressing cells would thus increase from 79 at day 1 to 243–314 at the later time points, which is in good agreement with a previous estimate of ~300 molecules^28^.

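The mean number of Xist UMIs in cells with at least 1 of them was 23.6 at day 1, 94.2 at day 2, 75.9 at day 3 and 72.8 at day 4. Divided by a detection rate of 30%, these means give 78.8, 314, 253 and 243 copies per cell. A UMI of 5 bases has 1024 sequences, and correcting for molecules that share a UMI raises the estimates to 81.6, 356, 283 and 270 copies. Over all deposited cells with Xist the mean at day 4 gave 200.1 copies. Day 1 was sequenced in 2 runs, and if each of its molecules had been counted in both, 39.4 copies would remain.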

When analyzing the read distribution along genes, we noticed an unusual read pattern for Xist. Instead of the expected 3′ bias (see examples in Supplementary Fig. 2a-c), we observed a strong peak in Xist’s first exon, but did not detect a robust signal at its 3′-end (Supplementary Fig. 2d, e). A similar read pattern was also found in a previously published data set, which used CEL-seq2, a different 3′-end scRNA-seq method, to profile mouse fibroblasts (Supplementary Fig. 2f)^29^. Inspection of the sequence upstream of the peak revealed a genomically encoded poly-adenine (polyA) stretch within the Xist RNA, which likely served as a template to prime reverse transcription at this position (Supplementary Fig. 2d). The fact that read density in Xist’s first exon showed the expected temporal profile (upregulation over time, Fig. 1e) suggested that Xist was nevertheless correctly quantified in our data set, even though its polyA tail appeared to be inaccessible to the reverse transcription reaction. To assess whether we could observe Xist-induced gene silencing, we estimated expression from the X chromosome relative to autosomal genes (X:A ratio, Fig. 1f). We classified cells as Xist-positive, if >5 UMI counts were assigned to the Xist gene and as Xist-negative, if Xist was not detected in the cell. 

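The X:A ratio of a cell was computed as in the paper, as the mean UMI count of the 374 X-linked genes over the mean of as many randomly drawn autosomal genes, with the median over 1000 draws. Before differentiation the median over 277 cells was 1.26 (95% interval 1.25 to 1.27). In Xist-positive cells the median was 1.38 (1.35 to 1.40) at day 1, 1.14 (1.10 to 1.16) at day 2, 1.11 (1.05 to 1.16) at day 3 and 1.03 (1.00 to 1.05) at day 4. The quartiles of these cells were 1.00 and 1.25 at day 2, and 0.926 and 1.15 at day 4. Counting every cell with a Xist UMI as positive moved the medians most, to 1.19 at day 3 and 1.10 at day 4.

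**Figure D1:**
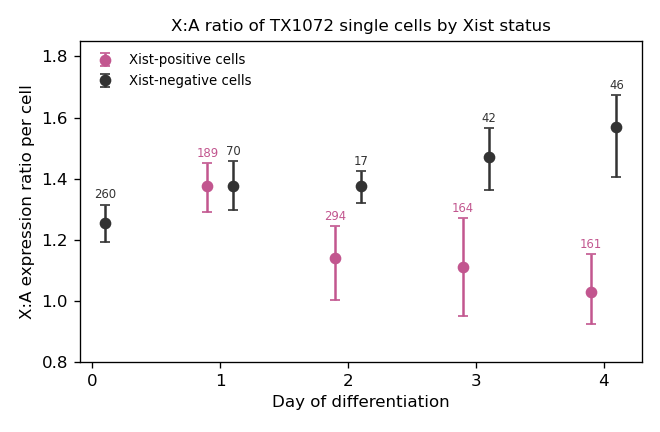
X:A expression ratio of TX1072 single cells (vertical axis) by day of differentiation (horizontal axis), in Xist-positive (pink) and Xist-negative cells (black). Points are medians, bars span the quartiles and numbers give the cells. The 2 groups overlap at day 1 and lie apart at day 4, at 1.03 and 1.57.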

Starting from day 2 of differentiation we observed a clear downregulation of X-linked genes in Xist-positive cells, from a median X:A ratio of 1.25 across all cells before differentiation to 1.03 at day 4 in Xist-positive cells (Fig. 1f, g, Supplementary Fig. 3a, *p* < 0.001, Mann–Whitney *U* two-sided test). 

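In cells without a Xist UMI, the median X:A ratio was 1.38 (95% interval 1.33 to 1.40, 70 cells) at day 1, 1.38 (1.32 to 1.43, 17 cells) at day 2, 1.47 (1.41 to 1.50, 42 cells) at day 3 and 1.57 (1.44 to 1.66, 46 cells) at day 4. Cells with Xist and cells without it thus had overlapping intervals at day 1 and separate ones from day 2 on.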

At the same time, the X:A ratio increased to 1.58 in Xist-negative cells, which presumably failed to initiate XCI (*p* < 0.001, Mann–Whitney *U* two-sided test). Also the median expression across all X-linked genes relative to autosomal expression increased over time, suggesting a chromosome-wide effect (Supplementary Fig. 3b). 

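For each X-linked gene except Xist with at least 50 UMI counts, its sum of UMI counts relative to that of the autosomal genes was divided by the same value over all cells of day 0. In Xist-negative cells the median of this ratio was 1.01 at day 1 (369 genes), 1.04 at day 2 (370), 1.10 at day 3 (372) and 1.12 at day 4 (373). At day 4 the ratio lay above 1 in 56.6% of the genes, and its quartiles were 0.777 and 2.05. In Xist-positive cells the median over genes was 1.01, 0.845, 0.841 and 0.818 at days 1 to 4.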

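In Xist-negative cells Dnmt3a was at 323 CPM at day 1, 436 at day 2, 188 at day 3 and 49.2 at day 4, below the 338, 743, 324 and 71.9 CPM of Xist-positive cells on each of the 4 days. Esrrb was higher in Xist-negative cells on 4 of 4 days, with 297 against 232 CPM at day 1 and 61.2 against 17.4 at day 4. Nanog was higher in Xist-negative cells on 3 of 4 days, with 121 against 15.3 CPM at day 2 and 118 against 55.4 at day 3, but stood at 65.9 against 73.4 CPM at day 4.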

Xist-negative cells upregulated differentiation markers, such as Dnmt3a, and downregulated pluripotency factors, such as Nanog and Esrrb (Supplementary Fig. 3c), albeit to a slightly lesser extent than Xist-positive cells. Such global upregulation of X-linked genes has been reported previously in differentiating male mESCs and in male pre- and post-implantation embryos in vivo^30–35^. This process termed X upregulation is thought to have evolved to compensate for the loss of Y-chromosomal genes (Ohno’s hypothesis)^36^.

### AS analysis of Xist expression patterns

To quantify Xist in an AS manner, we mapped the sequencing results to the mouse reference genome with masking all SNPs present in the TX1072 cell line, and counted the reads that could be assigned to one or the other allele. 

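A median of 18322 UMI counts of a retained cell, 14.1% of its UMI counts, could be assigned to an allele, and these covered a median of 3100.5 genes. By allele, a median of 2018 genes was detected from B6 and 1965.5 from Cast. Relative to the number of sequenced reads that Supplementary Data 1 lists per cell, the allele-specific UMI counts amounted to a median of 4.02% (quartiles 3.69 and 4.27) over 1987 listed cells.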

Around 4% of all reads could be mapped in an AS manner, detecting ~2000 genes per cell (Supplementary Fig. 4). AS analysis of Xist expression revealed the expected MA pattern after 3–4 days of differentiation, where the vast majority of cells expressed Xist either from the B6 or from the Cast chromosome (Fig. 2a, orange + green). At day 1 and 2 of differentiation by contrast, a subpopulation expressed Xist from both alleles (Fig. 2a, pink). To quantify the Xist expression patterns, we classified all cells with >5 Xist UMI counts as follows (Supplementary Data 2). Cells were classified as MA, if all counts mapped to the same allele (MA-B6 or MA-Cast, orange, green, Fig. 2a, b). They were labeled as skewed, if more than 80% of Xist counts were assigned to one allele (Fig. 2a, b, light pink) and were defined as biallelic (BA, dark pink), if at least 20% were assigned to each allele.

**Fig. 2:**
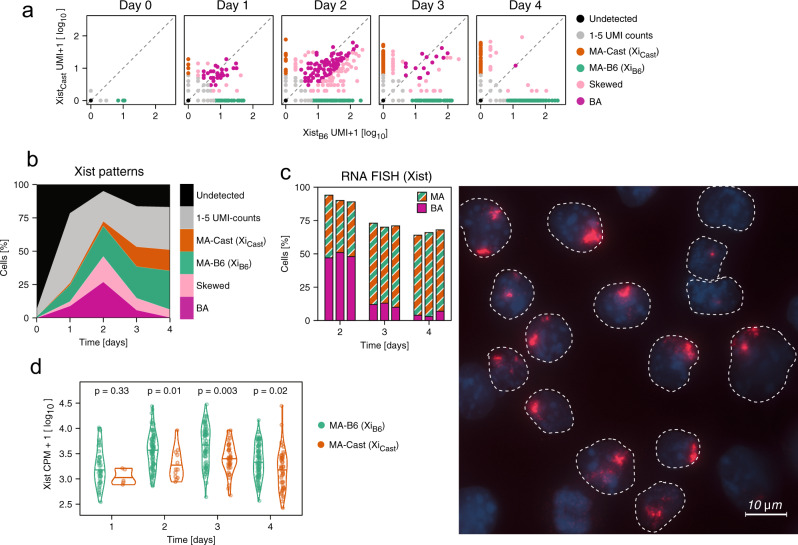
Allele-specific analysis of Xist expression. **a** Scatter plot showing Xist UMI counts mapping to the B6 and Cast chromosome in individual cells. Cell coloring indicates the Xist pattern classification, where Xist detection from only one allele is termed monoallelic (MA, orange, green). Detection of both chromosomes is termed biallelic (BA, pink), if at least 20% of UMI counts come from each allele, or termed skewed (light pink) if one allele contributes <20% of reads. **b** Relative distribution of Xist patterns as in (**a**) across time. **c** RNA FISH of Xist under the same conditions as in (**a**, **b**). The bar graph (left) shows quantification of three biological replicates over time (100 cells were counted for each). An example image at day 2 of differentiation (right) is shown, where dotted lines indicate the outline of cell nuclei stained with Dapi (blue). **d** Violin plot comparing Xist allelic expression levels from the B6 (green) and Cast chromosomes (orange) in Xist-MA cells. The horizontal line indicates the median value and *p* values of a Mann–Whitney *U* two-sided test are shown. Source data are provided as a Source Data file.

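Of the cells with more than 5 allele-specific UMI counts of Xist, 40 of 85 had counts from both alleles at day 1 (47.1%, 95% interval 36.1 to 58.2), 157 of 247 at day 2 (63.6%, 57.2 to 69.6), 38 of 137 at day 3 (27.7%, 20.4 to 36.0) and 17 of 139 at day 4 (12.2%, 7.29 to 18.9). Cells with at least 20% of the counts from each allele made up 34.1%, 37.2%, 10.9% and 0.719% at days 1 to 4.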

At day 1 and 2 at least half of Xist-positive cells (>5 UMI counts) expressed both alleles (Fig. 2b, light and dark pink), while at later time points the majority exhibited a MA expression pattern (Fig. 2b, green, orange). These results were confirmed by fluorescent in situ hybridization targeting ribonucleic acid molecules (RNA-FISH), where at day 2 on average 49% of cells exhibited two Xist RNA-clouds of variable size, which were reduced to ~12% and ~5% at days 3 and 4, respectively (Fig. 2c). This BA-to-MA transition between day 2 and 3 was observed independent of the threshold used for AS analysis (Supplementary Fig. 5a). 

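When more than 10 allele-specific UMI counts of Xist were required, both alleles were detected in 58.5% of cells at day 1, 66.4% at day 2, 28.8% at day 3 and 12.0% at day 4. This minimum moved the share at day 1 most, where 41 cells reached it. With a minor allele of at least 10% as the limit for BA cells, their share was 53.4% at day 2 and 17.5% at day 3, and with 30% it was 19.8% at day 2 and 5.84% at day 3.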

We and others have recently found such transient BA Xist upregulation at the onset of random XCI in vivo^7,8^. 

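Of all retained cells at day 4, 79 of 272 had Xist counts from the B6 allele alone (29.0%, 95% interval 23.7 to 34.8) and 43 of 272 from the Cast allele alone (15.8%, 11.7 to 20.7). Among MA cells, MA-B6 cells made up 88.9% at day 1, 86.7% at day 2, 61.6% at day 3 and 64.8% at day 4. At days 1 and 2 the number of MA-Cast cells was 5 and 12, against 40 and 78 MA-B6 cells. These classes rest on the allele-specific Xist UMIs, so a detection bias toward the B6 allele could raise the MA-B6 shares.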

Overall, more cells upregulated Xist from the B6 than from the Cast allele (29% vs. 16% at day 4), which is in agreement with the previously reported preferential inactivation of the B6 allele in B6xCast F1 hybrid cells due to differing X-controlling elements (Xce)^37,38^. In addition, the B6 allele appeared to upregulate Xist faster and reached higher levels than the Cast allele (median UMI 31 vs. 16 at day 4) (Fig. 2d). This trend could, however, not be observed in AS bulk RNA-seq data that had been collected in parallel to the single-cell experiment (Supplementary Fig. 5b), suggesting a potential detection bias in the scRNA-seq protocol. 

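The median number of allele-specific Xist UMIs was 8 in MA-B6 and 9 in MA-Cast cells at day 1, 25 and 12 at day 2, 33 and 16.5 at day 3, and 31 (24 to 41) and 16 (13 to 26) at day 4. Of all allele-specific Xist UMIs, the B6 allele gave 75.3% at day 1, 79.2% at day 2, 74.2% at day 3 and 71.9% at day 4.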

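For the bulk comparison, RNA of TX1072 cultures was sequenced at days 0 to 4 with 3 biological replicates per day, each of which was differentiated on a different day. The authors deposited the number of reads counted on each gene, in all and per allele, without normalization. Between 19827011 and 39628784 reads per library were counted on genes, and the allele-specific counts amounted to between 17.9% and 20.3% of them. Xist, summed over the replicates, had 9 counts from B6 and 3 from Cast at day 0, 247 and 271 at day 1, 2343 and 2179 at day 2, 1703 and 1833 at day 3, and 1610 and 1969 at day 4. The log2 ratio of B6 to Cast counts was -0.11 ± 0.24 (SD, n = 3) at day 1, 0.11 ± 0.05 at day 2, -0.07 ± 0.25 at day 3 and -0.28 ± 0.19 at day 4. An exact two-sided sign-flip test over the 3 replicates gave p = 0.75, 0.25, 0.75 and 0.25 for the 4 days, where 0.25 is the smallest p that 3 replicates allow. B6 was the higher allele in 3 of 3 replicates at day 2 and in 0 of 3 at day 4. Leaving out replicate 3 changed the ratio at day 1 to 0.002 and leaving out replicate 1 that at day 3 to 0.04, and normalizing to the autosomal allelic ratio of each library moved it to -0.35 at day 4. In bulk the B6 allele gave 47.7%, 51.8%, 48.2% and 45.0% of allele-specific Xist counts at days 1 to 4. In single cells it gave 75.3%, 79.2%, 74.2% and 71.9%. Bulk replicate 1, by the methods from the same cell population, had 554 B6 and 757 Cast counts at day 4. From the lack of a higher level of the B6 allele in bulk, the paper proposes a detection bias of the scRNA-seq protocol. The paper also counted bulk Xist over only the 2 SNPs used in the single-cell data, which was not repeated here.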

In summary, our AS analysis of Xist expression confirmed initial BA upregulation, which was then resolved to a MA state with preferential inactivation of the B6 chromosome.

### Global gene silencing dynamics

To integrate the analysis of Xist regulation with Xist-induced gene silencing, we next quantified global gene activity of the X chromosome in an AS fashion. First, we calculated for each cell the fraction of X-chromosomal reads (excluding Xist) that mapped to the B6 allele (Fig. 3a). A B6 fraction around 0.5 before differentiation and in differentiating Xist-negative cells reflected equal activity of both X chromosomes. 

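The median B6 fraction of X-linked allele-specific counts without Xist was 0.510 (95% interval 0.502 to 0.518) at day 0. In Xist-negative cells it was 0.503 at day 1, 0.522 at day 2, 0.535 at day 3 and 0.498 at day 4, from a median of 417.5 to 718 allele-specific counts per cell. Restricting the X-linked genes to those passing the gene filter moved the median of Xist-negative cells at day 0 to 0.495.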

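In Xist-positive cells, the SD of the B6 fraction over cells was 0.0714 at day 1, 0.100 at day 2, 0.210 at day 3 and 0.312 at day 4. A fraction below 0.3 or above 0.7 was found in 1.06%, 5.78%, 44.5% and 78.3% of these cells at days 1 to 4. By Xist pattern, the median fraction of MA-B6 cells was 0.494, 0.457, 0.323 and 0.232 at days 1 to 4, and that of MA-Cast cells was 0.518, 0.607, 0.746 and 0.889.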

In Xist-expressing cells the distribution broadened over time until two distinct populations became visible at day 4, exhibiting B6 fractions approaching 0 or 1, respectively. This indicated that random X inactivation was initiated, where each cell silenced either the B6 or the Cast X chromosome. Accordingly, the AS X:A ratio decreased on the allele that upregulated Xist (Supplementary Fig. 6a). 

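The AS X:A ratio was the mean allele-specific count of the X-linked genes passing the gene filter over that of the autosomal genes on the same allele. In MA-B6 cells its median on the B6 allele was 0.617 at day 2, 0.386 at day 3 and 0.237 (95% interval 0.195 to 0.290) at day 4, against 0.831, 0.981 and 0.985 on the Cast allele. In MA-Cast cells the median on the Cast allele was 0.659 at day 2, 0.346 at day 3 and 0.142 (0.0846 to 0.192) at day 4, against 0.962, 0.968 and 0.986 on the B6 allele.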

In the next step, we analyzed the silencing dynamics in individual cells using the concept of RNA velocity^26^. To this end we quantified spliced and unspliced reads for all X-linked genes on each allele separately (Fig. 3b, Supplementary Fig. 4a). The expected XCI trend was observed in both read groups, with the Xist-expressing allele progressively reducing gene activity over time. This observation convinced us to apply the RNA velocity method^26^ to predict the future X chromosome activity of each cell during XCI progression. 

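Unspliced counts made up 10.7% of UMI counts at day 0, 13.3% at day 1, 10.9% at day 2, 11.7% at day 3 and 11.3% at day 4. In MA-B6 cells, the share of X-linked allele-specific counts that came from the Xist-expressing allele was 49.0%, 43.7%, 32.4% and 23.2% among spliced and 50.3%, 41.7%, 31.3% and 22.2% among unspliced counts at days 1 to 4. In MA-Cast cells it was 48.6%, 38.5%, 28.6% and 14.3% among spliced and 51.4%, 36.6%, 28.1% and 17.6% among unspliced counts.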

The predicted activity states were then projected onto the first two principal components of the B6 fractions for all X-linked genes (Fig. 3c). The first principle component (PCA 1) separated cells that silenced the Cast (orange) and the B6 chromosome (green) and RNA velocity revealed trajectories toward the silenced states.

**Fig. 3:**
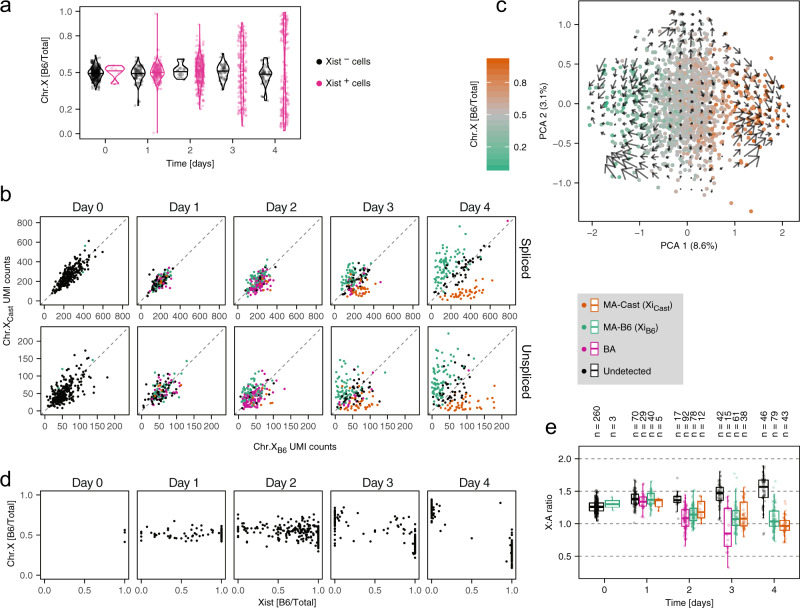
Chromosome-wide gene silencing dynamics. **a** Violin plot showing the distribution of the allelic expression ratio for the entire X chromosome excluding Xist, as the fraction of X-chromosomal reads mapping to the B6 chromosome, in Xist-positive (pink) and Xist-negative cells (black). Horizontal lines indicate the median values. **b** Scatter plots showing spliced (top) and unspliced (bottom) reads mapping to the X chromosome on the B6 and Cast alleles. Cells are colored by Xist expression pattern as in Fig. 2a and indicated in the gray box on the right. **c** The first two principal components, computed on the allelic expression ratio for all X-linked genes with the color indicating the chromosome-wide allelic fraction. Arrows indicate the predicted change of the X-linked allelic fraction based on RNA velocity analysis. **d** Scatter plot showing the X-chromosomal allelic fraction vs. Xist’s allelic fraction, for cells with >5 allele-specific Xist UMI counts. **e** Box plot showing the X:A expression ratio in cells assigned to different Xist classes, as indicated in the gray box above the plot, based on allele-specific mapping as in Fig. 2a. The central mark indicates the median, and the bottom and top edges of the box indicate the first and third quartiles, respectively. The top and bottom whiskers extend the boxes to a maximum of 1.5 times the interquartile range. Dots represent individual cells and cell numbers are indicated on top. Source data are provided as a Source Data file.

We next integrated the X-chromosome-wide silencing analysis with the AS analysis of Xist expression, quantified as the fraction of Xist counts assigned to the B6 allele. We found that Xist expression from the B6 allele was associated with a skewing of X-chromosomal gene expression towards the Cast chromosome and vice versa at day 3 and 4 of differentiation, reflecting Xist-induced chromosome-wide gene silencing (Fig. 3d). Moreover, transient BA Xist expression was resolved to a MA state at the same time when chromosome-wide silencing became visible (around day 3). This observation is in line with a role of BA silencing of an X-linked Xist activator in reversing BA Xist upregulation, which we have recently proposed^7^. 

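Across cells with more than 5 allele-specific Xist UMIs, Spearman's ρ between the B6 fraction of Xist and the B6 fraction of the other X-linked counts was -0.10 at day 1 (85 cells), -0.58 at day 2 (247), -0.82 at day 3 (137) and -0.83 at day 4 (139). The cells of a day come from 1 culture, so these coefficients describe that culture.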

The extent of gene silencing in cells with BA Xist expression had however remained unknown. Since BA silencing cannot be investigated with the AS approach used above, we instead assessed the X:A ratio in cells with different Xist expression patterns (Fig. 3e). 

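The median X:A ratio of BA cells was 1.35 at day 1 (29 cells), 1.08 at day 2 (92 cells) and 0.846 at day 3 (15 cells). In MA cells it was 1.36 (45 cells), 1.15 (90 cells) and 1.06 (99 cells). The 95% intervals were 1.04 to 1.13 for BA and 1.09 to 1.18 for MA cells at day 2, and 0.624 to 1.26 for BA and 1.01 to 1.13 for MA cells at day 3, so that they overlap on both days. The difference of the medians, BA minus MA, was -0.0139 at day 1, -0.0630 at day 2 and -0.218 at day 3. BA cells also had more Xist, with a median of 101 against 69.5 UMIs at day 2 and 112 against 79 at day 3. Without Xist among the X-linked genes, a setting chosen after these values were seen, it was -0.0267, -0.0678 and -0.201. Another comparison chosen after these values were seen kept the BA and MA cells whose Xist count lay within the quartiles of BA cells. The difference, with Xist, then was 0.0258 at day 1, -0.0167 at day 2 (46 BA and 38 MA cells) and 0.182 at day 3 (7 BA and 47 MA cells), so that its direction changed at days 1 and 3.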

At day 2 and 3 the onset of gene silencing was clearly visible in BA cells and silencing was even more pronounced than in cells with MA Xist expression (*p* = 0.45/0.01/0.08 at day 1/2/3, Mann–Whitney *U* two-sided test), suggesting that gene silencing was indeed initiated at both X chromosomes. In summary, AS scRNA-seq can be used to quantitatively assess the relationship between Xist expression and global gene silencing at the onset of random XCI with single cell resolution. In this way we could show that chromosome-wide gene silencing started around two days after Xist was initially upregulated and coincided with the BA-to-MA transition for Xist.

### Identification of putative Xist regulators

At all time points we observed that XCI was initiated in a highly heterogeneous fashion, both with respect to Xist expression and X-chromosomal silencing (Figs. 1e and 3a, Supplementary Fig. 6b). We reasoned that we could make use of the variability within the generated single-cell transcriptome data to address the question of how Xist upregulation was triggered at the onset of XCI. We would expect that the responsible Xist activators or repressors should correlate positively or negatively with Xist and early gene silencing across cells. To quantify Xist upregulation we used the normalized Xist UMI-counts per cell, and, as a measure of early silencing, we developed an approach based on the RNA velocity concept^26^. We estimated the change in X-chromosomal gene activity as the ratio between the measured (exonic) expression of a gene and the future expression predicted by RNA velocity. This measure, denoted as Δ*X*, should increase, when XCI is initiated in a cell. Accordingly, Xist-positive cells showed slightly higher Δ*X* values compared to Xist-negative cells at day 2, when XCI was first initiated (Supplementary Fig. 6c).

To identify candidate regulators of XCI initiation, we used two different approaches based on differential expression and correlation analyses, respectively, to ensure robustness of the results (Supplementary Data 3). For the differential expression analysis we compared at each time point cells with low and high Xist counts per million (CPM)-normalized expression and Δ*X* values, respectively, defined by *K*-means clustering (Fig. 4a, Supplementary Fig. 7a, for details see “Computational methods”). We then identified differentially expressed genes (DEGs) between the low and high groups at each time point (except day 0) using the MAST method^39^ (Fig. 4b, c, Supplementary Fig. 7b, c). For the correlation analysis we calculated for each time point separately the Spearman’s correlation coefficient for each detected gene with Xist expression and Δ*X* values, respectively (Fig. 4d–f, Supplementary Fig. 7d–f), an approach that has been successfully applied to scRNA-seq data previously^40^.

**Fig. 4:**
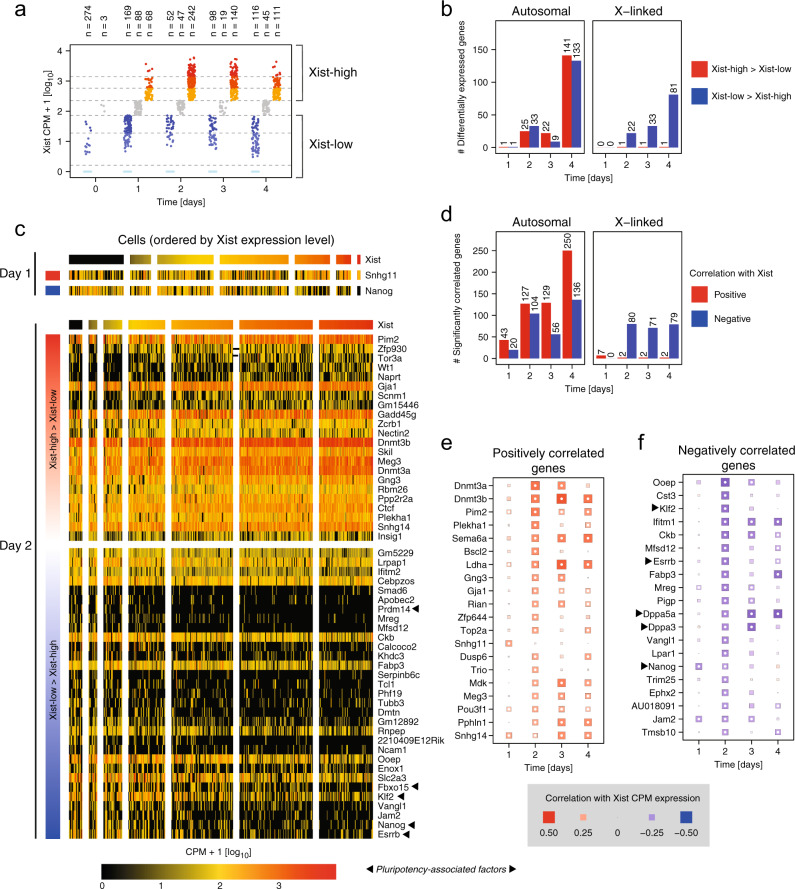
Identification of putative Xist regulators. **a** Cell classification according to Xist expression levels. The three highest and lowest cell clusters from a K-means (*K* = 7) clustering were defined as Xist-high (yellow/red) and Xist-low (blue), respectively. **b** Number of differentially expressed genes (DEGs), excluding Xist, between Xist-high and Xist-low cells (the number of cells assigned to the two Xist groups is shown in (**a**)) on autosomes (left, 8880 tested genes) and on the X chromosome (right, 374 tested genes) identified by a *χ*^2^ likelihood ratio test with MAST DE (Benjamini–Hochberg (BH) corrected *p* value ≤ 0.05). **c** Heatmaps showing expression of DEGs (rows) with absolute fold change between Xist-high and Xist-low cells above 1.5 at day 1 (top) or day 2 (bottom) in single cells (columns). Cells are ordered by Xist expression level and grouped according to the clustering shown in (**a**). Genes are ordered by decreasing fold change. X-linked genes with Xist-low > Xist-high are not shown. **d** Number of genes, excluding Xist, whose expression is positively (red) or negatively (blue) correlated with Xist expression (Spearman’s correlation test, BH-corrected *p* value ≤ 0.05) across cells of the same time point. **e**, **f** Spearman’s correlation coefficients with Xist expression for positively correlated genes (**e**) and negatively correlated autosomal genes (**f**), excluding pseudogenes. Top 20 genes that exhibit a significant correlation (Spearman’s correlation test, BH-corrected *p* value ≤ 0.05) at day 1 or 2 are shown, ordered by decreasing absolute correlation coefficient. Size and color indicate the correlation coefficient as indicated. White dots represent significant correlations. Exact *p* values are provided in Supplementary Data 3. Source data are provided as a Source Data file.

To identify putative regulators of XCI initiation, we focused on day 1 and 2 of differentiation, when silencing was just being initiated (Fig. 3a). Moreover, we excluded X-linked genes exhibiting reduced expression in Xist-high or Δ*X*-high cells, since their downregulation is likely not the cause, but the consequence of XCI. We then integrated the results from all eight analyses (Xist/Δ*X*, day1/2, DE/correlation, Supplementary Fig. 8a, b) and focussed on genes that were significantly differentially expressed or correlated in at least three analyses (Fig. 5).

**Fig. 5:**
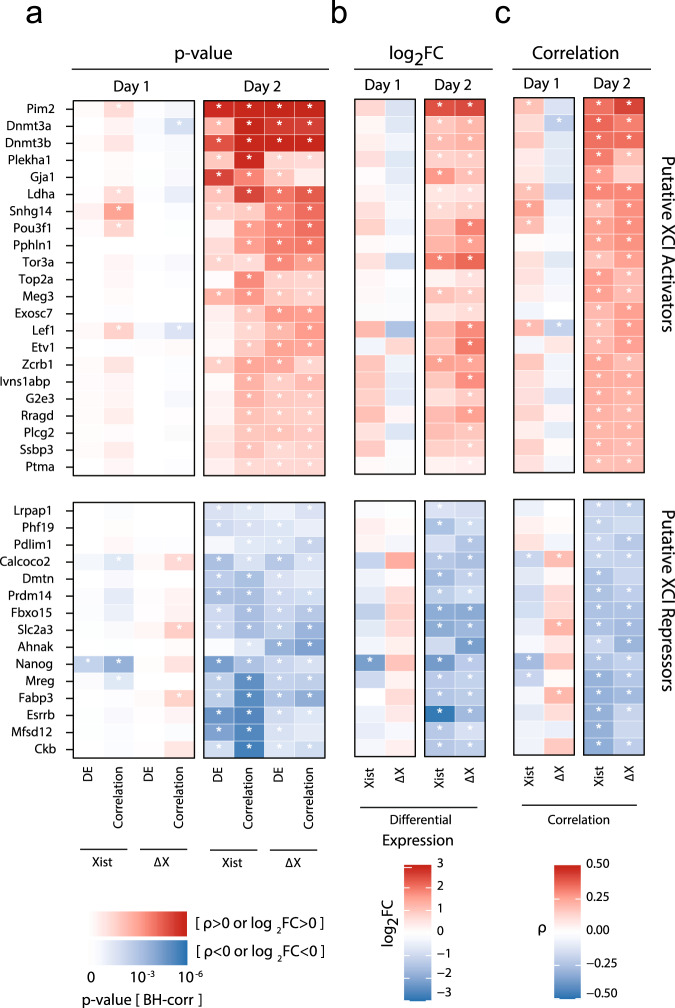
Putative regulators of XCI initiation. **a**–**c** Summary of putative regulators of early XCI identified through correlation and differential expression (DE) analyses based on Xist expression and early gene silencing (Δ*X*) at day 1 and 2 of differentiation. For all genes identified in at least 3 of the 8 analyses (BH-corrected *p* value ≤ 0.05, asterisks), excluding pseudogenes and X-linked genes with a negative correlation coefficient *ρ* or log_2_FC, the BH-corrected *p* value in (**a**), the log_2_-transformed fold change (log_2_FC) in (**b**), and Spearman’s correlation coefficient *ρ* in (**c**) are shown. Source data are provided as a Source Data file.

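Cells were grouped as Xist-high and Xist-low as listed in Supplementary Data 2, with 68 and 169 cells at day 1 and 242 and 52 cells at day 2. Nanog had a mean of 35.8 CPM in Xist-high and 86.1 CPM in Xist-low cells of day 1, a log2 ratio of -1.27, from 223 and 1716 UMI counts. Its Spearman's ρ with Xist CPM across the cells of day 1 was -0.27, the lowest of 8996 genes with at least 100 UMI counts. Grouping the cells by the upper and lower tertile of Xist CPM moved the log2 ratio of Nanog to -0.90. The difference of the mean log2(CPM + 1) over cells, a measure chosen after the values were seen, moved it most, to -2.24.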

On day 1, very few putative XCI regulators were identified (Fig. 5), among them the known Xist repressor Nanog^12^. 

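At day 2, 4 genes tied to pluripotency had lower expression in Xist-high than in Xist-low cells. For Nanog the means were 13.1 and 84.4 CPM, a log2 ratio of -2.68, and ρ with Xist was -0.24. Prdm14 (ENSMUSG00000042414, chromosome 1) had 1.16 and 22.7 CPM from 36 and 116 UMI counts, a log2 ratio of -4.29 and ρ of -0.24. Esrrb had 30.0 and 148 CPM, a log2 ratio of -2.30 and ρ of -0.30, and Fbxo15 (ENSMUSG00000034391, chromosome 18) had 35.6 and 105 CPM, a log2 ratio of -1.55 and ρ of -0.25. With the grouping by tertiles the ratio of Prdm14 was -7.12.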

On day 2, Nanog and several other pluripotency-associated factors, such as Prdm14, Esrrb, and Fbxo15 were identified as potential Xist repressors^41–43^. Among the putative activators we found the X-linked kinase Pim2, which cooperates with the Myc transcription factor^44^. 

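Pim2 (ENSMUSG00000031155) lies on the X chromosome from 7878262 to 7883432. At day 1 its mean was 227 CPM in Xist-high and 145 CPM in Xist-low cells, a log2 ratio of 0.65, and ρ with Xist was 0.18. At day 2 the means were 871 and 591 CPM, a log2 ratio of 0.56 from 20735 and 2428 UMI counts. Its ρ at day 2 was 0.34, rank 3 among 9130 genes, while its log2 ratio had rank 787. By the difference of the mean log2(CPM + 1) over cells, a measure chosen after the values were seen, Pim2 was at 2.35 and ranked first among 9275 genes at day 2. The median log2 ratio over 365 X-linked genes was -0.34 at day 2, against -0.02 over autosomal genes.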

Pim2 was identified in 5 out of 8 comparisons and exhibited the highest fold change between Xist and Δ*X* high and low groups. Moreover, multiple genes with potential roles in transcriptional regulation or signaling were identified as putative regulators, such as the transcription factor Pou3f1, which is associated with early ESC differentiation, the DNA methyltransferases Dnmt3a and Dnmt3b, the polycomb-like protein Phf19 and the splicing factor Zcrb^45–47^.

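At day 2 the log2 ratio of Xist-high to Xist-low cells was 0.32 for Pou3f1 (ENSMUSG00000090125, chromosome 4), 0.65 for Dnmt3a, 0.55 for Dnmt3b (ENSMUSG00000027478, chromosome 2) and 0.46 for Zcrb1 (ENSMUSG00000022635, chromosome 15). The coefficients with Xist were 0.25, 0.36, 0.34 and 0.24 for these genes, and those of Dnmt3a and Dnmt3b had rank 1 and 2 among all ranked genes. At day 1 their log2 ratios were 0.55, 0.15, 0.30 and 0.62. Phf19 (ENSMUSG00000026873, chromosome 2) had a log2 ratio of 0.35 at day 1 and -2.44 at day 2, from means of 6.04 and 32.8 CPM, and ρ was 0.05 and -0.19.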

Our analysis identified only a subset of the previously proposed regulators. 

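Klf2 (ENSMUSG00000055148, chromosome 8) had a log2 ratio of Xist-high to Xist-low cells of 0.28 at day 1 and -1.45 at day 2, with ρ of 0.02 and -0.32. Klf4 (ENSMUSG00000003032, chromosome 4) had -0.53 and -0.37, with ρ of -0.20 at day 1 and -0.000678 at day 2. For Pou5f1 (ENSMUSG00000024406, chromosome 17), which encodes Oct4, the log2 ratio was -0.17 at day 1 and 0.47 at day 2, with ρ of 0.02 and 0.03. Sox2 (ENSMUSG00000074637, chromosome 3) had -0.11 and -0.37, with ρ of -0.01 and -0.13. With the grouping by tertiles, the ratio at day 1 changed direction for Pou5f1, to 0.06, and for Sox2, to 0.10. At day 2 this grouping moved the ratio of Pou5f1 to 0.006 and that of Sox2 to -0.49.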

A comprehensive analysis of genes that have been implicated in Xist regulation before, showed that Nanog, Klf2/4 and Prdm14 were correlated with Xist and early XCI, while other pluripotency factors such as Oct4 (Pou5f1) and Sox2 were not (Supplementary Fig. 8c, d). Taken together, downregulation of naive pluripotency factors, in particular Nanog and upregulation of early differentiation factors, such as Pou3f1 and Dnmt3a/b seemed to initiate XCI. Moreover, the Pim2 kinase showed the strongest association with Xist and early XCI, making it an interesting candidate for further studies.

### Gene- and allele-specific silencing dynamics

Since our time course experiment was performed in a highly polymorphic cell line, it also provided the opportunity to ask how genetic variation affected the efficiency or dynamics of gene silencing. 

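For each class of MA cells, the allele-specific counts of X-linked genes other than Xist were summed over the cells of a day. The log2 Xi:Xa ratio of MA-B6 cells was -0.03 at day 1 (40 cells), -0.31 at day 2 (78), -0.96 at day 3 (61) and -1.55 (95% binomial interval of the summed counts, which leaves out the spread between cells, -1.58 to -1.51) at day 4 (79). In MA-Cast cells it was -0.05 (5 cells), -0.72 (12), -1.40 (38) and -2.73 (-2.79 to -2.67; 43 cells). At day 4 the Xi of MA-B6 cells had 10952 counts and their Xa 31972, against 2669 and 17665 in MA-Cast cells. At day 4 the ratio of MA-Cast cells moved most as a median over cells, to -3.01, and that of MA-B6 cells without the 10 X-linked genes with most counts, to -1.75. Without these genes the ratio of MA-Cast cells at day 1 changed its sign, to 0.01.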

When comparing XCI in MA-B6 and MA-Cast cells, we found that the Cast chromosome appeared to be silenced more efficiently (Fig. 6a). The fact that both, Xist (Fig. 2d) and other X-linked genes appeared to be preferentially detected from the B6 chromosome might suggest a technical artifact, such as a mapping bias towards the reference genome (B6). Although we detected a slight tendency for higher expression from the B6 chromosome (1493/1078 autosomal genes with higher expression on B6/Cast, 2288 genes unchanged, *p* = 0.002, Fisher’s exact test), the fact that the median allelic ratio was 0.99–1.05 for autosomal genes and for X-linked genes in Xist-negative cells did not provide an indication for a strong mapping bias (Supplementary Fig. 9a, b). 

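Over 14572 autosomal genes with at least 10 allele-specific UMIs in all retained cells, the median ratio of B6 to Cast counts was 1.04, and 53.9% of the genes were higher on B6. With at least 200 UMIs, 55.8% of 8374 genes were higher on B6, at a median ratio of 1.04. For X-linked genes in Xist-negative cells the median ratio was 1.02 at day 0, 1.01 at day 1, 1.04 at day 2, 1.07 at day 3 and 0.986 at day 4.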

We thus concluded that genetic variation between the B6 and Cast alleles seemed to result in Xist being upregulated with higher probability from the B6 X chromosome, while subsequent silencing was induced more rapidly on the Cast allele.

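Normalized to the B6 to Cast ratio of the 260 day-0 cells without Xist, the log2 Xi:Xa ratio at day 4 was -1.58 in MA-B6 and -2.69 in MA-Cast cells.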

**Fig. 6:**
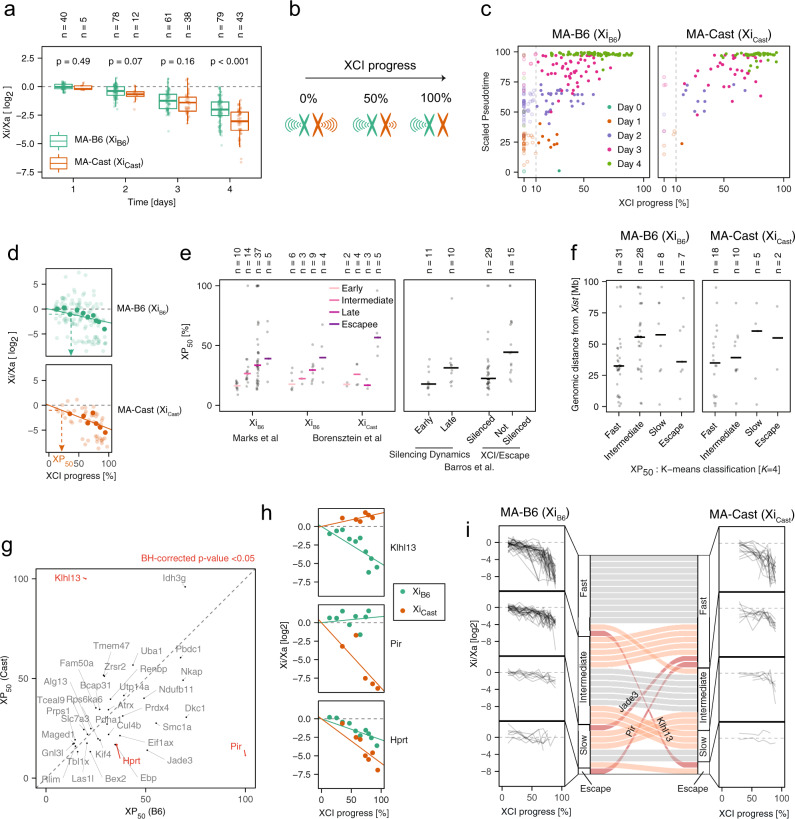
Allelic silencing dynamics. **a** Xi:Xa expression ratio for cells that inactivate the B6 (green) and Cast chromosome (orange), excluding reads mapping to Xist. The central mark indicates the median, and the bottom and top edges of the box indicate the first and third quartiles, respectively. The top and bottom whiskers extend the boxes to a maximum of 1.5 times the interquartile range. Dots represent individual cells and cell numbers are indicated on top; *p* values of a Mann–Whitney *U* two-sided test are shown. **b** Schematic representation of XCI progress (XP), defined as the percentage of silencing. **c** Comparison of XCI progress with scaled pseudotime as in Fig. 1b for MA-B6 (left) and MA-Cast cells (right). Cells are colored according to measurement time point. Only cells with XP ≥ 10% (vertical dashed line) were included in the differential silencing analysis in (**d**–**i**). **d** Estimation of allele-specific silencing dynamics shown for an example gene (Eif1ax). Transparent dots indicate individual cells and solid dots the binned values for cells with similar XCI progress. The solid line shows the log-linear fit, used to estimate the XP_50_ value (dashed arrows), which describes the global XCI progress at which a given gene is silenced by 50%. **e** Comparison of the estimated XP_50_ values with previously determined silencing classes^18,19,32^. Dots represent individual genes and the horizontal bars show the median value. The number of genes in each group are given on top. **f** Genomic distance from the *Xist* gene for genes grouped according to their XP_50_ values (*K*-means clustering with *K* = 4) on the B6 (left, 74 genes) and Cast chromosomes (right, 35 genes), respectively. Dots represent individual genes and the horizontal bars show the median value. The number of genes in each group is given on top. **g**, **h** Comparison of XP_50_ values estimated for the B6 and Cast chromosomes. Genes with significantly different silencing dynamics (ANOVA *F* test: BH-corrected *p* value ≤ 0.05) are colored in red and shown in (**h**). **i** *K*-means clustering of genes according to their allelic XP_50_ value as in (**f**). Connecting bars in the center compare classification for genes that could be analyzed on both chromosomes (35 genes). Gray bars indicate genes that were assigned to the same cluster for the two alleles, light red indicates genes that were classified in neighboring clusters and dark red are genes that are part of more distant clusters. Source data are provided as a Source Data file.

To be able to compare silencing efficiency between alleles of individual genes, we developed an approach to quantify silencing of each gene relative to the rest of the chromosome. In this way we aimed at normalizing for the observed global differences in X-inactivation dynamics. To this end we quantified the “XCI progress” (XP) of each cell with MA Xist expression as the percentage of silencing of the inactive X chromosome (Fig. 6b, see computational methods for details). Although XP correlated with the time point when cells were collected (Spearman’s correlation coefficient *ρ* = 0.73, *p* < 0.001) and with the pseudotime estimated based on the global transcriptome (Spearman’s correlation coefficient *ρ* = 0.76, *p* < 0.001), XCI appeared highly variable even within cells collected at the same time point or associated with a similar pseudotime (Fig. 6c). 

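XP was computed for 359 MA cells from the X-linked counts without Xist, with a pseudocount of 0.01. Across these cells, Spearman's ρ of XP with the day was 0.760 (bootstrap SD over cells 0.0217) and with the pseudotime of Supplementary Data 2 it was 0.759. Median XP at days 1 to 4 was 1.43%, 22.3%, 56.8% and 75.2% in MA-B6 cells and 14.1%, 36.3%, 62.1% and 87.8% in MA-Cast cells. Within day 4, XP ranged from 1.76% to 97.2% in MA-B6 and from 55.5% to 99.0% in MA-Cast cells. Within a day, ρ of XP with pseudotime was 0.398 at day 2, 0.131 at day 3 and -0.00893 at day 4 in MA-B6 cells, and 0.627, 0.393 and 0.00906 in MA-Cast cells. With Xist included and a pseudocount of 0.1, a setting chosen after the values were seen, the median XP over all cells was 37.0% instead of 52.5%.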

To quantify the silencing state for each gene relative to the rest of the chromosome, we grouped cells into 10 bins according to their XP and calculated a lumped Xi:Xa ratio across cells in each bin for each gene (Fig. 6d, solid dots). We then fitted a log-linear model to the Xi:Xa ratio across bins, separately for cells silencing the B6 or Cast chromosomes (Fig. 6d, lines). In this way we estimated an allele- and gene-specific XCI half time, corresponding to the global XP where a gene was silenced by 50% (XP_50_) (Fig. 6d).

To validate this approach we compared the XP_50_ values with results from previous studies, where genes had been classified according to their silencing dynamics on the B6 chromosome (or the closely related 129 allele), based on bulk sequencing of mature or nascent RNA^18,19^. Moreover, we compared the estimated XP_50_ values with a previous classification based on scRNA-seq measurements in pre-implantation mouse embryos, where an imprinted form of XCI occurs, that had been performed for both alleles^32^. Our estimated XP_50_ values were in good agreement with these classifications (Fig. 6e). In addition, we used *K*-means clustering to group all genes into four categories according to their XP_50_ values (fast, intermediate, slow, and escape), separately for each allele. Analyzing the distance from the *Xist* locus for genes in each category confirmed the previously described trend that silencing tends to be faster in closer proximity to *Xist*^18,19^ (Fig. 6f).

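XP_50_ was estimated from the 289 MA cells with XP over 10%, of which 198 inactivate B6 and 91 inactivate Cast, and could be fitted for 82 genes on B6 and 27 on Cast. The genes of each allele were grouped into 4 clusters of XP_50_ by K-means. On B6 the median distance from Xist was 32.7 Mb for the 34 fast, 53.5 Mb for the 28 intermediate, 57.5 Mb for the 12 slow and 41.3 Mb for the 8 escape genes. On Cast it was 45.7 Mb for 10 fast, 31.3 Mb for 10 intermediate, 66.3 Mb for 5 slow and 54.9 Mb for 2 escape genes. Across genes, which are not independent replicates, Spearman's ρ of XP_50_ with the distance was 0.270 on B6 and 0.114 on Cast. The number of fitted genes moved most on B6 with cells over 20% XP, to 70 genes, and on Cast with Xist included in XP, to 36.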

In the next step we compared the estimated XP_50_ values between the two alleles for each gene (Fig. 6g). 

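XP_50_ could be estimated on both alleles for 27 genes. It was lower on Cast for 15 of them, and the median absolute difference between the alleles was 11.7. Across these genes Spearman's ρ between the alleles was 0.164.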

As expected the majority of genes exhibited similar silencing dynamics, since we had normalized for global silencing differences through the XP approach. 

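Klhl13 (ENSMUSG00000036782) lies on the X chromosome from 23219271 to 23365082. Its XP_50_ was 22.0 on B6 (interval of the fit 18.0 to 28.4, 1792 allele-specific UMIs) and 100 on Cast (530 UMIs), where 100 is the upper limit of the scale. Pir (ENSMUSG00000031379, from 164269371 to 164373011) had an XP_50_ of 100 on B6 (49.1 to 100, 811 UMIs) and 9.60 on Cast (6.75 to 16.6, 310 UMIs). Hprt (ENSMUSG00000025630, from 52988137 to 53021659) had 36.1 on B6 (29.1 to 47.4, 2162 UMIs) and 15.7 on Cast (13.1 to 19.7, 664 UMIs). The intervals of the alleles did not overlap for any of the 3 genes, and they treat bins of cells of the same cultures as independent. They span a fixed multiple of the SE and are narrower than 95% intervals. On Cast the fit had 5 bins for Klhl13 and 6 for Pir and Hprt.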

We found a subset of genes (Klhl13, Pir, and Hprt), which were silenced with significantly different dynamics on the two alleles (ANOVA *F* test: BH-corrected *p* value < 0.05, Fig. 6h). While Klhl13 appeared to escape on the Cast chromosome and was silenced on B6, Pir, and Hprt were silenced more slowly on the B6 chromosome. These three genes were consistently identified, even when varying the analysis parameters (Supplementary Fig. 9c). 

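With 8 bins instead of 10, XP_50_ of Klhl13 was 22.5 on B6 and 100 on Cast, that of Pir was 100 and 10.7, and that of Hprt was 37.7 and 17.5. With 12 bins, Klhl13 had 23.1 on B6 and Pir had 9.90 on Cast. With 8 bins, 85 genes could be fitted on B6 and 31 on Cast.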

Finally we analyzed, which genes were clustered into different silencing categories on the two alleles (Fig. 6i). 

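Of the 27 genes fitted on both alleles, 12 fell in the same cluster, 11 in neighbouring clusters and 4 in more distant ones. These 4 genes were Klhl13, Pir, Gprasp1 (XP_50_ of 46.0 on B6 and 11.9 on Cast) and Zrsr2 (23.1 on B6 and 50.4 on Cast). Jade3 (ENSMUSG00000037315) had an XP_50_ of 48.8 on B6 and too few filled bins for a fit on Cast. With 8 bins it could be fitted on both alleles, with 41.8 on B6 and 12.3 on Cast.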

Here, 3 out of 35 genes were assigned to the fast category on one allele and to the slow or escaping group on the other (Klhl13, Pir, and Jade3), suggesting again the existence of AS escape genes, such as Klhl13 and Pir. Taken together, our results show that overall, the Cast chromosome is silenced faster than the B6 allele. In addition, susceptibility to Xist-mediated gene silencing appears to be altered by genetic variation for a subset of genes. To further validate these findings we aimed to estimate AS silencing dynamics with an orthogonal experimental approach.

### Experimental validation of AS silencing dynamics

To assess XCI dynamics on the B6 and Cast chromosomes independently, we generated two mESC lines, where the X-inactivation center (Xic), which encompasses the *Xist* gene, was deleted on either one or the other allele, and named them TXΔXic_B6_ and TXΔXic_Cast_, respectively (Fig. 7a). To this end, a ~800 kb region around the *Xist* locus was deleted through Cas9-mediated genome editing (Supplementary Fig. 10). 

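TXΔXic_B6_ carries the deletion on the B6 chromosome, so that Cast is its Xi, and TXΔXic_Cast_ carries it on the Cast chromosome, so that B6 is its Xi. RNA of each line was sequenced at days 0 to 4 with 3 biological replicates, and the authors deposited read counts per gene and per allele, without normalization. Between 16906263 and 57920260 reads per library were counted on genes. The allele-specific counts amounted to between 20.3% and 34.9% of these in 28 libraries, but to 5.21% in replicate 1 of TXΔXic_B6_ at day 0 and to 9.57% in replicate 2 at day 2. The deletion was checked in each library by the allele-specific counts of Xist. In TXΔXic_B6_ 19 counts came from the deleted allele, found in 7 of 15 libraries, against 55569 from the intact allele (0.0342%). In TXΔXic_Cast_ 28 counts came from the deleted allele, found in 9 of 15 libraries, against 37949 from the intact allele (0.0737%). Over the 45 other genes in the deleted region, from 103182257 to 103955531, the deleted allele gave 3 counts against 9474 in TXΔXic_B6_ and 85 against 9758 in TXΔXic_Cast_.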

Upon differentiation these cell lines underwent nonrandom XCI (Fig. 7a, Supplementary Fig. 11a), allowing us to use bulk assays to measure gene silencing. We verified that both cell lines upregulated Xist with comparable dynamics and that the fraction of Xist-expressing cells was similar (Fig. 7b, Supplementary Fig. 11b, c). 

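Xist was normalized to CPM with the library sizes and TMM factors of the autosomal genes. In TXΔXic_B6_ it was 0.708 ± 0.389 (SD, n = 3), 17.0 ± 8.80, 250.1 ± 60.9, 589 ± 186 and 557 ± 121 CPM at days 0 to 4. In TXΔXic_Cast_ it was 0.712 ± 0.318, 29.2 ± 11.4, 282 ± 28.6, 368 ± 52.6 and 365 ± 70.8 CPM. The log2 difference between the lines, TXΔXic_B6_ minus TXΔXic_Cast_, was -0.13, -0.86, -0.20, 0.64 and 0.60 at days 0 to 4. Exact two-sided permutation tests of 3 against 3 replicates gave p = 0.8, 0.3, 0.4, 0.2 and 0.2, where 0.1 is the smallest p that this design allows. TXΔXic_B6_ was the higher line in 0 of 3 replicates at day 1 and in 3 of 3 at days 3 and 4 when replicates of the same number were paired. Without replicate 1 the difference at day 0 became 0.24, and without replicate 2 that at day 2 became 0.06.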

We quantified the relative allelic expression over a 4-day differentiation time course through AS bulk RNA-sequencing and pyrosequencing. 

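X-linked allele-specific counts outside the deleted region were summed per library. In TXΔXic_B6_ the log2 Xi:Xa ratio was -0.02 ± 0.01 (SD, n = 3) at day 0, -0.03 ± 0.01 at day 1, -0.41 ± 0.05 at day 2, -0.80 ± 0.05 at day 3 and -1.11 ± 0.08 at day 4. In TXΔXic_Cast_ it was -0.01 ± 0.03, -0.03 ± 0.01, -0.45 ± 0.06, -0.62 ± 0.01 and -0.69 ± 0.03. The replicates of the lines overlapped up to day 2, and not at days 3 and 4, where the lines differed by -0.17 and -0.42. Exact two-sided permutation tests gave p = 0.4, 1, 0.5, 0.1 and 0.1 at days 0 to 4, and 0.1 is the smallest p possible. With replicates of the same number paired, the ratio at day 2 was higher in TXΔXic_B6_ in 3 of 3 pairs, by 0.039 (exact sign-flip p = 0.25, the smallest for 3 pairs). At day 4 the Xi gave 31.6% of these counts in TXΔXic_B6_ and 38.2% in TXΔXic_Cast_. The median over single genes with at least 50 allele-specific counts in a library, with a pseudocount of 1, was -1.30 ± 0.10 in TXΔXic_B6_ and -0.70 ± 0.01 in TXΔXic_Cast_ at day 4. At day 2 this median gave the difference the opposite direction, with -0.49 ± 0.10 in TXΔXic_B6_ and -0.36 ± 0.07 in TXΔXic_Cast_.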

Overall, the Xi:Xa ratio decreased more strongly in the TXΔXic_B6_ line compared to TXΔXic_Cast_ cells, when assessed for the entire X chromosome by RNA-seq (Fig. 7c, Supplementary Fig. 11d). This trend was confirmed, when quantifying the allelic expression of five X-linked genes with comparable XP_50_ values on both alleles (Renbp, Atrx, Cul4b, Prdx4, and Rlim) through pyrosequencing, which performs quantitative sequencing over individual SNPs on cDNA (Supplementary Fig. 11e, f).

**Fig. 7:**
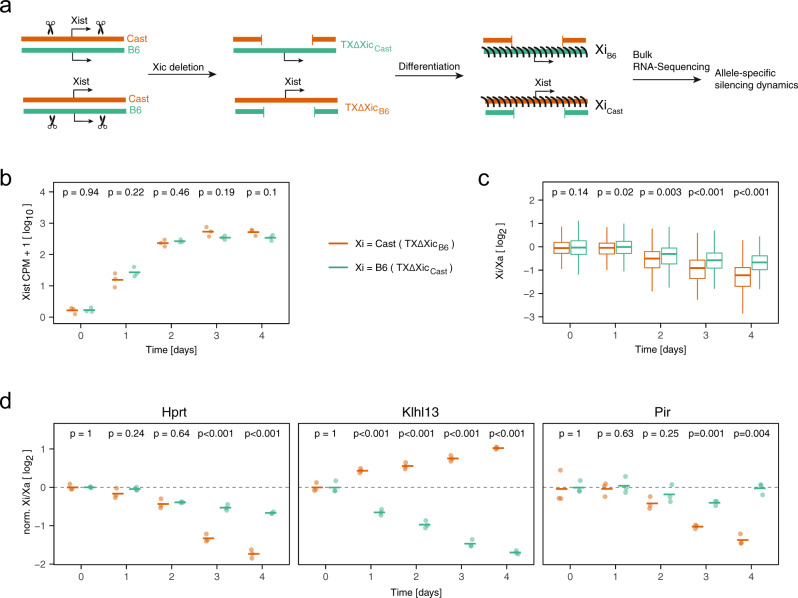
Experimental validation of differential silencing dynamics. **a** To measure allele-specific silencing dynamics, the X inactivation center (Xic), which contains the *Xist* locus, was deleted on either the Cast (top) or on the B6 allele (bottom). Upon differentiation, the entire cell population will thus initiate XCI on the B6 and Cast allele, respectively, allowing quantification of allele-specific silencing dynamics by bulk RNA-sequencing, as shown in (**b**–**d**). **b**–**d** RNA-seq differentiation time course of the cell lines shown in (**a**). **b** Xist expression. Horizontal bars represent the mean of three biological replicates, dots the individual measurements, significance (*p* values) of the difference between the two cell lines according to a two-sample two-sided unpaired Student’s *t* test is indicated. **c** Xi:Xa expression ratios for all X-linked genes outside the deleted region (*n* = 660 genes) averaged across *n* = 3 biological replicates. Significance (*p* values) of the difference between the two cell lines according to a two-sample two-sided paired Student’s *t* test is indicated. The central mark indicates the median, and the bottom and top edges of the box indicate the first and third quartiles, respectively. The top and bottom whiskers extend the boxes to a maximum of 1.5 times the interquartile range. Outliers are not shown. **d** Xi:Xa expression ratios for differentially silenced genes, as identified in Fig. 6, normalized to the average ratio on the pre-XCI state (day 0, dashed line). Horizontal bars represent the mean of three biological replicates, dots the individual measurements. In addition, *p* values of a two-sample unpaired two-sided Student’s *t* test comparing the two cell lines are shown. Source data are provided as a Source Data file. Source Data

In addition we analyzed all three genes that were found to be differentially silenced between the alleles in our scRNA-seq analysis (Fig. 6g, h). 

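Xi:Xa ratios of single genes were computed per replicate and related to the mean of the line at day 0. The paper's methods describe degraded RNA and an adjusted fragmentation for undifferentiated TXΔXic_Cast_ samples. The baseline may therefore differ in quality between the lines. For Klhl13 in TXΔXic_B6_, where Cast is the Xi, the log2 ratio relative to day 0 was 0.44 ± 0.06 (SD, n = 3) at day 1, 0.56 ± 0.09 at day 2, 0.75 ± 0.08 at day 3 and 1.03 ± 0.03 at day 4. In TXΔXic_Cast_, where B6 is the Xi, it was -0.65 ± 0.08, -0.97 ± 0.10, -1.46 ± 0.10 and -1.69 ± 0.05. The difference between the lines was 1.08, 1.53, 2.22 and 2.72 at days 1 to 4, and the replicates of the lines did not overlap on any of these days (exact two-sided permutation test, p = 0.1, the smallest p of 3 against 3; 0.133 after Benjamini-Hochberg adjustment over 32 tests of 8 genes on 4 days). Between 302 and 12789 allele-specific counts per library stood behind these ratios in TXΔXic_B6_.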

For Klhl13, which we had found to escape on the Cast chromosome, while being silenced on the B6 allele, we indeed observed a strong decrease of the Xi:Xa ratio on the B6 chromosome and even an increase in the line that silenced the Cast allele (Fig. 7d, Supplementary Fig. 11g). 

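For Pir in TXΔXic_B6_, the log2 Xi:Xa ratio relative to day 0 was 0.00 ± 0.18 (SD, n = 3) at day 1, -0.38 ± 0.16 at day 2, -0.98 ± 0.05 at day 3 and -1.33 ± 0.14 at day 4. In TXΔXic_Cast_ it was 0.05, -0.18, -0.40 and -0.02 ± 0.15 at days 1 to 4. The difference between the lines was -0.58 at day 3 and -1.31 at day 4, without overlap of the replicates (exact two-sided permutation test, p = 0.1 on each day, 0.133 after the same adjustment), and it was not detectable at days 1 and 2 (exact p = 0.9 and 0.3). At day 0 the replicates of TXΔXic_B6_ spread by an SD of 0.42, and the lowest library had 38 allele-specific counts of Pir. Without replicate 3 the difference of Pir changed direction at day 1, to 0.33, and at day 2, to 0.28, and it moved to -0.36 at day 3. For Hprt the ratio in TXΔXic_B6_ was -0.16, -0.43, -1.33 and -1.73 ± 0.11 at days 1 to 4, against -0.05, -0.39, -0.53 and -0.67 ± 0.03 in TXΔXic_Cast_. The lines differed by -0.80 at day 3 and -1.07 at day 4, again without overlap and with the smallest possible p, and by less than the replicate spread at days 1 and 2 (exact permutation p = 0.3 and 0.7). Without replicate 1 the difference of Hprt at day 2 became 0.02.

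**Figure D2:**
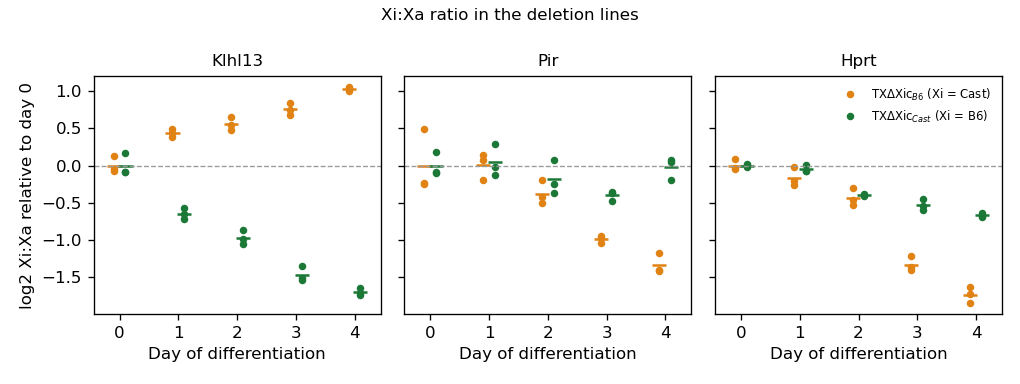
Log2 Xi:Xa ratio relative to day 0 (vertical axis) by day of differentiation (horizontal axis) for Klhl13, Pir and Hprt in the deletion lines TXΔXic_B6_ (orange, Xi = Cast) and TXΔXic_Cast_ (green, Xi = B6). Points are the 3 replicates and bars their mean. At day 4 the lines lie 2.72 apart for Klhl13, with the Cast Xi above 0.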

The two other genes we tested, Pir and Hprt, had been found to be silenced faster on the Cast allele and we could indeed confirm that, at later time points, the Xi:Xa ratio appeared to be reduced more strongly in the line that inactivated the Cast chromosome (Fig. 7d, Supplementary Fig. 11g). It must be noted, however, that we cannot distinguish at this point, whether these differences arise only from the overall increased efficiency of XCI on the Cast allele, or whether indeed additional gene-specific effects also contribute. Taken together, we could confirm faster silencing of the Cast allele in an independent experimental approach and we could clearly validate Klhl13 as an AS escape gene.

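With each replicate left out in turn, the difference of Klhl13 between the lines at day 4 stayed between 2.59 and 2.81. Without relating the ratios to day 0, the log2 Xi:Xa ratio of Klhl13 at day 4 was 1.05 ± 0.03 (SD, n = 3) in TXΔXic_B6_ and -1.33 ± 0.05 in TXΔXic_Cast_, so that its direction does not rest on the ratio at day 0. The paper concludes that the Cast allele is silenced faster. It rests this on the lower Xi:Xa ratio in the line that inactivates Cast, for the whole chromosome and for X-linked genes measured by pyrosequencing. From the fall of Klhl13 on the B6 Xi and its rise on the Cast Xi, the paper concludes that this gene escapes on Cast.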

## Discussion

We have profiled multiple steps governing the onset of random X inactivation with temporal and allelic resolution through single-cell RNA sequencing. By adapting single-cell transcriptome analysis approaches, including recently developed concepts like RNA velocity, to an AS process such as random XCI, we could draw a detailed picture of the different steps occurring at the onset of X inactivation. In this way we were able to answer several open questions by (1) dissecting the dynamics of XCI along developmental progression with allelic resolution and (2) quantifying the expression heterogeneity of the main genes involved in the XCI process, their regulatory relationships and their dynamics. Due to an efficient library preparation protocol and sufficient sequencing depth we could detect a median of ~120,000 mRNA molecules per cell, which is significantly more than other UMI-based methods^48^. This allowed us to quantify allelic expression for individual genes, including Xist and genes that are subject to XCI. We identified different Xist patterns at different stages of the XCI process and their associated gene silencing state. In addition, we exploited the heterogeneous nature of XCI initiation to identify putative regulators of Xist. Finally, our AS analysis revealed marked differences between the B6 and Cast X chromosomes, suggesting that *cis*-acting genetic variants modulate both, Xist expression and gene silencing dynamics.

We used a strand-specific, 3′-end counting scRNA-seq protocol. This enabled a detailed quantitative analysis of Xist expression, because it allowed us to clearly distinguish Xist from its antisense transcript Tsix^49^, in contrast to previous studies, where Xist had been analyzed in single cells with unstranded full-length scRNA-seq techniques^22,23^. Moreover, Xist seemed to be detected more efficiently in the 3′-end protocol used here, potentially due to inefficient full-length amplification of very long RNAs such as Xist. The downside of 3′-end approaches is that only a subset of SNPs close to the 3′-end can be used for AS analyses, leading to a reduced number of genes with allelic resolution, compared to full-length methods. Although the protocol generally detected the 3′-end of most genes, since reverse transcription (RT) was initiated from the polyA tail, this was not the case for Xist, suggesting that Xist’s 3′-end is inaccessible during the RT reaction. This effect is not specific to the protocol used here, since we observed a similar pattern in data generated with CEL-seq2^29^. Moreover, we and others have failed previously to amplify Xist in single-cell mRNA libraries, both in ES cells in vitro and in blastocyst stage embryos in vivo, which was at the time circumvented by addition of an Xist-specific RT primer^21,50^. Xist’s 3′-end thus seems to be covered by a structure that can resist the mild denaturation conditions in scRNA-seq protocols. This poses a general question of how many other RNAs, maybe specifically nuclear lncRNAs might escape detection in scRNA-seq experiments.

Although reverse transcription could not be initiated from Xist’s polyA tail, a genomically encoded polyA stretch served as a priming site instead, allowing us to nevertheless quantify Xist expression in an AS fashion. Such polyA stretches have also been proposed to underlie detection of intronic reads used for RNA velocity analyses in 3′-end scRNA-seq data sets^26^. At the early time points we identified a subset of cells that expressed Xist from both chromosomes, which constituted up to ~50% of the population. We and others have previously observed such transient BA Xist upregulation by RNA FISH, both in differentiating mESCs and in mouse embryos in vivo^7,8,51^. We found that BA Xist upregulation actually initiated gene silencing and that it was resolved, when chromosome-wide silencing became visible. These observations are partially reminiscent of early human development, where a stage with BA Xist expression and partial silencing (“dampening”) has been described^52,53^. In humans, however, this state persists for several days, but must eventually also be resolved to MA Xist expression and chromosome-wide silencing, as observed in somatic cells. These observations are in line with the idea we have previously proposed that complete silencing of an essential X-linked Xist activator might lead to Xist downregulation in cells where XCI has been initiated on both chromosomes^7^. Accordingly, we find that Rnf12/Rlim, which functions as such an activator^15,54^, is indeed rapidly silenced, leading even to a strong negative correlation with Xist at day 2 (Supplementary Fig. 8d). Our data thus lends strong support to the stochastic model of XCI, where initial Xist upregulation occurs independently on each allele with a low probability, and a silencing-mediated negative feedback loop then ensures that only a MA state can be maintained^10^.

The stochastic nature of Xist upregulation was also supported by our finding that Xist expression was heterogeneous across cells and the correlation with its regulators was rather weak (absolute correlation coefficient < 0.32). While two previous studies had attempted to identify XCI regulators by analyzing correlation with X-chromosomal gene activity^22,31^, our analysis allows identification of putative early regulators of Xist. When Xist was first upregulated, at day 1 of differentiation, very few differences could be detected between the transcriptomes of cells expressing Xist and those that had not yet initiated XCI. A notable exception was Nanog, which was decreased in cells initiating XCI. This suggests that initial Xist upregulation is linked to downregulation of naive pluripotency factors, such as Nanog, independently of Oct4 and Sox2, which have also been proposed as developmental Xist regulators^12,13^. In addition, we found several putative XCI activators, including the X-linked kinase Pim2, which warrants further investigation in the future.

The highly polymorphic cell line we used here allowed an AS analysis, which is required to quantify gene expression from each X chromosome individually. We found significant differences between the two X chromosomes, suggesting that *cis*-acting genetic variation modulates the X inactivation process at multiple levels. First, we observed the long-known Xce effect leading to preferential inactivation of the B6 X chromosome, which has been mapped to a large genomic region centromeric to *Xist*^1,38,55^. However, it was the Cast allele that silenced genes more efficiently. This observation suggests that polymorphisms within the Xist RNA might reduce silencing efficiency of Xist in the B6 strain, for example by altering binding affinity for silencing factors such as Spen^6^. An intriguing hypothesis is that such reduced silencing efficiency might have been evolutionarily compensated by faster Xist upregulation at the B6 X chromosome, ultimately leading to the long-known Xce effect in hybrid mouse embryos.

Since XCI is a chromosome-wide process it can be quantified by scRNA-seq in a fairly robust manner despite the limited sensitivity of the method. Due to the high quality of the dataset we have generated we could in addition compare silencing of individual genes between alleles. We found that a subset of genes were silenced with different dynamics, in agreement with a similar observation made during imprinted XCI in preimplantation embryos^32^. Although substantial heterogeneity with respect to escape from XCI has been reported in single human fibroblasts^56^, no systematic analysis of putative genetic determinants of this heterogeneity has been performed to date. An extreme scenario with complete escape from XCI specifically on the Cast chromosome was observed for Klhl13 and confirmed in an independent experiment. We have recently identified Klhl13 as an X-linked differentiation inhibitor^57^. Its silencing might help to release a differentiation block imposed by the presence of two active X chromosomes^21,58^. Escape of Klhl13 in the Cast strain might, therefore, have evolved to compensate for the overall faster silencing of the X chromosome in that genetic background, which might otherwise result in a too fast release of the differentiation block. In the future, strain-specific escapees such as Klhl13 will potentially allow us to identify escape-promoting *cis*-acting genetic elements to better understand the principles that can protect a gene from inactivation. Escape mechanisms are a key unanswered question in XCI research and will, once elucidated, be an important contribution to understanding epigenetic gene regulation.

The strategies we use here to profile X inactivation in the endogenous setting of random XCI will be valuable to investigate XCI status in other contexts, in particular those that are not amenable to genetic engineering. XCI and escape can, for example, be assessed in primary human cells, making use of naturally occurring genetic variation. This approach has been applied successfully to identify escape genes in human lymphoid cells, for which the genomic sequence was known^59^. However, SNP positions can likely be identified from the scRNA-seq data itself through variant-calling methods and can be phased based on expression correlation across cells. Although humans carry less heterozygous SNPs than the hybrid mouse strain used in our study, which might result in a smaller number of genes with allelic information, the global XCI status can probably still be inferred. Combined with the power of single-cell genomics to cluster cell types, we can then assess the stability of the inactive X chromosome across different tissues and cell subsets. Such information will be indispensable to understand how variability in XCI contributes to sexual dimorphic traits and to differential disease susceptibility between the sexes such as the higher prevalence of autoimmune diseases in women^60^.

## Methods

### Experimental procedures

#### Cell lines

The female TX1072 cell line (clone A3) is a F1 hybrid ESC line derived from a cross between the C57BL/6 (B6) and CAST/EiJ (Cast) mouse strains that carries a doxycycline-responsive promoter in front of the *Xist* gene on the B6 chromosome and an rtTA insertion in the *Rosa26* locus^21^. TxdXic_A1 and TxdXic_A6 lines were generated by deleting a 773 kb region around the *Xist* locus. TxdXic_A1 carries the deletion on the B6 chromosome (chrX:103,182,701–103,955,531, mm10) and was thus named TXΔXic_B6_ and TxdXic_A6 on the Cast allele (chrX:103,182,257–103,955,698, mm10) and was named TXΔXic_Cast_. To generate these cell lines, a total of four guides flanking the region to be deleted (two on each side) were cloned into the pX459-v2 vector (Addgene #62988)^61^. Four separate transfections were performed, each combining one guide upstream and downstream of the targeted region and a single-stranded repair oligo with 50 bp homology arms flanking each cut site (IDT). Further details and sequences are provided in Supplementary Data 4. In each transfection, 2 × 10^6^ TX1072 mESCs were electroporated with 2 μg of each guide plasmid and 30 pmol of the single-stranded repair oligo using the P3 Primary Cell 4D-Nucleofector X Kit (V4XP-3024) with the Amaxa 4D Nucleofector system (Lonza, program CP-106) and plated on gelatin-coated 10 cm dishes. Starting 30 h after transfection, cells were selected with puromycin (1 μg/ml) for 16 h. After 4 days equal cell numbers from all 4 transfections were pooled and plated at a density of 2–3 cells/well in gelatin-coated 96-well plates. Genomic DNA was extracted and screened for the presence of the deletion with primers VM21 and VM24. Cells from wells showing the presence of the deletion were seeded at clonal density (100 cells/cm^2^) in 10 cm plates. Individual clones were picked and screened for the presence of the deletion and the wildtype allele and the absence of inversions or duplications of the targeted region. The genotyping strategy is shown in Supplementary Fig. 10. For all PCR reactions the Phusion HotStart Flex DNA Polymerase (NEB) was used with an annealing temperature of 55 °C, an elongation time of 45 s and 35 cycles. Primer sequences are listed in Supplementary Data 4. To determine which allele carried the deletion, the PCR products were sequenced and annotated SNPs between Cast and B6 alleles were used to assign the deleted and the wild-type allele. Correct karyotype of clones was verified with metaphase spreads.

#### mESC culture and differentiation

Cells were grown on gelatin-coated flasks in serum-containing ES cell medium (DMEM (Sigma), 15% ESC-grade fetal bovine serum (FBS) (PanBiotech), 0.1 mM *β*-mercaptoethanol, 1000 U/ml leukemia inhibitory factor (LIF, Millipore)), supplemented with 2i (3 μM Gsk3 inhibitor CT-99021, 1  μM MEK inhibitor PD0325901, Axon). Differentiation was induced by 2i/LIF withdrawal in DMEM supplemented with 10% FBS and 0.1 mM *β*-mercaptoethanol at a density of 1.5 × 10^4^ cells/cm^2^ in fibronectin-coated (10 μg/ml) tissue culture plates.

#### scRNA-seq

Single-cell RNA-seq libraries were prepared with the C1-HT mRNA-seq v2 protocol according to the manufacturer’s recommendations (Fluidigm). Cells were rinsed thoroughly with phosphate-buffered saline (PBS), trypsinized for 7 min and resuspended in the respective growth medium at a concentration of 400 cells/μl. Thirty microlitre cell suspension was diluted with 20 μl of suspension reagent (Fluidigm) and 10 μl of the dilution was loaded into one compartment of a single-cell mRNA Seq HT integrated fluidic circuit (IFC) 10–17 μm. A different cell type was loaded into the other compartment, which is not analyzed in this study. Cell viability staining was performed on the IFC using the LIVE/DEAD viability/Cytotoxicity Kit (Thermofisher) with 1 μM Ethidium and 0.05 μM Calcein. IFC loading and life/dead staining was analyzed with automated image acquisition using a Zeiss CellDiscoverer microscope (Zeiss) with a 20× objective. During the lysis step ERCC Spike-in Mix 1 (Thermofisher) was added with a final dilution of 1:200,000. Lysis, reverse transcription, and cDNA amplification was performed on the C1 machine. cDNA pools were quantified by Qubit and Bioanalyzer HS. Around 2.25 ng of each pool were subjected to tagmentation and library preparation using the NexteraXT library preparation kit according to the C1-HT protocol. All pools were mixed in equal proportions and quantified with KAPA Library Quant-Kit. The libraries were sequenced on a HiSeq2500 instrument (Illumina) with asymmetric read length, either in High Output (Read1: 13 bp, Index read: 8 pb, Read2: 48 bp) or in Rapid Run mode (Read1: 16 bp, Index read: 8 pb, Read2: 36 bp), with 10 pM loading concentration and 5% PhiX.

#### RNA extraction, reverse transcription, and qPCR

For gene expression profiling, cells were lysed directly in the plate by adding 1 ml of Trizol (Invitrogen). RNA was isolated using the Direct-Zol RNA Miniprep Kit (Zymo Research) following the manufacturer’s instructions. For pyrosequencing, DNAse digest was performed using Turbo DNA free kit (Ambion). One microgram RNA was reverse transcribed using Superscript III Reverse Transcriptase (Invitrogen) and expression levels were quantified using Power SYBR^TM^ Green PCR Master Mix (4368702, Thermo Fisher) and normalized to Rrm2 and Arpo. Primer sequences are listed in Supplementary Data 4.

#### Bulk RNA-sequencing

In parallel to the sc-RNA-seq experiment, bulk RNA-seq was performed from the same cell population (TX1072, replicate 1) and for two more biological replicates (replicate 2 + 3). RNA-seq libraries were generated using the Tru-Seq Stranded Total RNA library preparation kit (Illumina) with 1 μg starting material for rRNA-depletion and amplified with 15 Cycles of PCR. Libraries were sequenced 2× 50 bp on a HiSeq 2500 with 1% PhiX spike-in, which generated ~50 Mio fragments per sample. For the TXΔXic cell lines, libraries were generated with the KAPA-RNA Hyper Prep-Kit with RiboErase (Roche) following the protocol, with 500 ng total RNA used for rRNA-depletion. For undifferentiated TXΔXic_Cast_ samples fragmentation was adjusted (85 °C/5 min instead of 94 °C/8 min) due to RNA degradation. Nextflex unique dual-index-adapters (PerkinElmer) were used and the final library was PCR-amplified with 10 cycles. Libraries were sequenced 2× 100 bp on a NovaSeq6000 with 1% PhiX spike-in, which generated ~50 Mio fragments per sample.

#### Pyrosequencing

To quantify relative allelic expression for individual genes, an amplicon containing a SNP was amplified by PCR from cDNA using GoTaq Flexi G2 (Promega) with 2.5 mM MgCl_2_ or Hot Star Taq (Qiagen) for 40 cycles. The PCR product was sequenced using the Pyromark Q24 system (Qiagen). Assay details are given in Supplementary Data 4.

#### RNA FISH

RNA FISH for Xist and another X-linked gene, Huwe1 was performed using Stellaris FISH probes (Biosearch Technologies). Probe details can be found in Supplementary Data 4. Cells were dissociated using Accutase (Invitrogen) and adsorbed onto coverslips (#1.5, 1 mm) coated with Poly-l-Lysine (Sigma) for 5 min. Cells were fixed with 3% paraformaldehyde in PBS for 10 min at room temperature (18–24 °C) and permeabilized for 5 min on ice in PBS containing 0.5% Triton X-100 and 2 mM Ribonucleoside Vanadyl complex (New England Biolabs). Coverslips were preserved in 70% EtOH at −20 °C. Prior to FISH, coverslips were incubated for 5 min in Stellaris RNA FISH Wash Buffer A (Biosearch Technologies), followed by hybridization overnight at 37 °C with 250 nM of each FISH probe in 50 μl Stellaris RNA FISH Hybridization Buffer (Biosearch Technologies) containing 10% formamide. Coverslips were washed twice for 30 min at 37 °C with Stellaris RNA FISH Wash Buffer A (Biosearch Technologies), with 0.2 mg/ml Dapi being added to the second wash. Prior to mounting with Vectashield mounting medium coverslips were washed with 2× SSC at room temperature for 5 min. Images were acquired using a widefield Z1 Observer microscope (Zeiss) using a 100× objective. The intronic signal of Huwe1 was used in combination with Xist to estimate the percentage of XO cells in the population, which was maximally 5%.

### Computational methods

#### Alignment and gene quantification

*Preprocessing of scRNA-seq data*. The C1-HT protocol uses a dual barcoding strategy, where read R1 contains a custom barcode (position 1–6, cell barcode) and a UMI (position 7–11, UMI), read R2 maps to the cDNA sequence and read R3 contains a Nextera (row) barcode. After demultiplexing using the Nextera barcode, read R2 was aligned with STAR (v.2.5.2b)^62^ to the mouse genome genome (mm10) and all 96 ERCC spike-in sequences, allowing for unique alignments with a maximum of two mismatches. SNPsplit (v.0.3.2)^63^ was used to N-mask the genome using high confidence SNPs, confirmed to be present in the TX1072 cell line based on ChIP input data^19^.

The Drop-seq pipeline^64^ was used to extract both cell barcode and UMI from read R1 and to quantify gene expression. In detail, reads were demultiplexed using the cell barcode, and molecules per gene were counted as the number of unique exon-overlapping UMI barcodes using the mm10 Ensembl gene annotation. For RNA velocity analyses unique UMI barcodes aligning only to exonic regions (spliced) or overlapping with intronic regions (unspliced) were used. For AS quantification each read overlapping a SNP position was assigned to its parental genome using SNPsplit (v.0.3.2)^63^ and the number of unique UMI barcodes assigned to either parental genome were counted for each gene (Supplementary Fig. 4).

*Proprocessing of bulk RNA-seq data*. For both TX1072 and TXΔXic cell lines paired-end reads were aligned with STAR (v.2.5.2b)^62^ as described above. The *featureCounts* R function from Rsubread (v.1.34.7)^65^ was used to quantify the expression of each gene as the number of uniquely aligned exon-overlapping reads using the mm10 Ensembl gene annotation. AS quantification was performed as described above. Furthermore, Xist (ENSMUSG00000086503) AS gene expression was also quantified using only two SNPs on its 5′-end (chrX:103,482,240 and chrX:103,482,895, mm10) (Supplementary Fig. 5b).

*Cell filtering.* To remove empty wells, dead and low-quality cells, several cell filtering steps were performed (Supplementary Data 1). Capture sites without a cell or with multiple cells were identified by manual inspection based on brightfield and fluorescence imaging (live/dead stain) of the IFC and removed from subsequent analyses. Moreover, dead cells, cells with low number of reads, low number of transcripts or low number of expressed genes, as well as cells with high percentage of mitochondrial DNA or ERCC spike-in reads were removed from the analysis (Supplementary Fig. 1b). To identify dead cells, the fluorescent signal of the dead stain (Ethidium) was quantified as the integrated intensity within a rectangle of constant size, manually centered around each capture site using ZEN v2.3 software (Zeiss). Thresholds were set as the threefold median-absolute-deviation above or below the median of the respective variable *x* (e.g., number of reads) for the removal of cells with high and low signal, respectively: median(*x*) ± 3 × median(∣*x* − median(*x*)∣). Finally, cells that did not express Xist and where >80% of X-linked reads mapped to the same allele were assumed to have lost one X chromosome (XO). To identify such cells, the X-chromosomal ratio was defined for each cell *c* as

1 $${R}_{c}=\frac{\mathop{\sum}\limits_{g}{e}_{g,c}^{B6}}{\mathop{\sum}\limits_{g}({e}_{g,c}^{B6}+{e}_{g,c}^{Cast})},$$

where *g* denotes a gene on chromosome X, and $${e}_{g,c}^{B6}$$, $${e}_{g,c}^{Cast}$$ are the numbers of AS molecules overlapping exons of gene *g* in cell *c* on the B6 and Cast allele, respectively. Cells with *R*_*c*_ ≥ 0.8 or *R*_*c*_ ≤ 0.2, which did not express Xist were assumed to be XO and were removed from the analysis (Supplementary Fig. 1c).

*Gene filtering*. In order to analyze only genes with sufficient detection rate across cells, genes that were detected in <20% of all cells were excluded from the analysis. Gene filtering was performed separately for the AS and not-AS analysis. Furthermore, genes with a strong skewing toward a single allele where >90% of reads detected in all cells mapped to the same allele were excluded from the AS and not-AS analysis (Supplementary Data 1).

*Normalization of read counts*. To account for sequencing and composition biases in the scRNA-seq data, gene count normalization was performed using the *scran* (v.1.12.1) R package^66^. Cell clusters were defined independently for each time point through the *computeSumFactors* function and the clusters parameter. Cluster-based scaling factors were then deconvoluted into cell-specific factors (Supplementary Data 2). The cell-specific scaling factors were derived from the autosomal not-AS count matrix and were used to compute the normalized CPM values for the *g*th gene in the *c*th cell of both the AS and not-AS count matrices, given by

2 $${\text{CPM}}_{g,c}=1{0}^{6}\cdot \frac{{e}_{g,c}}{{f}_{c}\cdot \mathop{\sum}\limits_{g}{e}_{g,c}},$$

where *f*_*c*_ is the scaling factor for cell *c* and *e*_*g*,*c*_ is the number of UMI counts overlapping gene exons for any gene *g* in cell *c*. AS counts ($${e}_{g,c}^{B6}$$ and $${e}_{g,c}^{Cast}$$) were normalized in an analogous manner.

Bulk RNA-seq was normalized in a similar manner with sample-specific scaling factors (*f*_*c*_) being computed with the TMM method^67^ based on the not-AS autosomal count matrix, using the *calcNormFactors* function of the *edgeR* (v.3.26.8) R package.

#### X:A ratio

To account for the larger number of autosomal genes compared to X-linked genes (8880 and 374 genes, respectively) we used a bootstrapping procedure adapted from a previous study^32^. For each cell we randomly sampled with replacement a set of autosomal genes of the same size of the X-linked gene set (size = 374) and computed the ratio between the average X-linked expression and the average expression across the sampled autosomal genes. This step was repeated 1000 times, and the X:A ratio for each cell was estimated as the median across all 1000 bootstrap ratios. Only genes retained through the gene filtering step (see “Gene filtering” above) were included in the analysis.

#### Pseudotime analysis

Pseudotime trajectories allow to order single cells according to a biological process of interest and to identify key paths or branches corresponding to alternative cellular states. We analyzed single cell trajectories using the Monocle2 algorithm (*monocle* R package v.2.12.0)^24,68,69^. Starting from high dimensional data, this method projects cells into a lower dimensional space by constructing a principal graph and ordering them according to a pseudotime trajectory. Similarly to Cacchiarelli et al.^70^, a set of ordering genes was defined as the 500 most DEGs over time, identified using the *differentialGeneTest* R function. The DDRTree method was used to project the cells into a two-dimensional space based on the expression of the selected genes, and simultaneously learn a graph structure into this space^69^. Pseudotime values were then estimated as the distance of each cell from the root of the graph, which is defined as the state with the highest number of cells sampled at day 0 of differentiation. Finally, the cell-wise scaled pseudotime was computed dividing the estimated values by the maximum across all cells (Supplementary Data 2).

#### Dimensionality reduction (UMAP)

After log-transformation of the normalized not-AS gene expression values (Eq. 2), the most variable features were defined as the 500 genes with the highest variances across all cells. The number of features was further reduced through a principal component analysis (PCA) based on the centered expression levels of the selected genes using the *pca* R package (v.1.76.0). The top-50 principal components (PCs) were provided as input to the UMAP dimensionality reduction method^25^ to further reduce dimensionality and visualize cells in a two-dimensional space, using the *umap* R package (v.0.2.3.1).

#### RNA velocity analyses

For RNA velocity analysis, read counts mapping completely to exonic regions, termed “spliced” (S), and those that overlapped with intronic regions, termed “unspliced” (U) were used.

*Global RNA velocity analysis.* We performed RNA-velocity analyses based on the not-AS spliced and unspliced count matrices, removing genes with low average spliced (≤1 counts) or unspliced (≤0.5 counts) expression across all cells^26^. RNA velocities were then calculated using the *gene.relative.velocity.estimates* function from the *velocyto.R* (v.0.6) R package with setting the cell neighborhood size to *kCells* = 20, performing a fit on the top and bottom 2.5% quantiles (*fit*.*quantile* = 0.025), and setting the remaining parameters to their default values. The estimated velocities were then projected onto the UMAP embedding and locally summarized through a vector field representation of single cell velocities.

*X-chromosomal RNA velocity*. To analyze XCI progression by means of the RNA velocity concept, we used the estimated RNA velocities for X-linked genes to predict the future transcriptional state of the X chromosome in each cell. The predicted expression of X-linked genes was then projected on a lower dimensional space. For this, we computed the fraction *l*_*g*,*c*_ of spliced UMI counts assigned to the B6 allele (B6-fraction) for each gene *g* on chromosome X in cell *c*, given by

3 $${l}_{g,c}=\frac{{s}_{g,c}^{B6}}{{s}_{g,c}^{B6}+{s}_{g,c}^{Cast}}\in [0,1],$$

where *g* represents any gene on chromosome X for which the RNA-velocity model could be fitted, and $${s}_{g,c}^{B6}$$, $${s}_{g,c}^{Cast}$$ are the numbers of AS spliced reads of gene *g* in cell *c* on the B6 and Cast alleles, respectively. We then applied principal component analysis on the **L** = [*l*_*g*,*c*_] matrix of the B6-ratios. The loadings of the first two principal components correspond to those X-linked genes which account for most of the variance in the data and therefore are the most important in determining differential silencing between the two alleles across cells. We then projected, for each cell, the vectors of predicted spliced X-linked transcripts obtained from the RNA velocity analysis on the space defined by the first two principal components, and visualized the average vector for each cell in a vector field which ultimately corresponds to different silencing trajectories.

*Definition of the predicted X-chromosomal change ΔX*. To compare gene expression profiles between cells that have initiated XCI and those that have not yet started to silence the X chromosome, we used the RNA velocity fit to identify cells that have initiated XCI. We computed the predicted change in X-chromosomal gene expression Δ*X*_*c*_ for each cell *c* as

4 $${{\Delta }}{X}_{c}=\frac{\mathop{\sum}\limits_{g}{M}_{g,c}}{\mathop{\sum}\limits_{g}{P}_{g,c}},$$

where *g* represents any gene on chromosome X for which the RNA velocity model could be fitted, and *M*_*g*,*c*_, *P*_*g*,*c*_ represent the measured and predicted normalized expression states for gene *g* in cell *c*, respectively. The measured expression is computed from the exonic (spliced) read counts, while the predicted expression is derived by the RNA-velocity fit between the normalized spliced and unspliced expression (estimated with the *velocyto.R* (v.0.6) R package).

#### Differential expression analyses

In order to identify genes which were differentially expressed between cells expressing Xist at a high level versus cells expressing Xist at a low level, we clustered the cells with *K*-means clustering (*K* = 7, *kmeans* function from the *stats* R package) based on the log-transformed normalized Xist expression values log_10_(CPM_Xist,*c*_ + 1), where CPM_Xist,*c*_ are the normalized counts of the Xist gene in the *c*th cell. Cells belonging to the top three *K*-means groups, i.e., high expression of Xist, were classified as Xist-high, while cells belonging to the bottom 3 *K*-means groups, i.e., low expression of Xist were classified as Xist-low (Supplementary Data 2). *K* was set in a way to minimize the within-cluster sum of squares value, while ensuring a minimum number of 50 cells in the Xist-high and Xist-low groups at each time point of differentiation. The set of DEG between Xist-high and Xist-low cells were identified at each time point through the MAST differential expression analysis method, using the *zlm* function from the *MAST* (v.1.10.0) R package^39^. In brief, a two-part generalized Hurdle model was fitted to the normalized CPM expression values. We set dummy variables to represent the two cell groups and the proportion of detected genes (UMI count > 0) per cell as model predictors. The significance between the two groups of cells was then assessed by a *χ*^2^ likelihood ratio test. The genes with a Benjamini–Hochberg adjusted *p* value smaller or equal to 0.05 were deemed as significantly differentially expressed between the two cell groups^71^. Notably, the MAST method was only applied to compare groups containing at least ten cells. For this reason, the cells at day 0 were excluded from the analysis.

In order to identify differentially expressed genes between cells with high and low change in X-chromosomal gene activity, as quantified by Δ*X*_*c*_ (as defined in Eq. 4), we clustered cells with *K*-means clustering (*K* = 3, *kmeans* function from the *stats* R package) separately for each time point based on log_2_(Δ*X*_*c*_). At each time point the set of DEG between the cells in the top and bottom clusters were identified through the MAST differential expression analysis method, as described above. The results are provided in Supplementary Data 3.

#### Differential silencing analysis

*XCI progress definition.* In order to compare gene-specific silencing dynamics between the two alleles, we estimated AS silencing half-times and compared them between the B6 and Cast X chromosomes. To account for the overall faster silencing on the Cast allele, we estimated the silencing half-time for each gene relative to the overall silencing state of the rest of the chromosome. To quantify the silencing state, we computed a measure we termed XCI progress (XP), which can be interpreted as the percentage of X-chromosomal gene activity that has already been silenced. It was computed for each cell *c* that expressed Xist monoallelically as

5 $${\text{XP}}_{c}=100\ \cdot \ \left(1-\frac{\mathop{\sum}\limits_{g}{e}_{g,c}^{\,\text{Xi}}+0.01}{\mathop{\sum}\limits_{g}{e}_{g,c}^{\text{Xa}\,}+0.01}\right),$$

where *g* represents any gene on chromosome X except Xist, Xi refers to the Xist-expressing chromosome, Xa to the Xist-negative allele (Supplementary Data 2) and $${e}_{g,c}^{\,\text{Xi}\,}$$, $${e}_{g,c}^{\,\text{Xa}\,}$$ are the numbers of AS molecules overlapping exons of gene *g* in cell *c* on the Xi and Xa alleles, respectively. For cells where XP_*c*_ was negative, it was set to 0. XP_*c*_ is a proxy for the extent of inactivation that has already occurred on Xi in cell *c*. Intuitively, a high XP_*c*_ value indicates that the cell has already silenced a substantial number of X-linked genes, while a value proximal to zero indicates that the two alleles have similar gene expression levels.

*Cell binning*. Since allelic expression of individual genes in single cells tends to be noisy, we grouped cells with comparable X-inactivation status and quantified overall silencing (XP) and gene-specific silencing by aggregating read counts of all cells in each group. The following steps were performed separately for cells silencing the B6 (Xist MA-B6) and Cast (Xist MA-Cast) X chromosome, respectively.

First, cells that had not yet initiated XCI with XP_*c*_ ≤ 10% were excluded from the analysis. The XP range covered by the remaining cells was divided into ten equally sized bins. The overall XCI progress for each bin *b*, denoted as XP_*b*_ was then calculated by aggregating the total number of AS molecules across all cells belonging to that bin as follows

6 $${\text{XP}}_{b}=100\ \cdot \ \left(1-\frac{\mathop{\sum}\limits_{c\in b}\mathop{\sum}\limits_{g}{e}_{g,c}^{\,\text{Xi}}+0.01}{\mathop{\sum}\limits_{c\in b}\mathop{\sum}\limits_{g}{e}_{g,c}^{\text{Xa}\,}+0.01}\right),$$

where XP_*b*_ quantifies the extent of X inactivation across all cells assigned to a bin, and $${e}_{g,c}^{\,\text{Xi}\,}$$, $${e}_{g,c}^{\,\text{Xa}\,}$$ denote the AS read counts from the inactive and active allele, respectively, for a gene *g* on chromosome X (except Xist) in cell *c*. Next, the extent of silencing of each X-linked gene was quantified in each bin as the Xi-to-Xa expression ratio *r*_*g*,*b*_ of that gene, again by aggregating the total number of AS molecules

7 $${r}_{g,b}=\frac{\left(\mathop{\sum}\limits_{c\in b}{e}_{g,c}^{\,\text{Xi}\,}\right)+0.01}{\left(\mathop{\sum}\limits_{c\in b}{e}_{g,c}^{\,\text{Xa}\,}\right)+0.01},$$

where *r*_*g*,*b*_ is a proxy for the extent of inactivation of a specific gene in bin *b*. Intuitively, a value of *r*_*g*,*b*_ close to zero indicates that the *g*th X-linked gene has been completely silenced on the Xi allele, while a value proximal to one indicates that the two alleles have similar gene expression levels. For each gene and allele, the analysis was restricted to the bins containing a minimum of 5 cells and at least 25 AS counts, and to genes with a minimum of 5 such bins. The inactivation ratio for each gene in Eq. 7 needs to be corrected for basal expression skewing due to genetic variation between the two alleles. Basal skewing was estimated from the B6-to-Cast ratio in Xist-negative cells at day 0 ($$c^{\prime}$$) as

8 $${s}_{g}=\frac{\left(\mathop{\sum}\limits_{c^{\prime} }{e}_{g,c^{\prime} }^{\,\text{B6}\,}\right)+0.01}{\left(\mathop{\sum}\limits_{c^{\prime} }{e}_{g,c^{\prime} }^{\,\text{Cast}\,}\right)+0.01},$$

where $$c^{\prime}$$ refers to Xist-negative cells at day 0 with 0.4 ≤ *R*_*c*_ ≤ 0.6, as defined in Eq. 1. The Xi-to-Xa ratio was then normalized to the baseline ratio in the absence of XCI as

9 $$r_{g,b}^{* }=\frac{{{r}_{g,b}}}{{{r}_{g,0}}};\,{\text{with}}\,{r}_{g,0} = \left\{\begin{array}{ll}{s}_{g},&{\text{for}}\; {\text{Xi}} = {\text{B}}\,6\hfill\\ 1/{s}_{g},& {\text{for}}\; {\text{Xi}} = {\text{Cast}}\end{array}\right.$$

*Silencing halftimes*. To quantify gene- and AS gene silencing rates, we modeled the normalized Xi-to-Xa ratio $${r}_{g,b}^{* }$$ for each gene *g* on chromosome X using an exponential decay function of the XCI progress XP

10 $$E[{\rm{log}}_{2}({r}_{g,b}^{* })]=-{\beta }_{g}\cdot {\text{XP}}_{b},$$

where *β*_*g*_ denotes the relative silencing rate. Eq. 10 was fitted to the binned and normalized Xi-to-Xa ratios $${r}_{g,b}^{* }$$, separately for cells silencing the B6 and Cast chromosome, to estimate the AS silencing rates $${\beta }_{g}^{B6}$$ and $${\beta }_{g}^{Cast}$$. The silencing half-times (XP_50,*g*_) were then computed as

11 $${\text{XP}}_{50,g}=\frac{1}{{\beta }_{g}}$$

The XP_50,*g*_ values greater than 100 were set equal to 100. To classify genes according to their AS silencing dynamics (fast, intermediate, slow, escape), *K*-means clustering (*K* = 4) was performed on the XP_50,*g*_ values of each allele separately (Supplementary Data 2).

To test whether silencing rates were significantly different between the two alleles, both alleles were fitted simultaneously with the equation

12 $$E[{\rm{log}}_{2}({r}_{g,b}^{* })]={\beta }_{1,g}\cdot {\text{XP}}_{b}+{\beta }_{2,g}\cdot {\text{XP}}_{b}\cdot a;{\text{with}}\,\ a=\left\{\begin{array}{ll}0&\,{\text{for}}\; {\text{Xi}}={\text{B6}}\hfill\\ 1&\,{\text{for}}\; {\text{Xi}}={\text{Cast}}\end{array}\right.,$$

where *β*_1,*g*_ and *β*_1,*g*_ + *β*_2,*g*_ estimate the silencing rates on the B6 and Cast allele, respectively, for the X-linked gene *g*. An ANOVA *F* test was then used to assess whether the parameter *β*_2,*g*_ was significantly different from 0 (H_0_: *β*_2,*g*_ = 0). Any gene with a Benjamini–Hochberg adjusted *p* value smaller or equal to 0.05 was deemed as differentially silenced between the two alleles.

*Bulk RNA-Sequencing (TXΔXic) data analysis*. To validate differences in gene silencing rates on the two alleles identified from the scRNA-seq data, silencing dynamics were analyzed in bulk RNA-seq data in cell lines, where the Xic is deleted either on the Cast (TXΔXic_Cast_) or on the B6 (TXΔXic_B6_) allele. To compare chromosome-wide silencing kinetics of the two alleles, we computed the Xi-to-Xa ratios for all X-linked genes by summing up counts across replicates as

$${r}_{g}=\frac{\mathop{\sum}\limits_{s}{e}_{g,s}^{\,\text{Xi}}+1}{\mathop{\sum}\limits_{s}{e}_{g,s}^{\text{Xa}\,}+1}$$

13 $${\text{with}}\,\left\{\begin{array}{ll}{\text{Xi}} = {\text{B6}}\, \&\, {\text{Xa}} = {\text{Cast}}, & {\text{if}}\, s \in TX{{\Delta }} Xi{c}_{Cast}\\ {\text{Xi}} = {\text{Cast}}\,\&\, {\text{Xa}} = {\text{B6}},&{\text{if}}\,s\in TX{{\Delta }}Xi{c}_{B6},\end{array}\right.$$

where $${e}_{g,s}^{\,\text{B6}\,}$$ and $${e}_{g,s}^{\,\text{Cast}\,}$$ represent the AS counts of the B6 and Cast alleles respectively for all X-linked genes *g* in replicate sample *s*. Genes within the deleted region (chrX: 103,182,257–103,955,531, mm10) and genes with less than 50 AS counts were excluded from the analysis. These allelic ratios were compared between the two deletion lines at each time point through a paired two-sided Student’s T-test statistic.

To validate differentially silenced genes identified through scRNA-seq, the Xi-to-Xa ratio was computed for each gene $$g^{\prime}$$ (Klhl13, Pir, Hprt) as

14 $${r}_{g^{\prime} ,s}=\left\{\begin{array}{ll}{e}_{g^{\prime}\!\! ,s}^{B6}/{e}_{g^{\prime}\!\! ,s}^{Cast},&\,{\text{if}}\,s\in TX{{\Delta }}Xi{c}_{Cast}\\ {e}_{g^{\prime}\!\! ,s}^{Cast}/{e}_{g^{\prime}\!\! ,s}^{B6},&\,{\text{if}}\,s\in TX{{\Delta }}Xi{c}_{B6}\hfill\end{array}\right.$$

To account for genetic skewing, the allelic ratios were normalized to the respective ratio at day 0 before onset of XCI, averaged across replicates, analogous to the procedure described for scRNA-seq data in the previous section.

*Pyrosequencing data analysis*. To assess gene silencing we computed the Xi-to-Xa ratio *r*_*g*,*s*_ based on pyrosequencing data in the two ΔXic deletion lines as

15 $${r}_{g,s}=\left\{\begin{array}{ll}{p}_{g,s}/(1-{p}_{g,s}),&\;{\text{if}}\,s\in TX{{\Delta }}Xi{c}_{Cast}\\ (1-{p}_{g,s})/{p}_{g,s},&{\text{if}}\,s\in TX{{\Delta }}Xi{c}_{B6}\end{array}\right.$$

where *p*_*g*,*s*_ represents the percentage of B6-molecules observed for the gene *g* (Klhl13, Pir, Hprt, Rlim, Atrx, Renbp, Cul4b, and Prdx4) in replicate sample *s*. Aiming to account for baseline allelic detection skewing, the above ratios were normalized to the respective ratio at day 0 before onset of XCI, averaged across replicates, analogous to the procedure described for scRNA-seq data above.

For each gene deemed as differentially silenced between the two alleles (Klhl13, Pir, and Hprt), the normalized ratios were compared between the two deletion lines through an unpaired two-sided Student’s *T*-test statistic. The average normalized ratios of 5 not differentially silenced genes (Rlim, Renbp, Cul4b, Prdx4, and Atrx) were averaged across replicates and compared between the two deletion lines through a Wilcoxon signed-rank test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

ScRNA-seq and bulk RNA-seq data generated during this study are available via GEO with identifier GSE151009. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Integrated analysis of Xist upregulation and X-chromosome inactivation with single-cell and single-allele resolution
**Source:** Nat Commun. 2021 Jun 15;12:3638. doi: 10.1038/s41467-021-23643-6
**Supplement:** Supplementary file 1 — Supplementary Information

# Integrated analysis of Xist upregulation and X-chromosome inactivation with single-cell and single-allele resolution

Guido Pacini, Ilona Dunkel, Norbert Mages, Verena Mutzel, Bernd Timmermann, Annalisa Marsico, Edda G Schulz

## Supplementary Information

## Supplementary Figure 1

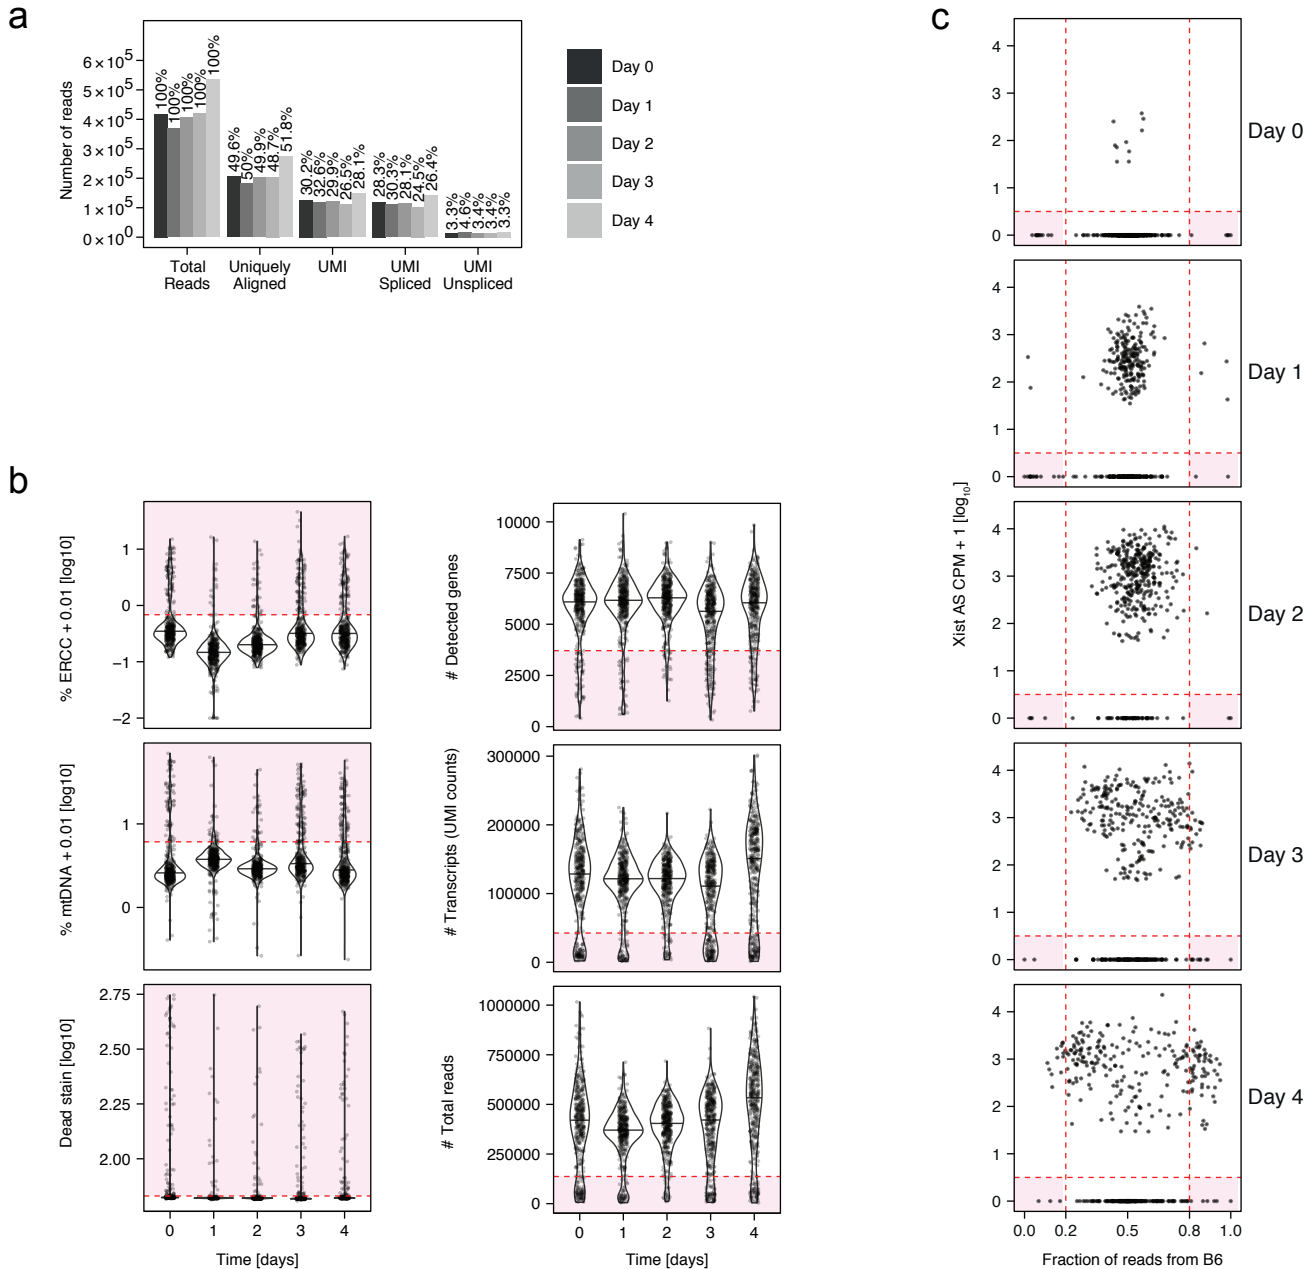

### Supplementary Figure 1. Mapping statistics and data pre-processing

(a) Alignment statistics, showing the median number of reads across all sequenced cells ( $n=400$  cells per time point) for the indicated read groups. (b) Violin plots of the parameters used for cell filtering. Cells falling in the shaded areas were excluded from the analyses. The horizontal lines indicate the median value. (c) Putative XO cells were identified as AS Xist-negative cells, where  $>80\%$  of X-chromosomal reads mapped to the same allele (shaded areas), and were excluded from the analyses. Source data are provided as a Source Data file.

Supplementary Figure 2

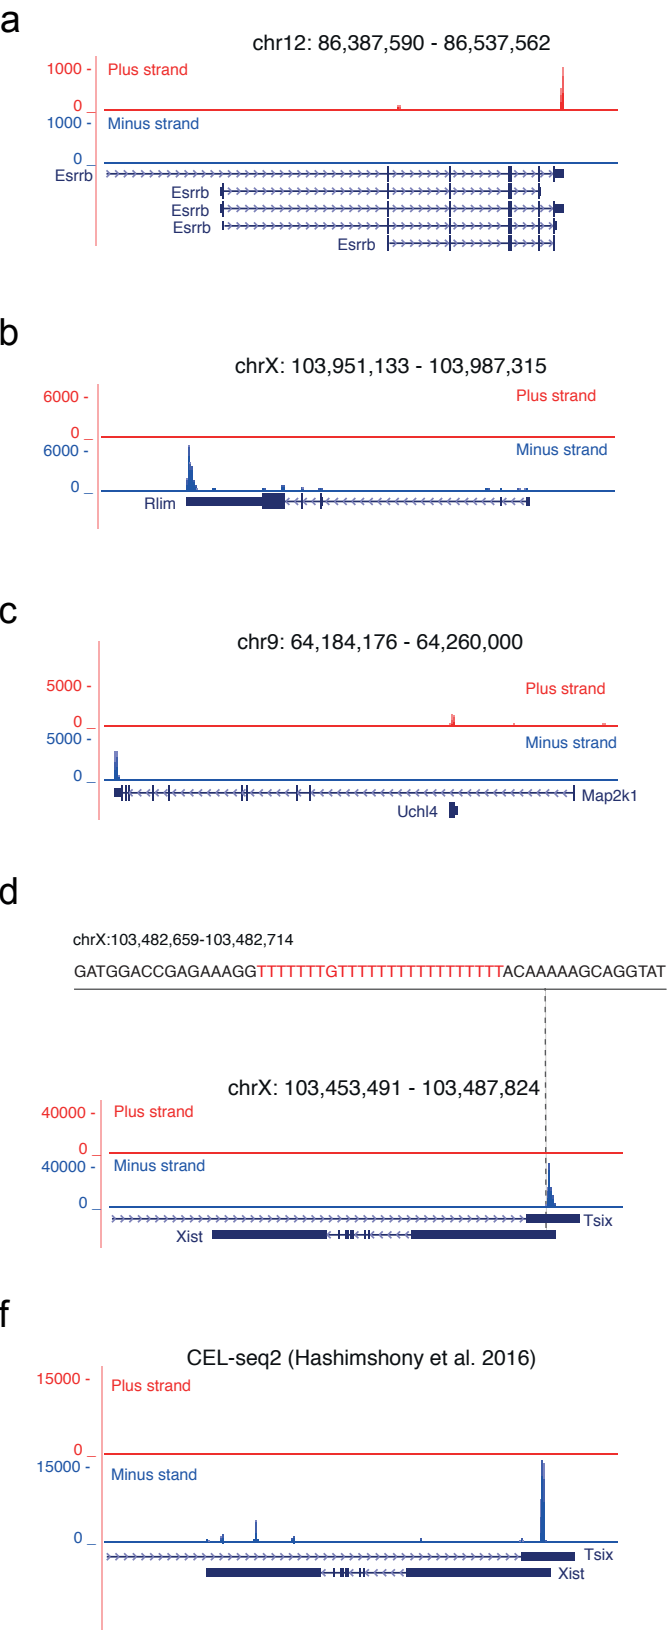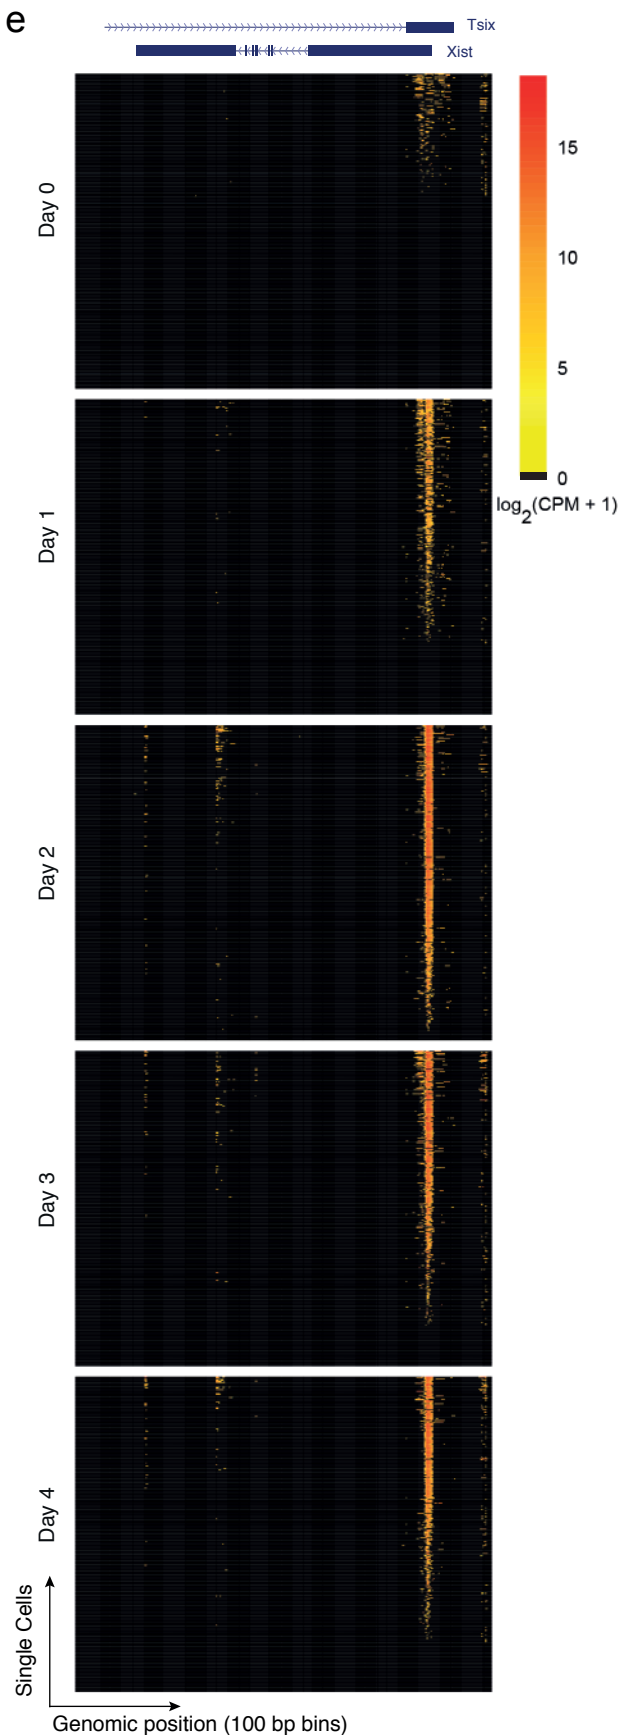

### Supplementary Figure 2: Unusual alignment pattern across the *Xist* gene

**(a-d)** Composite tracks across all cells show read distributions for three representative control genes (a-c) and *Xist* (d). In (d) a sequence segment next to the region to which most reads map is shown in detail. A polyT stretch that will generate a genomically encoded polyA stretch in the *Xist* RNA appeared to prime the reverse transcription reaction during library preparation. **(e)** Heatmaps describing the 100bp-binned read coverage across the *Xist* gene on the minus strand (chrX: 103,460,366 - 103,483,254, mm10) for all cells (rows), separately ordered for each time point by the total number of reads mapping to *Xist*. **(f)** Composite track around *Xist* as in (d), for a previously published scRNA-seq data set of murine fibroblasts using the CEL-seq2 protocol<sup>1</sup>.

## Supplementary Figure 3

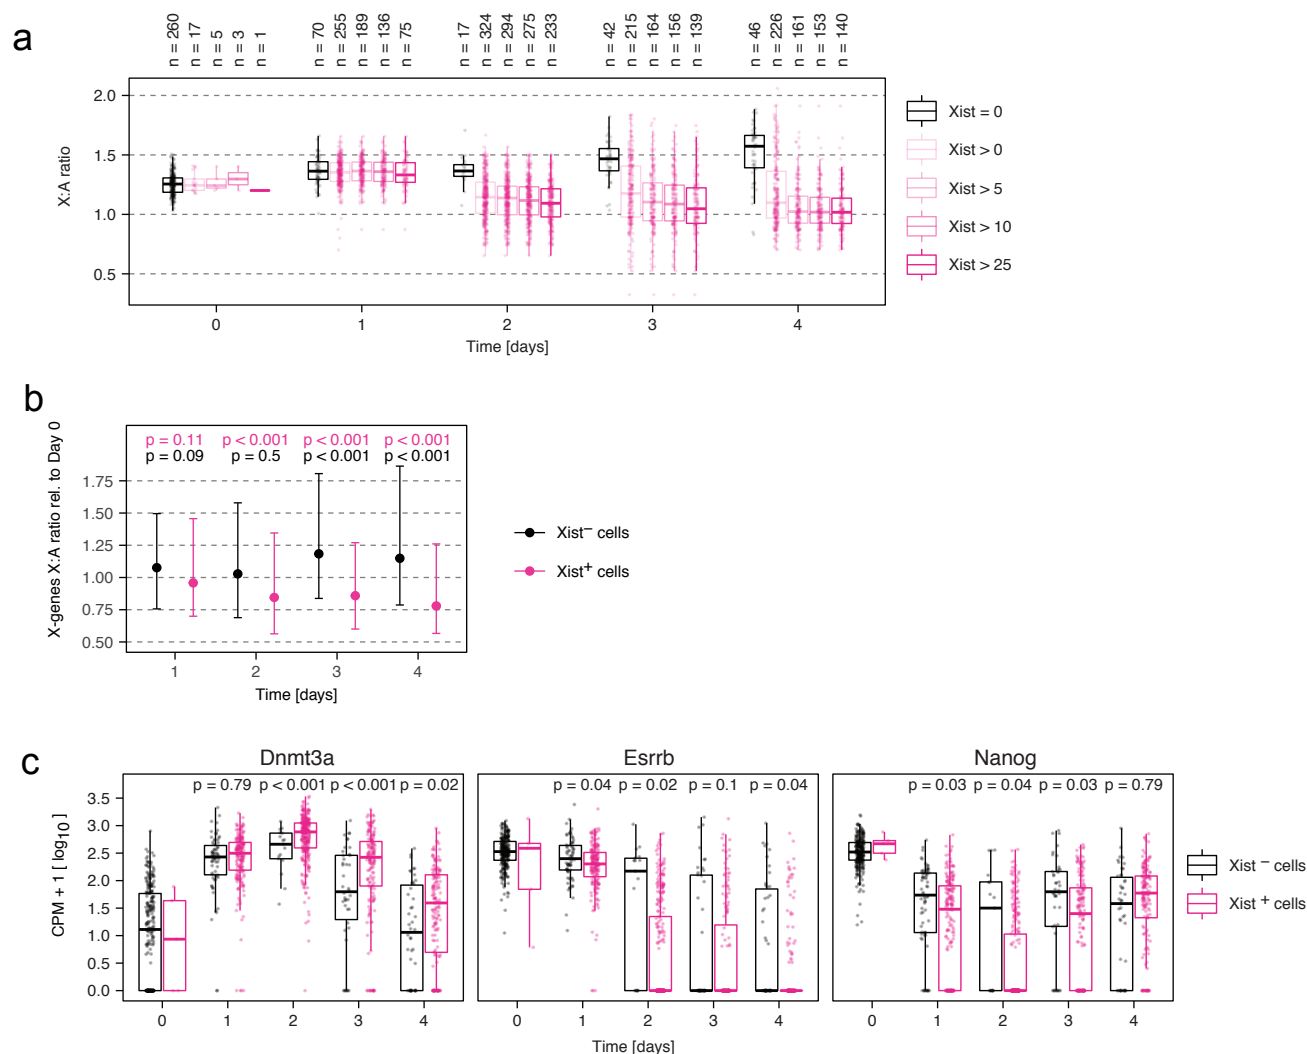

### Supplementary Figure 3. Marker gene expression and X:A expression ratios

**(a)** Box plot of the X-to-autosome expression ratio in Xist-positive (pink) and Xist-negative cells (black) for different count thresholds to classify cells as Xist-positive (0, 5, 10, 25). The number of cells in each group is given on top. **(b)** Average expression of each X-linked gene ( $n=372$ ) in Xist<sup>+</sup> and Xist<sup>-</sup> cells relative to average autosomal gene expression was normalized to the respective value at day 0. Autosomal genes not expressed at day 0 were excluded from the analysis. The median (circles) and the 25th and 75th percentiles (whiskers) are shown. Additionally, p-values of a Sign two-sided test ( $H_0$ : median = 1) are shown to test for a significant difference compared to day 0. **(c)** Box plots showing the distribution of the normalized expression of 3 marker genes in Xist-positive and Xist-negative cells. Additionally, p-values comparing the two groups with a two-sample unpaired two-sided Student's T-test are shown. In (a) and (c) the central mark indicates the median, and the bottom and top edges of the box indicate the first and third quartiles, respectively. The top and bottom whiskers extend the boxes to a maximum of 1.5 times the interquartile range. Dots represent individual cells. Source data are provided as a Source Data file.

## Supplementary Figure 4

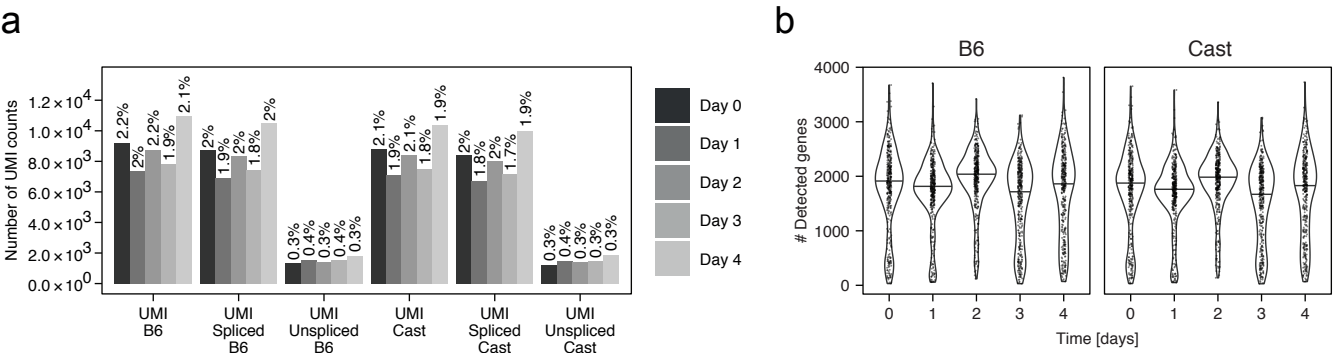

### Supplementary Figure 4. Allele-specific mapping statistics

**(a)** Alignment statistics, showing the median number of allele-specific reads across all sequenced cells ( $n=400$  cells per time point) for the indicated read groups. **(b)** Violin plot showing the distribution of the number of detected genes ( $\text{UMI} > 0$ ) with allelic resolution. Dots represent individual cells, horizontal lines indicate the median values. Source data are provided as a Source Data file.

## Supplementary Figure 5

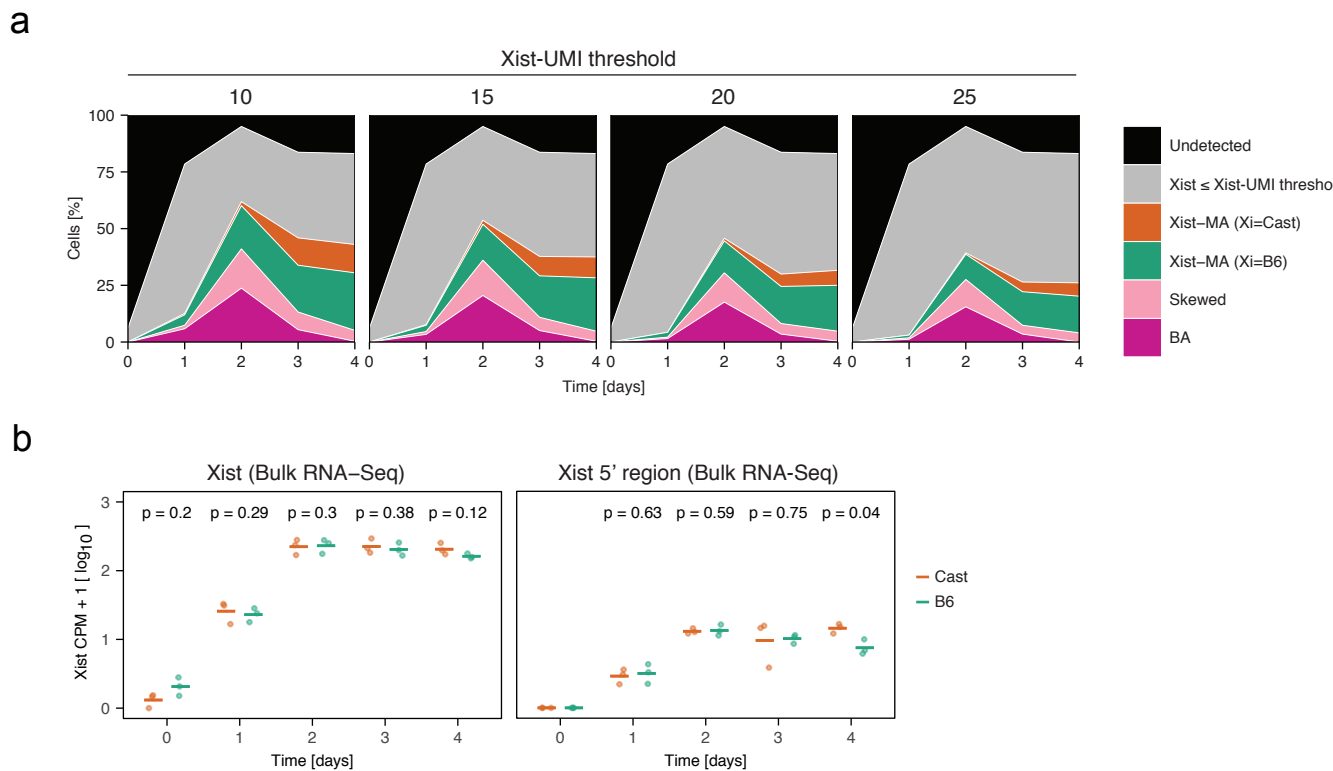

### Supplementary Figure 5. Xist classification and allelic expression analysis

**(a)** Xist pattern classification as in main Fig. 2b for different Xist-UMI threshold values, above which cell classification according to the allelic Xist expression pattern was performed (MA, BA, Skewed). **(b)** Allele-specific Xist expression levels estimated from bulk RNA-seq data in the TX1072 cell line, using all Xist SNPs (left), or only two SNP in Xist's 5'-end (right, chrX: 103,482,240 and chrX: 103,482,895, mm10) that were used for the scRNA-seq analysis. Horizontal lines indicate the mean across  $n=3$  biological replicates (dots). Additionally, p-values of a two-sample two-sided paired Student's T-test are shown. Source data are provided as a Source Data file.

## Supplementary Figure 6

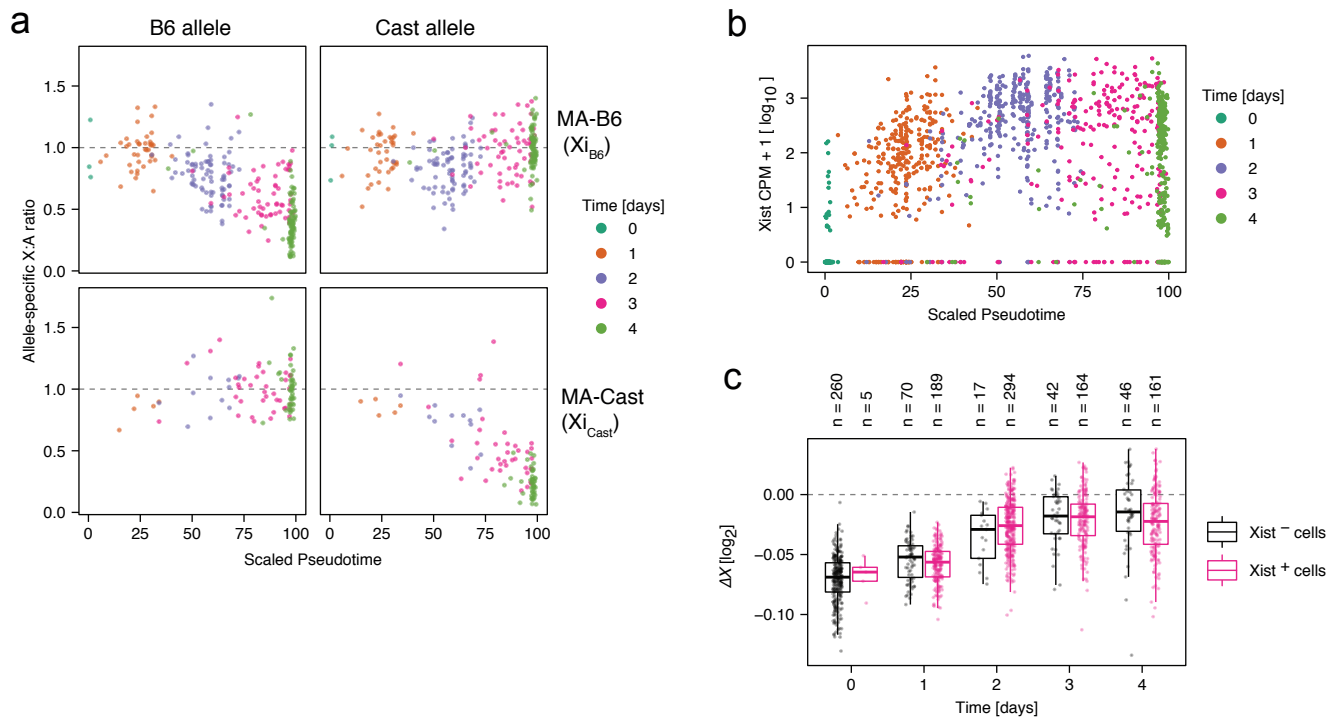

### Supplementary Figure 6. XCI and Xist expression is variable across pseudotime

**(a)** Comparison of allele-specific X-to-Autosome ratios for B6 (left) and Cast chromosomes (right) with scaled pseudotime as in Fig. 1b for MA-B6 (top) and MA-Cast cells (bottom). Cells are colored according to measurement time point. **(b)** Comparison of Xist expression levels and scaled pseudotime as in Fig. 1b. **(c)** Box plot of the log-ratio between RNA-velocity estimates of current and predicted normalized X-chromosomal gene expression ( $\Delta X$ ) in Xist-positive (pink) and Xist-negative cells (black). The number of cells in each group is given on top. The central mark indicates the median, and the bottom and top edges of the box indicate the first and third quartiles, respectively. The top and bottom whiskers extend the boxes to a maximum of 1.5 times the interquartile range. Dots represent individual cells. Source data are provided as a Source Data file.

Supplementary Figure 7

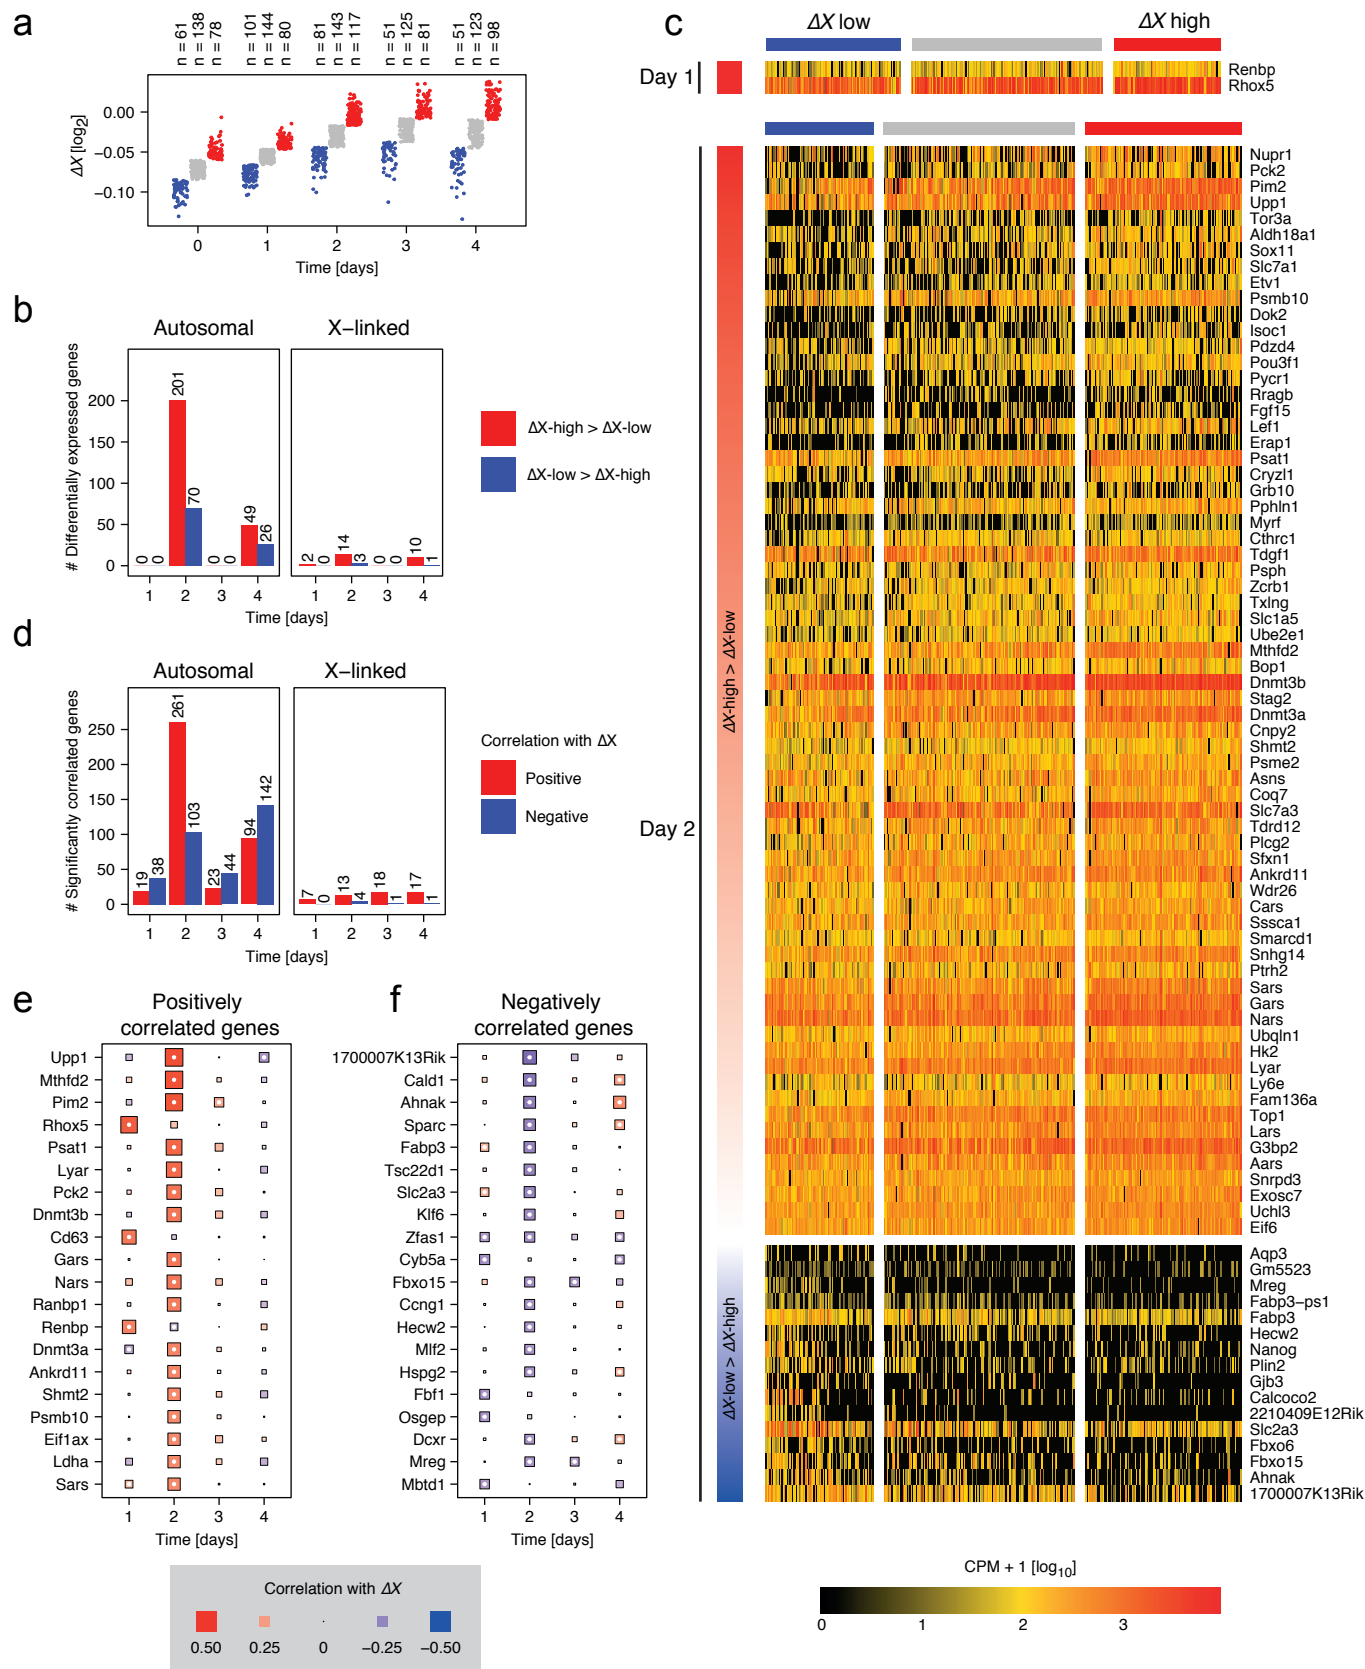

### Supplementary Figure 7: Identification of putative XCI regulators through velocity-based $\Delta X$ analysis

**(a)** Cell classification according to log-ratio between RNA-velocity estimates of current and predicted normalized X chromosome gene expression ( $\Delta X$ ). The highest and lowest cell clusters from a K-means clustering ( $K=3$ ) were classified as  $\Delta X$ -high (red) and  $\Delta X$ -low (blue). **(b)** Number of differentially expressed genes (DEGs), excluding Xist, between  $\Delta X$ -high and  $\Delta X$ -low cells on autosomes (left) and on the X chromosome (right) (BH-corrected p-value  $\leq 0.05$ ). **(c)** Heatmaps showing expression across cells for genes with BH-corrected p-value  $\leq 0.01$  with absolute fold change between  $\Delta X$ -high and  $\Delta X$ -low cells above 1.5 at day 1 (top) or day 2 (bottom). Cells are grouped according to the clustering shown in (a), genes are ordered by decreasing fold change. X-linked genes with  $\Delta X$ -low  $>$   $\Delta X$ -high are not shown. **(d)** Number of genes, whose expression is positively (red) or negatively (blue) correlated with the  $\Delta X$  estimate (Spearman's correlation test and BH corrected p-value  $\leq 0.05$ ) across cells of the same time point. **(e-f)** Spearman's correlation coefficients with the  $\Delta X$  estimate for positively (e) and (autosomal) negatively (f) correlated genes, excluding pseudogenes. Top 20 genes that exhibit a significant correlation (Spearman's correlation test and BH-corrected p-value  $\leq 0.05$ ) at day 1 or 2 are shown, ordered by decreasing absolute correlation coefficient. Size and color indicate the correlation coefficient as indicated. White dots represent significant correlations. Source data are provided as a Source Data file.

## Supplementary Figure 8

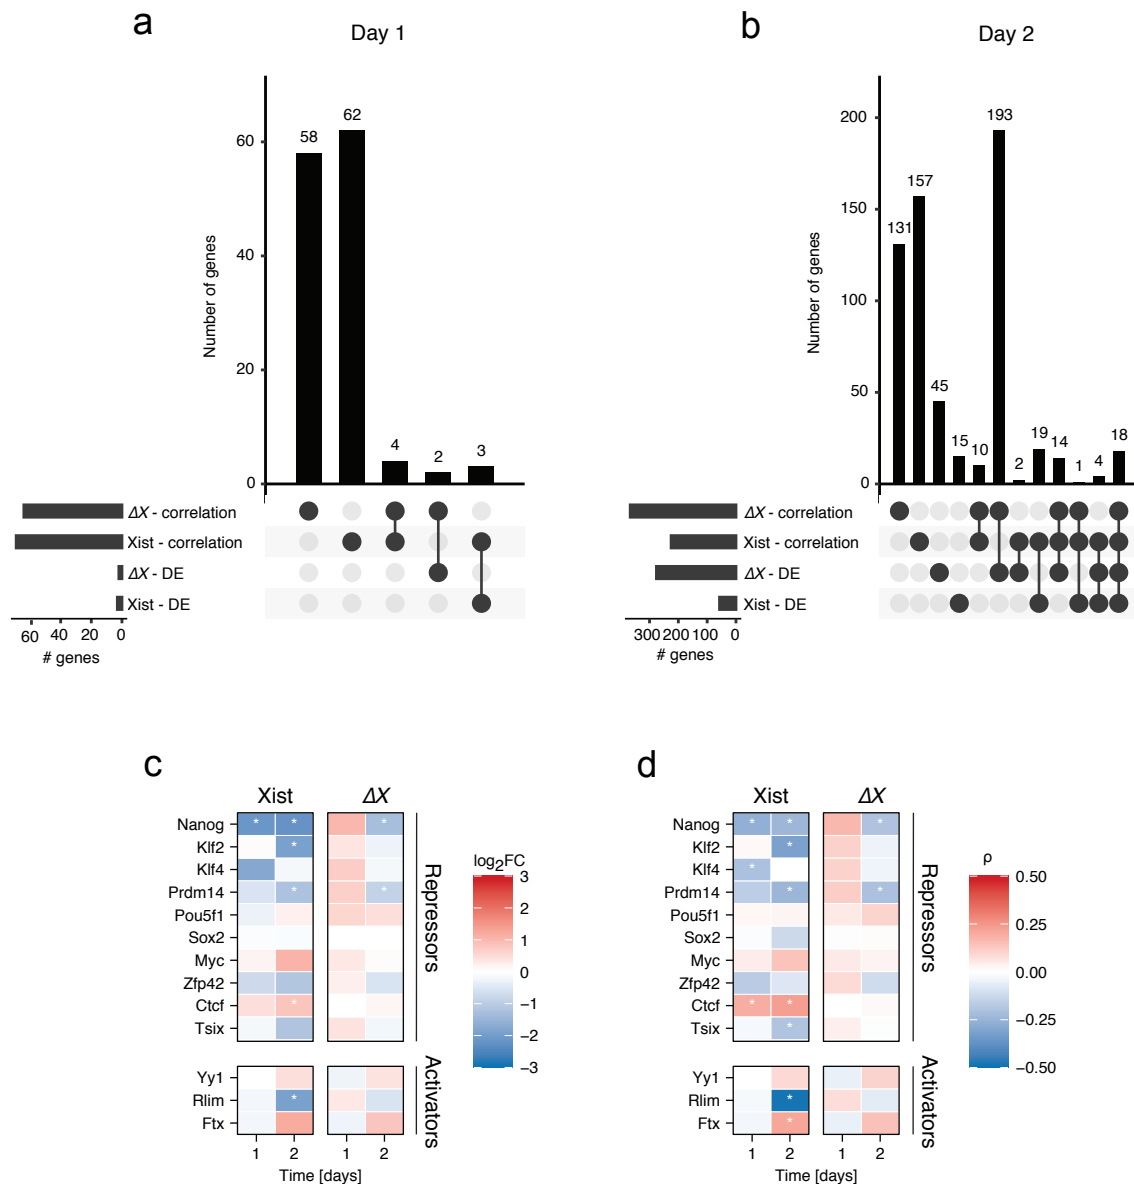

### Supplementary Figure 8: Identification of putative XCI regulators

**(a-b)** Overlap between putative regulators of early XCI identified through correlation and differential expression analyses (BH-corrected  $p$ -value  $\leq 0.05$ ) based on Xist expression and early gene silencing ( $\Delta X$ ) at day 1 (a) and 2 (b) of differentiation, excluding pseudogenes and X-linked genes with a negative correlation coefficient or  $\log_2FC$  (8501 autosomal and 346 X-linked genes tested). **(c-d)** The  $\log_2$ -transformed fold changes  $\log_2FC$  in (c) and Spearman's correlation coefficient in (d) are shown as in Fig. 5b+c for previously proposed Xist regulators, all of which, except Jpx, could be efficiently detected in the data set. Asterisks indicate significant genes (BH-corrected  $p$ -value  $\leq 0.05$ ). Source data are provided as a Source Data file.

## Supplementary Figure 9

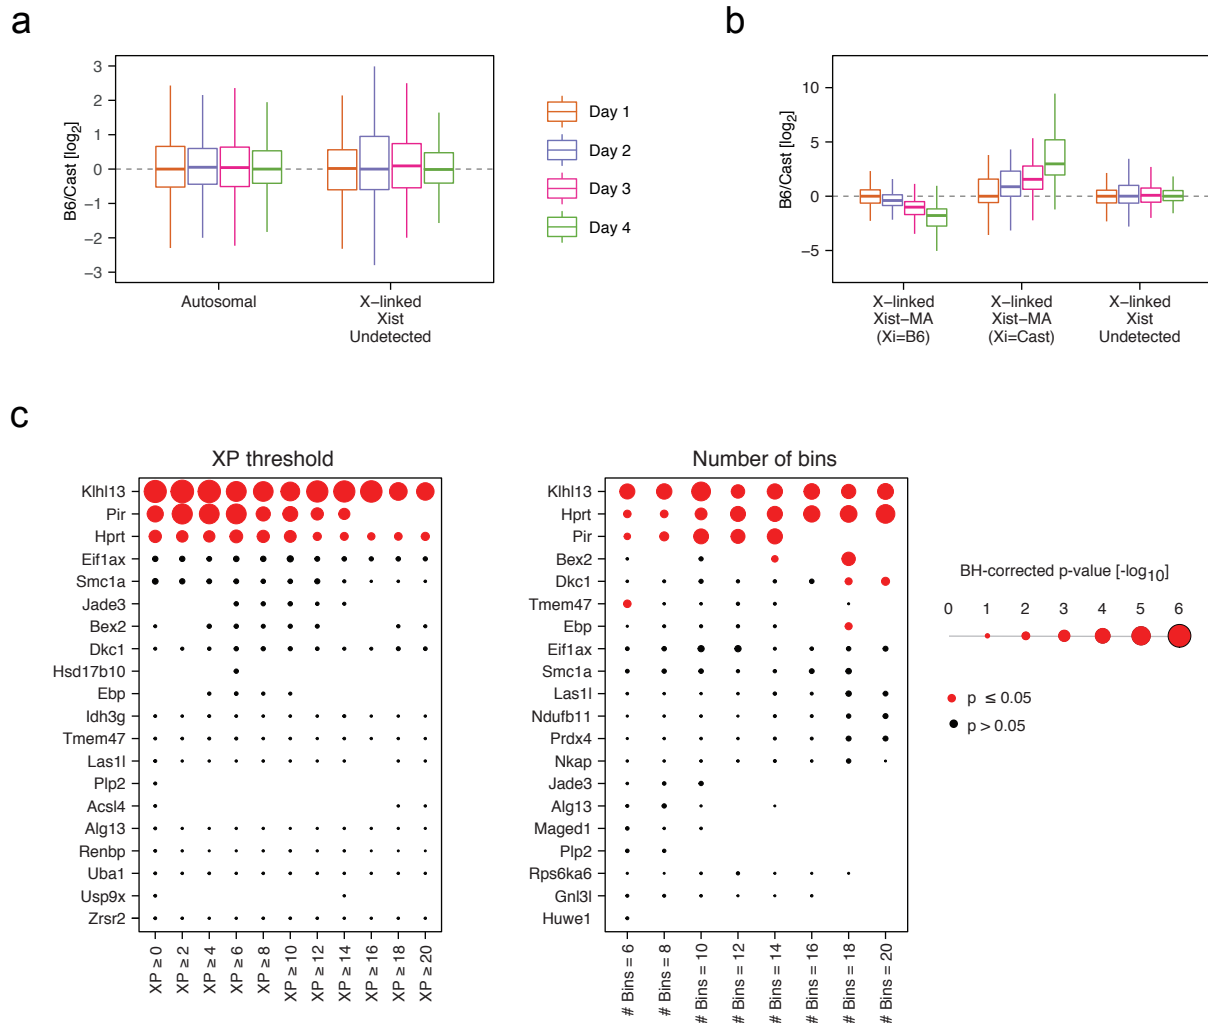

### Supplementary Figure 9: Gene Silencing analysis

**(a-b)** Box plots showing the distribution of the B6-to-Cast ratio of all autosomal ( $n=4859$ ) and X-linked genes ( $n=159$ ) as indicated, calculated by pooling all cells (for autosomal genes) and the indicated cell subsets for X-linked genes. The central mark indicates the median, and the bottom and top edges of the box indicate the first and third quartiles, respectively. The top and bottom whiskers extend the boxes to a maximum of 1.5 times the interquartile range. Outliers are not shown. **(c)** The differential silencing analysis in Fig. 6 was repeated with different values for the analysis parameters. The minimum XP threshold used to filter the cells included in the analysis (left) and number of bins into which the cells were grouped (right) were varied. The dot plot shows the results for the 20 genes (rows) resulting in the smallest BH-corrected p-values across all parameter sets (columns). The analysis was not performed (missing dot) for those parameter sets resulting in less than 5 bins containing a minimum of 5 cells or less than 25 total allele-specific counts. Source data are provided as a Source Data file.

## Supplementary Figure 10

**a**

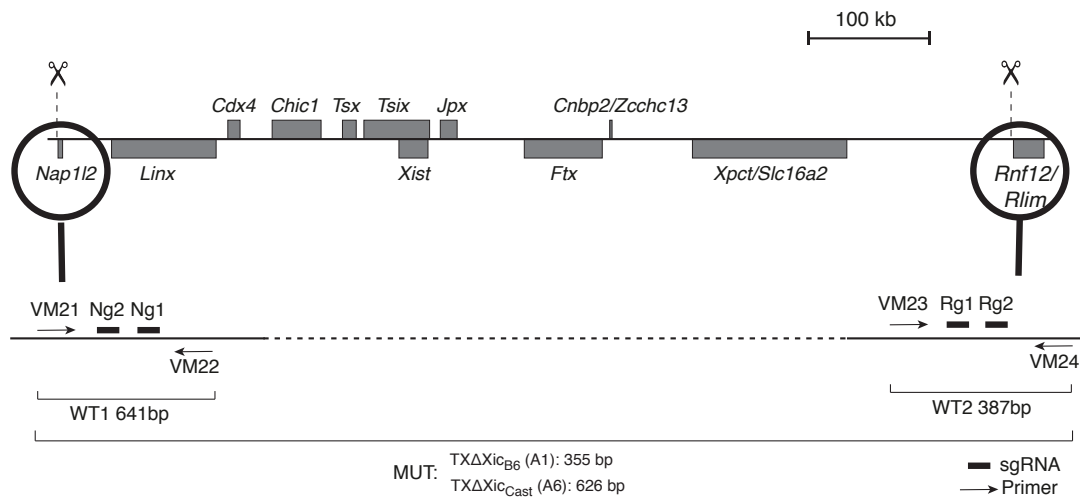

**b**

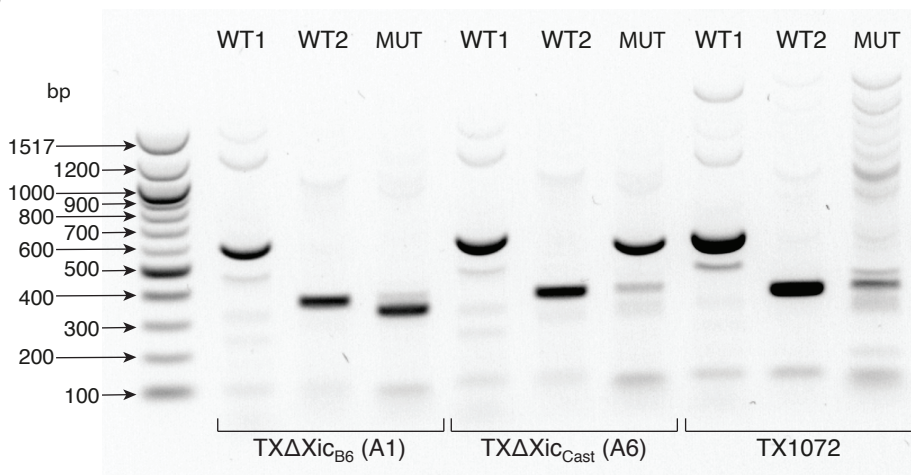

### Supplementary Figure 10: Generation of Xic deletion mESC lines

**(a)** Schematic representation of the X inactivation center (top). Genes on the plus strand are shown above the line and genes on the minus strand below. Scissors demark the deleted region. The position of the sgRNA used to generate the deletion (bars) and of the primers (arrows) used for genotyping are shown together with the expected sizes for the PCR products. **(b)** Genotyping PCRs for clones A1 and A6 and the parental cell line TX1072. The experiment was performed twice with similar results and the identity of the PCR bands was confirmed by Sanger sequencing. Source data are provided as a Source Data file.

# Supplementary Figure 11

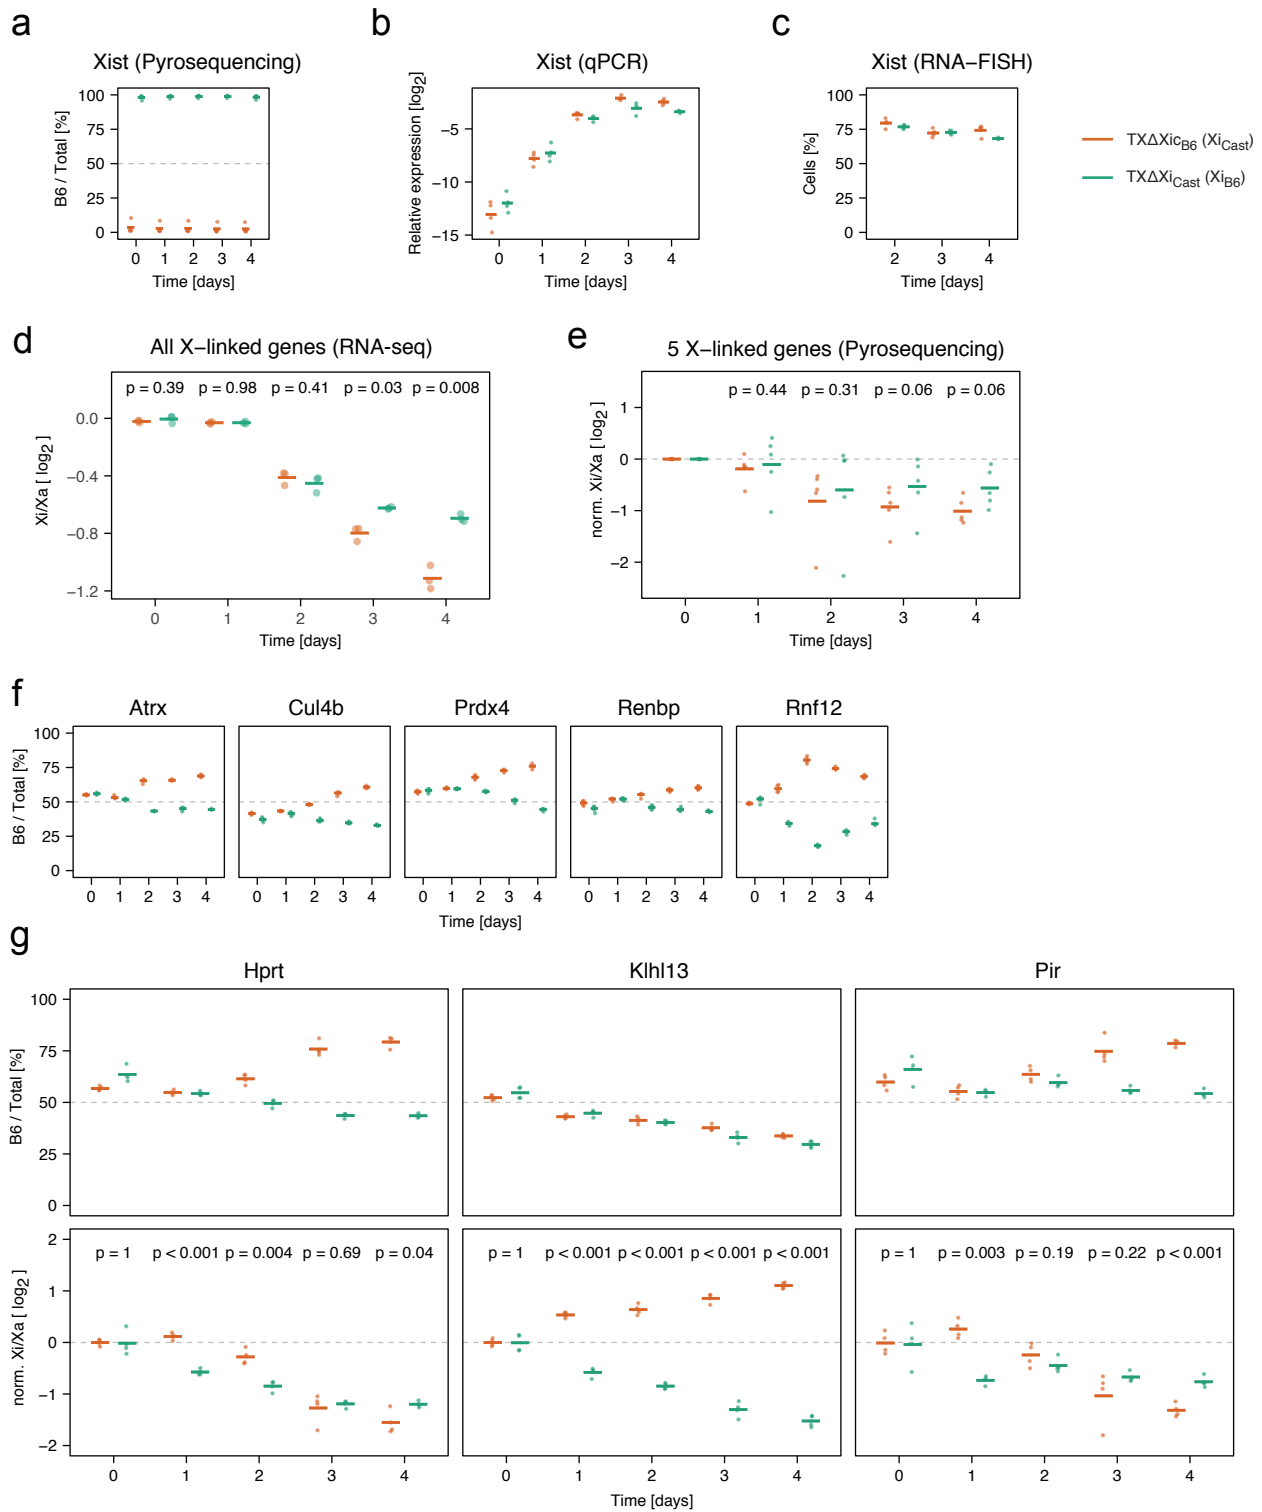

### Supplementary Figure 11: Independent validation of differential silencing dynamics

**(a-c)** Comparison of Xist expression patterns in differentiating TXΔXic<sub>B6</sub> and TXΔXic<sub>Cast</sub> mESCs. Allelic expression of Xist was assessed by pyrosequencing (a), relative expression was assessed by qPCR (b) and the frequency of Xist upregulation by RNA-FISH (c) for the experiments shown in Fig. 7. Horizontal bars represent the mean of n=4 biological replicates, which are shown as dots. **(d)** Xi:Xa expression ratio assessed by bulk RNA-seq for all X-linked genes, estimated through summing up all X-chromosomal reads, except those mapping to the deleted region. Dots represent n=3 biological replicates, the horizontal bar the mean. Significance between the two cell lines according to an unpaired two-sided two-sample Student's T-test is indicated. **(e-f)** Allelic expression assessed by pyrosequencing for 5 genes that exhibited similar XP<sub>50</sub> values on both alleles in the analysis in Fig. 6g (Renbp, Rlim, Prdx4, Cul4b, Atrx). In (e) the Xi:Xa expression ratios for 5 genes, averaged across 4 replicates and normalized to the average ratio on the pre-XCI state (day 0, dashed line), are shown (dots). The horizontal bar indicates the mean value across all n=5 genes. For each time point, the p-values were calculated using a Wilcoxon signed-rank two-sided test. In (f) dots represent n=4 biological replicates, horizontal lines indicate the mean values. **(g)** Allelic expression assessed by pyrosequencing for genes deemed as significantly differentially silenced between the two alleles in Fig. 6h. Dots represent n=4 biological replicates and horizontal lines the mean. The raw data (top) and the Xi:Xa expression ratios normalized to the average ratio on the pre-XCI state (day 0, dashed line) are shown (bottom). Additionally, p-values of a two-sample unpaired two-sided Student's T-test are shown. Source data are provided as a Source Data file.

# Supplementary References

1. Hashimshony, T. et al. CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq. *Genome Biol.* 17, 77 (2016).

# Supplementary material for: Integrated analysis of Xist upregulation and X-chromosome inactivation with single-cell and single-allele resolution
**Source:** Nat Commun. 2021 Jun 15;12:3638. doi: 10.1038/s41467-021-23643-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Data 1: Cell and gene filtering

Table summarizing the cell (Cell Filtering) and gene (Gene Filtering) filtering steps, as described in the Methods section. For both pre-processing steps, the table on top summarizes the number of cells or genes removed from the analysis for each filtering criterion.

### Supplementary Data 2: Cell and gene classification

Classification of cells according to Xist expression, gene silencing and pseudotime and classification of X-linked genes according to their silencing behavior during XCI.

### Supplementary Data 3: Identification of putative Xist regulators

Table summarizing the results of the differential expression analyses (*MAST: Xist High vs Low*, *MAST: ΔX High vs Low*) and the Spearman's correlation analyses (Spearman: Gene CPM vs Xist CPM, Spearman: Gene CPM vs ΔX), aiming to identify putative Xist and XCI regulators for each time point throughout cellular differentiation. In both analyses, the FDR column represents the Benjamini-Hochberg adjusted p-values.

### Supplementary Data 4: Reagents

Primer and sgRNA sequences for cell line generation (TXdeltaXic), RNA FISH probes (FISH Probes), Pyrosequencing assays (Pyrosequencing), qPCR primers (qPCR) .

# Supplementary material for: Integrated analysis of Xist upregulation and X-chromosome inactivation with single-cell and single-allele resolution
**Source:** Nat Commun. 2021 Jun 15;12:3638. doi: 10.1038/s41467-021-23643-6
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Zen v2.3 software (Zeiss) was used for acquisition and analysis of microscopy images.

Data analysis Data processing was performed with Drop-seq (v.1.12), SNPSplit (v.0.3.2), STAR (v.2.5.2b), and R (v.3.6.1) using the R packages data.table (v.1.12.8), doParallel (v.1.0.15), foreach (v.1.5.0), edgeR (v.3.26.8), plyr (v.1.8.6), Rsubread (v.1.34.7), R.utils (v.2.10.1). All downstream analyses were performed using custom R scripts, making use of the open-source R packages biomaRt (v.2.40.5), data.table (v.1.12.8), doParallel (v.1.0.15), dplyr (v.1.0), edgeR (v.3.26.8), ggalluvial (v.0.11.3), ggplot2 (v.3.3.2), ggrepel (v.0.8.2), gridExtra (v.2.3), lsr (v.0.5), MAST (v.1.10), matrixStats (v.0.56.0), monocle (v.2.12.0), multidplyr (v.0.0.0.9000), openxlsx (v.4.2.2), pcaMethods (v.1.76.0), pheatmap (v.1.0.12), plyr (v.1.8.6), readxl (v.1.3.1), reshape2 (v.1.4.4), R.utils (v.2.10.1), scan (v.1.12.1), tidyr (v.1.1.0), umap (v.0.2.6.0), UpSetR (v.1.4.0), velocity.R (v.0.6). The code is available on [https://github.com/EddaSchulz/Pacini\\_paper](https://github.com/EddaSchulz/Pacini_paper).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

ScRNA-seq and bulk RNA-seq data generated during this study are available via GEO with identifier GSE151009 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151009>] as raw fastq files and as the unfiltered not-AS and AS count tables together with the list of SNPs used for allele-specific analysis. Source data for all

figures are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to determine sample size. The sample size (400 cells per time point) was chosen, because this is the minimum possible with the microfluidics systems used. Smaller experiments were performed in 4 independent biological replicates, since that number is feasible and allows statistical analysis of the results.                                |
| Data exclusions | A series of filtering steps were performed to exclude low-quality cells and lowly expressed genes from the analysis. The exclusion criteria were not pre-established. Information on mitochondrial reads, ERCC spike-in reads and detected genes were used, because they are known to be associated with cell viability, and it is state-of-the-art to use them for cell filtering. |
| Replication     | Due to the high costs associated with the experiment it was not repeated.                                                                                                                                                                                                                                                                                                           |
| Randomization   | A random subset of cells was captured at the microfluidic chamber at each time point. For all other experiments, ES cells used in this study were grown under identical conditions and differentiation was induced at different days for each biological replicate. No randomization was used.                                                                                      |
| Blinding        | Cells were grown under identical conditions and subsequently all samples are processed in parallel, such that blinding is not applicable.                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                        |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Mouse embryonic stem cells derived from a blastocyst.                                                                                  |
| Authentication                                                       | No authentication required because the cell lines was derived in the laboratory. Number of X-chromosomes present was tested regularly. |
| Mycoplasma contamination                                             | Cell line was tested for mycoplasma regularly, with negative results.                                                                  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | no such cell line used.                                                                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

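The data are from female mouse embryonic stem cells of the line TX1072 (B6 × Cast) and from its derivatives TXΔXic_B6_ and TXΔXic_Cast_. Single TX1072 cells were sequenced at days 0 to 4 of differentiation, with 400 capture sites and a single culture per day, and bulk RNA was sequenced at the same days with 3 replicates per line and day. For the single-cell files, the authors aligned the reads with STAR to the mm10 genome, masked at the SNPs between B6 and Cast, and deposited raw counts of distinct UMIs per gene and capture site, in all, per allele, and for spliced and unspliced transcripts. For the bulk files, the authors aligned read pairs to the same masked genome and deposited raw counts of uniquely aligned reads per gene from featureCounts, in all and per allele. The allele was assigned by SNPsplit. The authors also deposited the mm10 positions of the SNPs, called from ChIP input of this line, from which no value was computed here. Each count file was checked to hold whole numbers with a different total per sample.

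Retained cells (1472 of 2000 capture sites) and Xist classes were taken from Supplementary Data 2. The single-cell table held 34195 genes besides 75 ERCC sequences. Genes detected in over 20% of retained cells and with at most 90% of allele-specific counts on 1 allele were kept, which left 9276 genes. A cell was called Xist-positive with more than 5 Xist UMIs, and biallelic with at least 20% of allele-specific Xist UMIs on the minor allele. The X:A ratio used 1000 bootstraps of autosomal genes with a fixed seed. XP used a pseudocount of 0.01, or 0.1 where it was set beside Supplementary Data 2. XP_50_ was fitted through the origin over 10 bins of cells with XP over 10%, where a bin needed 5 cells and 25 UMIs and a gene needed 5 bins. Retained cells held between 43060 and 300322 UMIs, with a median of 132847, and none had fewer than the 40000 UMIs to which cells were thinned. A share of cells has its exact Clopper-Pearson interval at 95% confidence. Cells of a culture are not replicates, so no p-value was computed from them.

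Bulk libraries held between 19827011 and 39628784 counts in TX1072, 20246434 and 49962859 in TXΔXic_B6_, and 16906263 and 57920260 in TXΔXic_Cast_. In the deletion lines between 5.21% and 34.9% of them were assigned to an allele. Differential expression was tested with edgeR (quasi-likelihood test, TMM factors, filterByExpr, Benjamini-Hochberg adjusted p of 0.05, two-sided), with the 15 TX1072 libraries in 1 fit and the 30 deletion-line libraries in another. Differential silencing was tested on the allele-specific counts of X-linked genes, with 60 columns, a term per library, and the interaction of allele with line for the change from day 0. In this test both alleles of a library shared a library size. Single values were compared by exact permutation tests, which cannot give a p under 0.1 for 3 against 3, or by sign-flip tests of 3 pairs, which cannot go under 0.25. Xi:Xa ratios used the X-linked genes outside the deleted region (X, 103182257 to 103955531). The median over genes took genes with at least 50 allele-specific counts and a pseudocount of 1.

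On simulated counts with 200 changed genes, edgeR recovered 94% in the TX1072 design and 95% in the deletion-line design, with 4.57% and 3.06% of its calls false, and DESeq2 recovered 96% and 95.5% with 12.7% and 9.91% false. The silencing test, tested on simulated data, recovered 134 of 186 changed genes with 3 false calls. This simulation gave both lines the same course of silencing outside the changed genes. It had no shift shared by the chromosome, so it does not give the error rate of the calls in the data. Simulated log2 Xi:Xa ratios of 0, -0.5 and -1.5 were estimated as 0.01, -0.49 and -1.50.

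The reporting summary of the paper states that each biological replicate was differentiated on a different day, so replicate numbers pair the samples. As a check of the pairing, deviations from the group mean were correlated between libraries. In TX1072 the median correlation was 0.215 between libraries of the same number (18 of 30 over 0.1) and -0.126 between others (9 of 60 over 0.1). In the deletion lines it was 0.338 within a line (54 of 60), 0.293 between the lines on the same day (9 of 15) and -0.168 between other numbers (73 of 270).

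The genes named are those that the paper names in the sentence concerned, the 3 largest increases and the 3 largest decreases of each bulk comparison among genes past the adjusted p, without overlap of replicates and with a mean count of at least 100, and the 5 smallest adjusted p of differential silencing at day 4. This rule, the main settings and all alternatives except 7 were set before the data were examined. The alternatives covered DESeq2 in place of edgeR, DESeq2 size factors, no filter on low counts, a replicate block, each replicate or capture column left out in turn, other count minimums and pseudocounts, other thresholds for Xist, allele classes, gene detection and XP, all deposited cells, and cells thinned to 1 depth. The 7 added after the values were seen are X:A without Xist, biallelic against monoallelic cells without Xist and at like Xist UMIs, the autosomal ratio over filtered genes, XP with Xist, a difference of mean log2(CPM + 1), and silencing without both libraries of low allele-specific share. RNA velocity, the MAST and Monocle models, the UMAP embedding and the ΔX measures were not repeated. The sequences of capture-site barcodes were not needed. Values were computed with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3 (edgeR 4.0.16, DESeq2 1.42.0).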

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

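Chosen after the results were seen were the fit of differential silencing without the pair of libraries with a low allele-specific share and the tally of splits by the number of replicate pairs they part.

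The paper does not test bulk TX1072 for genes that change between days. Against day 0, edgeR called 8863 of 18871 genes at day 1 (4444 higher, 4419 lower), 10566 at day 2 (5436 and 5130), 10581 at day 3 (5312 and 5269) and 11242 at day 4 (5693 and 5549) at an adjusted p of 0.05. DESeq2 called 8827, 10758, 10805 and 11564 genes, and edgeR with no filter called 9247, 11265, 11297 and 12235. Without replicate 1, 2 or 3 the counts were 6847, 8379 and 6330 at day 1 and 9624, 10696 and 9334 at day 4. The replicates of both days did not overlap for 9604, 11180, 11224 and 11668 genes, where chance gives 10%. Among the genes picked by rule (the 3 largest increases and decreases of each comparison), those with over 3 counts in all in the lower group were, for increases, Car4 at day 1 (log2 9.51, SE 0.298, adjusted p 1.7e-13), day 3 (11.87, adjusted p 4.9e-15) and day 4 (12.22), and Tagln at day 4 (12.25, SE 0.302, adjusted p 4.4e-15). For decreases they were Gata2 (-7.00, SE 0.274, adjusted p 1.8e-12) and Ffar3 (-6.98, SE 0.342, adjusted p 2.5e-11) at day 1, Stk33 at day 2 (-9.07, SE 0.264, adjusted p 2.8e-14), and Pramel6 at day 3 (-9.59, SE 0.333, adjusted p 1.1e-13) and day 4 (-10.54, SE 0.352, adjusted p 5.6e-14), each in 3 of 3 replicates. With 1 replicate left out, the log2 value of Pramel6 at day 4 ranged from -12.67 to -10.00. That of Car4 ranged from 9.12 to 10.74 at day 1 and from 11.84 to 13.41 at day 4. That of Tagln at day 4 ranged from 11.97 to 12.52. The direction held, while the size of the change in Pramel6 and Car4 depends on single libraries.

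Other genes picked by the same rule had 3 or fewer counts, or none, in the lower group, so mean CPM is given and no fold change. Against day 0, Grm6 was at 13.3 against 0 and Ccdc194 at 8.08 against 0 at day 1, and Ccdc194 was at 13.4 against 0 at day 2. Gbp2 was at 14.8, 18.7 and 56.8 against 0 at days 2, 3 and 4, and Enpp2 at 268 and 169.9 against 0.0330 at days 2 and 3. Sp5 fell from 21.6 to 0.0300 at day 1 and 0.0222 at day 2, Srarp from 29.0 to 0.0186, 0 and 0.0114 at days 2, 3 and 4, Cd3d from 19.7 to 0.0120 at day 3 and Gm13128 from 26.9 to 0 at day 4.

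The 6 libraries of each TX1072 comparison can be split in 10 ways. The real split alone gave as many genes (1 of 10 in each of the 4 comparisons), also among the 4 splits that part all 3 replicate pairs, and edgeR called none in the others, but 10 splits are too few for the splits alone to exclude chance. The replicates did not overlap for 9604 of 18871 genes at day 1 and 11668 at day 4, where chance gives 10%. For the genes as a set this argues against chance. Genes are not independent replicates, so no p-value is drawn from it. Differentiation, the condition of the design, remains as the explanation, and no other cause was tested.

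The paper compares the deletion lines for Xist and for X-linked allelic ratios, not for the level of other genes. Between TXΔXic_Cast_ and TXΔXic_B6_, edgeR called 3929 of 19885 genes at day 0 (1960 higher in TXΔXic_Cast_, 1969 lower), 80 at day 1 (46 and 34), 74 at day 2 (39 and 35), 251 at day 3 (176 and 75) and 1165 at day 4 (798 and 367). DESeq2 called 4475, 140, 136, 498 and 1589 genes, edgeR with no filter 3709, 198, 200, 575 and 1406, and edgeR with a replicate block 4989, 115, 124, 447 and 1772. The replicates of the lines did not overlap for 5397, 2320, 2883, 2919 and 4516 genes, where chance gives 10%. Leaving out replicates 1, 2 and 3 gave 2302, 2924 and 791 genes at day 0, 4, 2 and 24 at day 1, 43, 10 and 33 at day 3, and 424, 384 and 342 at day 4. At day 2 it gave 20, 0 and 30, and DESeq2 was run with all replicates only. Beside the 0 of edgeR without replicate 2 stand 528 of 19960 genes at an unadjusted p under 0.05. These are fewer than chance gives at that limit, so they are no sign of a remaining difference. Of the 10 splits of each day the real split alone gave as many genes (1 of 10 on each of the 5 days), and the 4 splits that part all replicate pairs gave none besides it, but 10 splits are too few for the splits alone to exclude chance. A split at day 0 that keeps pairs of replicates together gave 3795 genes.

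At day 0, Snord15a was higher in TXΔXic_Cast_ (log2 2.11, SE 0.617, adjusted p 0.0160) and mt-Nd2 lower (-2.90, SE 0.390, adjusted p 1.9e-05), each in 3 of 3 replicates. At mean CPM under 1, 2610307P16Rik was at 0.0734 against 0, Tmem154 at 0.119 against 0.0136, Hgf at 0.0179 against 0.221 and Sorbs2 at 0.0247 against 0.240. At day 1, Mageb16 (0.95), Ido2 (0.90) and Tmem126b (0.87) were higher and She (-1.53, SE 0.168, adjusted p 1.1e-05), Ccnd2 (-1.41) and Spats2l (-1.35) lower. At day 2 these were Gm48377 (1.62), Ctsc (1.11) and Neurod1 (1.08), and Fgf17 (-1.26), Tgfbi (-1.23) and Ddr2 (-1.19). At day 3 they were Acta2 (2.76), Synpo2l (1.93) and Loxl4 (1.74), and Tuba3b (-1.37), Accsl (-1.24) and Myo7a (-1.10, SE 0.122, adjusted p 2.6e-05). At day 4 they were Serpina3h (2.68), Acta2 (2.17, SE 0.391, adjusted p 0.00107) and Emp1 (2.15, adjusted p 0.000444), and Nkx1-2 (-1.75), Gfra1 (-1.59) and Trh (-1.53). Over the alternatives, the adjusted p stayed at or under 0.00637 for mt-Nd2, 0.0319 for She, 0.0262 for Myo7a, 0.0311 for Acta2 at day 4 and 0.0201 for Emp1, while each of the others exceeded 0.05 in at least 1 of them.

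The number of genes at day 0 is larger than at any later day. Mitochondrial genes held 1.23% (SD 0.487, n = 3) of the counts in TXΔXic_B6_ and 0.218% (SD 0.0939) in TXΔXic_Cast_ at day 0 (exact permutation p = 0.1, the smallest possible), against exact p of 0.5 to 0.7 on the other days, and 22 of 25 mitochondrial genes were lower in TXΔXic_Cast_ with a median log2 of -1.99. An earlier or later state of differentiation is argued against, since Spearman's ρ of the day-0 difference with the change of TX1072 from day 0 to 1 was 0.0467 over 18382 genes. The methods of the paper state that RNA of undifferentiated TXΔXic_Cast_ samples was degraded and that its fragmentation was adjusted, at this day and in this line alone. Degraded or differently fragmented RNA of the TXΔXic_Cast_ libraries of day 0 cannot be told apart from a difference of the lines, since ρ with exonic length was -0.0450 and lay near those of the other days (-0.00633 to 0.0782). Open explanations are this technical difference of the day-0 libraries and an untested difference between the lines in 2i/Lif medium.

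By day 4, ρ of the difference between the lines with the change of TX1072 from day 3 to 4 was 0.340, against -0.16 to 0.274 on the earlier days. A different pace of differentiation of 1 line is a candidate explanation for a part of the day-4 genes. The level of X-linked genes in TXΔXic_Cast_ relative to autosomal genes was higher by 0.189 on the log2 scale at day 4, after -0.14, -0.02, 0.02 and 0.11 at days 0 to 3, with 110 X-linked genes higher and 14 lower. Less complete silencing of the X chromosome in TXΔXic_Cast_ may contribute to it, and its less negative Xi:Xa ratio goes the same way. Neither explanation excludes the other, and a difference between the lines other than the deleted allele was not tested.

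For X-linked genes, the change of the Xi:Xa ratio from day 0 was tested for a difference between the lines, while the paper tests single genes. Each of these differences also rests on the day-0 libraries of TXΔXic_Cast_, whose RNA the paper describes as degraded. Of 523 genes, edgeR called 82 at day 1 (33 with a higher and 49 with a lower change in TXΔXic_B6_, where Cast is the Xi). It called 101 at day 2 (39 and 62), 124 at day 3 (28 and 96) and 184 at day 4 (26 and 158). DESeq2 called 66, 90, 112 and 170. At day 1 the log2 Xi:Xa ratio of the whole chromosome was -0.03 in both lines. The calls of that day are differences in the allelic ratio and need not reflect silencing. Without replicate 1, 2 or 3 edgeR called 62, 46 and 64 at day 1 and 151, 118 and 138 at day 4. Without the pair of libraries of low allele-specific share the counts were 78, 97, 115 and 178. At day 4 the smallest adjusted p were those of Klhl13 (log2 difference 2.67, SE 0.113, adjusted p 1.3e-117), Msn (-1.96, SE 0.109, 5.9e-68), Prps2 (-3.48, SE 0.198, 1.4e-65), Ap1s2 (-3.92, SE 0.239, 9.9e-58) and AU015836 (-3.16, SE 0.215, 3.8e-46). In the same order, these genes already differed by 1.04, -1.04, -2.08, -0.54 and -2.42 at day 1. Pir (-1.37, SE 0.267, adjusted p 2.8e-06) and Hprt (-1.03, SE 0.124, 2.5e-15) were more silenced on Cast at day 4.

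The number of these genes, and how many of them fall on either side, depends on the scaling. With size factors per allele column, which remove a shift shared by the chromosome, the median log2 difference over all genes at day 4 moved from -0.48 to 0.11, and the number of genes from 184 to 112 (67 less and 45 more silenced on Cast), of which 75 were shared. Relative to that shift Klhl13 was at 3.27, Msn at -1.36, Prps2 at -2.87, Ap1s2 at -3.33, AU015836 at -2.55, Pir at -0.74 and Hprt at -0.43, so that these 7 genes differ from the chromosome as a whole in the direction given. As many genes as in the real split were found in 4, 4, 4 and 1 of the 10 splits at days 1 to 4, and among the 4 splits that part all replicate pairs in 2, 2, 2 and 1. Other splits gave 42 to 182, 42 to 169, 55 to 169 and 60 to 150 genes. In them the day-0 libraries keep their line, so that a difference at day 0 enters each, and these splits can neither exclude chance nor speak for it. Sequence differences between B6 and Cast at each gene are confounded with the deleted allele. So is the doxycycline-responsive promoter of Xist on B6, which lies in the region that TXΔXic_B6_ lacks. Faster silencing on Cast and strain variants at single genes stay open, the latter untested. A difference of the lines in the share of cells that inactivate an X chromosome was not tested with these counts, and the paper reports a similar share of Xist-expressing cells by RNA FISH.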

How the results depend on the processing

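Chosen after the values were seen were the settings X:A without Xist, biallelic against monoallelic cells without Xist or at like Xist UMIs, the autosomal ratio over filtered genes, XP with Xist, the difference of mean log2(CPM + 1), and silencing without both libraries of low allele-specific share. In all, 1689 values were recomputed under an alternative. Of these, 1445 kept their direction and their side of the threshold, or stayed within the replicate spread, the counting interval or 1.5 times the count. 133 moved further, 71 fell short of the threshold in the same direction, 1 passed it, and 39 changed direction. Among the 713 values with 1 replicate or capture column left out, 619 held, 16 moved, 60 fell short and 18 changed direction. Among the 976 values of the other alternatives these were 826, 117, 11 and 21, and 1 passed the threshold. Unless stated, the cause was not tested.

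For the change over time in TX1072, the numbers of genes and the named genes held in all 84 values with a replicate left out and in all 112 others, which does not cover the other genes called. Between the deletion lines, the number of genes depends on the tool at days 1, 2 and 3, with 140, 136 and 498 by DESeq2 and 198, 200 and 575 with no filter except genes with 0 counts in every sample. With a replicate block it was 124 at day 2, 447 at day 3 and 1772 at day 4. With a replicate left out, the number of genes ranged from 791 to 2924 at day 0 and 2 to 24 at day 1. It ranged from 0 to 30 at day 2, 10 to 43 at day 3 and 342 to 424 at day 4. At day 2 edgeR without replicate 2 gave 528 of 19960 genes at an unadjusted p under 0.05, fewer than chance gives. Of the named genes of this comparison, 50 fits with a replicate left out fell short of the threshold (18, 21 and 11 without replicates 1, 2 and 3). These fits have 2 samples per group and so fewer degrees of freedom.

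Differential silencing moved to 298 genes in the day-4 contrast without day 0 (142 shared) and to 112 with DESeq2 size factors per allele column. The latter move all genes by construction, since they remove the shift shared by the chromosome, and with them the log2 difference changed direction for Hprt at day 1 (0.0097) and 2 (0.071), Rlim at day 2 (0.026) and 4 (0.17), Renbp at day 3 (0.013) and 4 (0.35), Prdx4 at day 1 (0.0077) and Atrx at day 2 (0.060), 3 (0.092) and 4 (0.15). With a replicate left out, 46 to 64 genes were called at day 1 and 118 to 151 at day 4. The log2 difference changed direction for Pir at day 1 (-0.51 to 0.27) and 2 (-0.64 to 0.25), Hprt at day 2 (-0.093 to 0.0039) and Prdx4 at day 1 (-0.23 to 0.023) without replicate 3, and for Renbp (-0.47 to 0.024) and Atrx (-0.081 to 0.065) at day 2 without replicate 1. Without the pair of libraries of low allele-specific share, 46 of 48 values of named genes held and 2 fell short.

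For the Xi:Xa ratio of the whole chromosome, the difference between the lines at day 1 was 0.016 normalized to day 0 and 0.00122 without the 10 genes with most allele-specific counts, and at day 2 it was -0.13 as a median over genes. With a replicate left out it ranged from -0.00220 to 0.000548 at day 1. The differences at days 3 and 4 kept their direction under all of these. For the median over genes, a minimum of 200 allele-specific counts gave -0.041 at day 0, -0.041 at day 1 and -0.89 at day 3 in TXΔXic_B6_ and -0.57 at day 3 in TXΔXic_Cast_. A minimum of 10 gave -0.071 at day 1 in TXΔXic_B6_, and -0.64 at day 3 and -0.71 at day 4 in TXΔXic_Cast_. A pseudocount of 5 gave -0.064 at day 1 in TXΔXic_B6_, and -0.59 and -0.68 at days 3 and 4 in TXΔXic_Cast_.

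For single genes the difference between the lines changed direction without normalization to day 0 for Cul4b at day 1 (0.38) and 2 (0.27) and for Atrx at day 2 (0.033). With a replicate left out it did so for Pir at day 1 (-0.24 to 0.33) and 2 (-0.53 to 0.28), Hprt (-0.12 to 0.020), Renbp (-0.42 to 0.10) and Atrx (-0.089 to 0.075) at day 2, and Prdx4 at day 1 (-0.13 to 0.011). Klhl13 did not change direction under any alternative. The difference in the level of Xist between the deletion lines ranged from -0.60 to 0.24 at day 0 and from -0.40 to 0.064 at day 2, and the B6 to Cast ratio of Xist in TX1072 from -0.24 to 0.0024 at day 1 and -0.20 to 0.041 at day 3.

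In single cells, leaving out 1 capture column at a time kept all 50 values of the Xist-positive share, 90 of the X:A ratio and 60 of the allele classes. The share of Xist-positive cells at days 0 to 4 was 6.14%, 78.5%, 95.01%, 83.7% and 83.1% with more than 0 Xist UMIs, and 0%, 31.7%, 74.5%, 56.4% and 51.5% with each cell thinned to 1 fixed number of UMIs. More than 10 Xist UMIs gave 41.8% and 80.6% at days 1 and 2, and all deposited cells gave 48.75%, 80%, 55.25% and 50.25% at days 1 to 4. These shares move by construction with the UMI threshold and the depth of the cells. As CPM, the Xist level was 24.0% of that of day 2 at day 1 and 55.8% at day 4. At 30% detection, all deposited cells gave 208 copies of Xist per cell at day 3 and 200.1 at day 4.

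With genes detected in at least 10% of cells, the X:A ratio was 1.23 at day 0, and 1.34 and 0.998 in Xist-positive cells of days 1 and 4. With genes detected in at least 50% of cells it was 1.29 at day 0, 1.41 in Xist-positive and in Xist-negative cells of day 1 and 1.17 in Xist-positive cells of day 2. With more than 0 Xist UMIs it was 1.19 and 1.10 in Xist-positive cells of days 3 and 4. Cells with both alleles were 58.5% at day 1 with more than 10 allele-specific Xist UMIs. Biallelic cells were 53.4% and 17.5% at days 2 and 3 with a 10% minor allele, and 19.8% and 5.84% with 30%. Over genes passing the gene filter, the median B6 fraction was 0.495 in Xist-negative cells of day 0 and 0.199 in MA-B6 cells of day 4. At like Xist UMIs, the difference in X:A between biallelic and monoallelic cells changed direction at day 1 (0.0258) and day 3 (0.182).

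The log2 Xi:Xa ratio of monoallelic cells without the 10 X-linked genes with most allele-specific UMIs was -0.10 in MA-B6 cells of day 1, 0.0066 in MA-Cast cells of day 1, a change of direction, -0.83 in MA-Cast cells of day 2, and -1.04 and -1.75 in MA-B6 cells of days 3 and 4. As a median over cells it was -0.25, -1.07 and -1.73 in MA-B6 and -0.63, -1.56 and -3.01 in MA-Cast cells of days 2, 3 and 4. Normalized to the B6:Cast ratio of day-0 cells it was -0.34 and -1.58 in MA-B6 cells of days 2 and 4. Between tertiles of Xist CPM, the ratio at day 1 was 0.065 for Pou5f1 and 0.10 for Sox2, which changed their direction. Of the 84 values of Xist-associated genes, 35 held and 47 moved in the same direction, of which 23 under the difference of mean log2(CPM + 1), 15 between tertiles and 9 with CPM by total UMIs. The counting interval leaves out the main value itself for some genes, such as Nanog at day 2 (-2.68 against -3.44 to -3.03). The numbers held and moved therefore do not measure the stability of these values. For XP_50_, the genes fitted and the correlations of XP, 66 of 67 values held, among them those of Klhl13 on Cast and Pir on B6, which lie at the upper limit of 100 under each setting and so say nothing about stability.

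Depth limits the Xist-positive share at day 1, where the thinned cells fall to 31.7%, and single genes in libraries with few allele-specific counts. A test of 3 against 3 cannot give an exact p under 0.1 under any of these settings, so these tests say nothing about stability. The normalization to day 0 gives no value at day 0, and the contrast without day 0 was computed for day 4 only.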

Differences from the paper's values

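The difference of mean log2(CPM + 1) over cells and XP with Xist were chosen after the values were seen. The other alternatives of this part were set before the data were examined.

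Spearman's ρ between XP and day over monoallelic cells was 0.760, against the paper's 0.73. XP with Xist gave 0.757 and also differs. For Fig. 7c, 333 X-linked genes had an Xi:Xa ratio in this computation, against the paper's 660 in the legend. Minimums of 10 and 200 allele-specific counts gave 435 and 245 genes and differ as well, while the 333 genes match the number in the paper's source data of that panel. The log2 B6 to Cast ratio of Xist in bulk TX1072 at day 2 was 0.11, against the paper's 0.047 in its source data. By the SD of the 3 replicates (0.052), to which each setting was held, it does not differ when normalized to the autosomal ratio of the library (0.047) or without replicate 1 (0.092), and differs without replicates 2 and 3.

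Log2 ratios between Xist-high and Xist-low cells at day 1, from CPM summed over cells, differ from the paper's values in the source data of Fig. 5b for 6 of the genes named. The paper fitted a hurdle model to the CPM of single cells, so that its values and ratios of summed CPM are different measures. The ratios were -1.27 against the paper's -2.15 for Nanog, -1.84 against the paper's -0.57 for Prdm14, -0.23 against the paper's -0.41 for Esrrb, -0.68 against the paper's -1.17 for Fbxo15, 0.55 against the paper's 0.81 for Pou3f1 and 0.62 against the paper's 1.00 for Zcrb1. CPM by total UMIs does not differ for Esrrb (-0.33) and tertiles of Xist CPM do not for Zcrb1 (1.07), while both of these alternatives differ for the other genes, as do tertiles for Esrrb and CPM by total UMIs for Zcrb1.

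At day 2 the ratios were -2.68 against the paper's -2.23 for Nanog, -4.29 against the paper's -1.22 for Prdm14, -2.30 against the paper's -2.86 for Esrrb, -1.55 against the paper's -1.91 for Fbxo15, -2.44 against the paper's -1.48 for Phf19, 0.56 against the paper's 2.41 for Pim2, 0.32 against the paper's 1.12 for Pou3f1, 0.65 against the paper's 0.98 for Dnmt3a, 0.55 against the paper's 1.15 for Dnmt3b and 0.46 against the paper's 1.49 for Zcrb1. Tertiles of Xist CPM do not differ for Nanog (-2.34) and Fbxo15 (-1.85). They differ for the other 8 genes, and CPM by total UMIs differs for all 10. The difference of mean log2(CPM + 1) over cells, chosen after seeing the values, is within the counting error of the paper's value (0.5 times the width of the 95% counting interval of the summed ratio, which is wide for genes with few UMIs) for the 6 genes of day 1 and for Nanog, Prdm14, Esrrb, Fbxo15, Phf19 and Zcrb1 at day 2. It differs for Pim2 (2.35), Pou3f1 (1.51), Dnmt3a (0.87) and Dnmt3b (1.10) at day 2, and also for Pim2 (0.83, the paper's 0.73) and Dnmt3b (0.39, the paper's 0.32) at day 1, which do not differ under the main setting. Over the whole panel the sign was that of the paper for 33 of 37 genes at day 1 and 37 of 37 at day 2. The paper's test took cells as replicates.

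Some statements of the paper depend on the measure or setting in these values. The paper ranks Pim2 first by fold change, also between its ΔX groups, which were not repeated here. Pim2 took rank 8 of 37 at day 2 by the summed CPM, a different measure. By the measure chosen after seeing the values it took the first rank. Both alleles of Xist were detected in 47.1% of the cells classified at day 1 (95% interval 36.1% to 58.2%). This is below the share that the paper describes for days 1 and 2, but the interval reaches above that share. With more than 10 allele-specific Xist UMIs it was 58.5%. The paper names Klhl13, Pir and Jade3 as fast on 1 allele and slow or escaping on the other. Here the genes in distant clusters were Klhl13, Pir, Gprasp1 and Zrsr2, while Jade3 could be fitted on B6 only, but on both alleles with 8 bins. XP_50_ could be fitted for 82 genes on B6 and 27 on Cast, against the paper's 74 and 35, which is within 1.5 times. XP with Xist, chosen after the values were seen, gave 72 and 36 genes and fitted Jade3 on Cast only.

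In Supplementary Data 1, the values of 3 X-chromosome columns are shifted against their headings. Of 1987 cells listed, 1978 have a value above 1 under the heading of the X-chromosomal ratio, which a ratio of this kind cannot hold, and in 1987 these values equal the X-linked B6 UMIs of the cell. XP in Supplementary Data 2 is reached within 0.001 percentage points with Xist included and a pseudocount of 0.1 in 359 of 359 cells, and without Xist in 49 of them, although the methods leave Xist out of XP.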

Other observations

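The tests of this part were chosen after the patterns were seen, but before the results of the tests were. Setting aside the degraded day-0 libraries in the range of the spread of allele-specific shares was chosen after its values were seen.

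Of the genes that the paper measured by pyrosequencing, the RNA-seq log2 Xi:Xa ratio relative to day 0 differed between TXΔXic_B6_ and TXΔXic_Cast_ at day 4 by -0.43 for Rlim, -0.24 for Renbp, -1.02 for Cul4b, -0.64 for Prdx4 and -0.47 for Atrx. Relative to the whole chromosome these were -0.02, 0.17, -0.62, -0.24 and -0.07.

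The Xi:Xa ratio of Rlim was lower at day 2 than at day 4 in both deletion lines. Its log2 ratio relative to day 0 went from -2.22 (SD 0.11, n = 3) to -1.23 (SD 0.07) in TXΔXic_B6_ and from -2.15 (SD 0.05) to -0.80 (SD 0.05) in TXΔXic_Cast_ (exact permutation p = 0.1 each, the smallest possible). A lower share of cells with an inactivating X chromosome at day 4 is argued against. Of the 4 other genes below -1 at day 2 in both lines (Armcx4, Firre, Rragb and Tbl1x, named here after their values were seen) 0% rose in both lines, and 4 of 4 fell. In intact TX1072, MA-B6 cells had 12.2% of Rlim UMIs from the Xi at day 2 and 5.46% at day 4. These cells were chosen for monoallelic Xist, while the bulk libraries of the deletion lines hold all cells of a culture, so they do not show whether the ratio of a whole intact culture rises. An effect of the deletion, whose end lies 1632 bases from Rlim on the Xa of TXΔXic_B6_, stays open. A difference between bulk and single-cell counting of Rlim was not tested.

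In 2 of the 30 deletion-line libraries, TXΔXic_B6_ day 0 replicate 1 and day 2 replicate 2, 5.21% and 9.57% of counts were assigned to an allele. In the other 28 the share was 20.3% to 34.9%. Lowest among these were TXΔXic_B6_ day 2 replicate 1 at 20.3% and TXΔXic_Cast_ day 3 replicate 3 at 22.9%, and the next lowest share was 29.9%. They were counted with the others, so a lowered share may not be confined to 2 libraries. In the 2 libraries at 5.21% and 9.57% the autosomal B6:Cast ratio was 1.03 each (1.02 to 1.04 in the other 28). This argues against reads from cells without the Cast genome. Shorter reads in the allele counting are argued against by a ρ with the share lost in TX1072 of -0.0831 and 0.0117 (-0.180 to 0.149 in the others). Allele counting of a part of the reads only may explain the day-2 library, as its SD over genes of the log2 allele-specific share, with allele-specific but not total counts thinned to 1 depth, was 0.217 and lay within the range of the others (0.203 to 0.267 without the TXΔXic_Cast_ libraries of day 0, whose RNA the paper describes as degraded). For the day-0 library this stays open, since its SD of 0.308 lay above that range, though below those of TXΔXic_Cast_ at day 0 (0.314 to 0.413). The design gives no biological explanation, and none was tested.

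A UMI of 5 bases allows 1024 barcodes, and single-gene counts in a cell reached at most 1024, 1021, 1024 and 1024 at days 0, 2, 3 and 4. At day 1, 666 values in 345 of 400 cells exceeded 1024, up to 2012. Day 1 was sequenced in 2 runs. UMIs of the runs counted separately and then added may explain this, since cells of day 1 with 300000 to 500000 reads had 0.327 UMIs per read, against 0.309, 0.301, 0.271 and 0.287 at days 0, 2, 3 and 4. If so, counts of day 1 hold some molecules more than 1 time. No biological explanation was tested.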
